# Expression divergence measured by transcriptome sequencing of four yeast species

**DOI:** 10.1186/1471-2164-12-635

**Published:** 2011-12-29

**Authors:** Michele A Busby, Jesse M Gray, Allen M Costa, Chip Stewart, Michael P Stromberg, Derek Barnett, Jeffrey H Chuang, Michael Springer, Gabor T Marth

**Keywords:** RNA-Seq, Comparative transcriptomics, *S. cerevisiae*, *S. paradoxus*, *S. mikatae*, *S. bayanus*

## Abstract

**Background:**

The evolution of gene expression is a challenging problem in evolutionary biology, for which accurate, well-calibrated measurements and methods are crucial.

**Results:**

We quantified gene expression with whole-transcriptome sequencing in four diploid, prototrophic strains of *Saccharomyces *species grown under the same condition to investigate the evolution of gene expression. We found that variation in expression is gene-dependent with large variations in each gene's expression between replicates of the same species. This confounds the identification of genes differentially expressed across species. To address this, we developed a statistical approach to establish significance bounds for inter-species differential expression in RNA-Seq data based on the variance measured across biological replicates. This metric estimates the combined effects of technical and environmental variance, as well as Poisson sampling noise by isolating each component. Despite a paucity of large expression changes, we found a strong correlation between the variance of gene expression change and species divergence (R^2 ^= 0.90).

**Conclusion:**

We provide an improved methodology for measuring gene expression changes in evolutionary diverged species using RNA Seq, where experimental artifacts can mimic evolutionary effects.

GEO Accession Number: GSE32679

## Background

Previous studies have found that gene expression diverges as the distance between species increases, and that this divergence is linearly related to the time since divergence (Reviewed in [1]). This expression evolution has been reported to be slow enough that orthologous genes still have highly correlated expression, even in species that diverged up to 400 million years ago [2,3]. Several studies have reported that genes with specific attributes change expression more quickly [4-7], though it is not known whether the expression of such subsets of genes also diverges linearly with time.

RNA-Seq offers a methodological improvement over microarrays for measuring expression divergence because it does not suffer from the probe-based biases that confound cross-species microarray measurements [8-11]. Technical replication studies, in which expression values are assayed more than once from the same sample, have shown that RNA-Seq quantifies relative gene expression accurately [12,13].

However, measuring gene expression by RNA-Seq is complicated by alternate sources of variance [14]. The gross inter-species measurement of gene expression by RNA-Seq contains four components: (1) true inter-species gene expression difference; (2) expression differences caused by environmental variance; (3) variance from technical measurement imprecision; and (4) Poisson sampling noise. Because of these alternate sources of variance, it is possible for a gene without true inter-species gene expression changes to be measured with different values in different species.

Therefore, we first developed methods to quantify biologically relevant expression differences between species that are greater than the variance within each species by collecting expression data from biological replicates of the well-characterized model organism *S. cerevisiae *and the three related yeasts: *S. paradoxus, S. mikatae*, and *S. bayanus *[15]. In all cases we used diploid, prototrophic strains of the yeast. This approach ensures that we are measuring the expression change that can be attributed to evolution rather than artificial expression changes that occur due to the disruption of the auxotrophic pathways.

We applied our methods to identify differentially expressed (DE) genes and examine the rate and properties of expression evolution in yeast.

## Results

We grew two independent cultures of each the following prototophic, diploid strains: *S. cerevisiae *(FY4 (MAT a) and FY5 (MAT alpha) [16] which we mated to get a diploid, *S. paradoxus *(Y-17217), *S. mikatae *(IFO1815), and *S. bayanus *(MCYC623) according to the protocols described in Methods. 

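RNA of 2 cultures of each of the 4 species was measured in 8 libraries, one per culture. All strains were diploid. The supplement states that the samples called replicate 1 were prepared on another day than those called replicate 2, and the paper compares only samples grown in the same batch, so the replicate number is called the day here. The Methods name the medium as SD with glucose and no amino acids and the supplement calls it minimal, while the sample labels name complete media; both descriptions are kept here, and which applies was not tested. Ribosomal RNA was removed, the libraries kept the strand of the RNA, and short reads from an AB SOLiD sequencer were aligned by the authors with MOSAIK to the genome of each species. S. cerevisiae reads were aligned to build sacCer2 and those of the other three species to assemblies put together as scaffolds. The authors deposited, for each annotated gene, the count of reads with a single position in the genome and the count of all aligned reads, with no normalization. The counts of reads with a single position are the values analysed here. Over all annotated genes they sum to 4986745 and 12152480 in S. cerevisiae replicates 1 and 2, 5512851 and 8557027 in S. paradoxus, 12764902 and 13470636 in S. mikatae, and 9368983 and 11785499 in S. bayanus. Between species, 2739 orthologs whose coding length lay within 90 to 110% of the S. cerevisiae gene and of whose reads at least 90% had a single position were compared. Differences were tested with the chi-square of the paper and, for every core gene with at least 10 counts in at least 2 libraries, with edgeR's quasi-likelihood test on TMM-normalized counts with terms for species and day and Benjamini-Hochberg adjustment. A value called higher in one species is higher than the mean of the other 3 species in that edgeR fit unless another comparison is named. A list of genes was tested against all other genes with camera from limma at a preset correlation of 0.01.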

RNA was isolated and sequenced using a strand-specific protocol. A total of over 292 million 35 base pair reads were generated between two runs of an AB SOLID sequencer [17]. A third sample of *S. cerevisiae *was also grown and sequenced as a pair of technical replicates.

Over 156 million single end AB SOLiD reads aligned to their respective genomes (54%) using the MOSAIK alignment program (http://bioinformatics.bc.edu/marthlab/Mosaik) as described in Methods and Additional File 1, Supplemental Methods 1. The reference genome and annotations for *S. cerevisiae *were downloaded from the *Saccharomyces *Genome Database (http://downloads.yeastgenome.org/). Genome, annotations, and orthology mappings for the other species were from Kellis et al. [15] (Additional File 1, Supplemental Methods 1).

Of these aligned reads, ^~^113 million (69%) aligned uniquely. 

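The 10 genes with the most reads took 21.2 to 33.1% of the reads on core genes, the least in S. bayanus replicate 1 and the most in S. paradoxus replicate 2. Genes of the ribosomal DNA were annotated in S. mikatae and S. bayanus, where they held 46.8 and 44.4% of the reads on annotated genes in the S. mikatae libraries and 60.1 and 55.3% in the S. bayanus libraries. Core genes held 1840377 reads in the library with the fewest, S. bayanus replicate 1, and 5588566 in the library with the most, S. cerevisiae replicate 2. The median count of a core gene was 153 in S. cerevisiae replicate 1 and 424 in S. cerevisiae replicate 2, with the other 6 libraries between them. TMM factors on the core genes ran from 0.785 in S. paradoxus replicate 2 to 1.39 in S. bayanus replicate 1.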

The dominant source of unaligned reads was sequencing errors (Additional File 1, Supplemental Methods 2). We examined the effect of reference quality and found that alignment rates increased as reference genomes were sequenced to higher depths (Additional File 1, Table S1).

Not all genes can be measured accurately using RNA-Seq, particularly in cross-species comparisons where the length of genes and the percentage of genes that can be uniquely aligned can vary between species. When comparing the expression in 1:1 orthologs across species, we selected genes where we were confident that accurate measurements could be found (Methods). 

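Of the S. cerevisiae genes, 4345 had a single ortholog of like length and unique sequence in S. paradoxus, 3695 in S. mikatae and 3723 in S. bayanus. In S. bayanus, 1522 genes had no ortholog listed, 690 differed in length, 345 shared too many reads with other places and 291 had more than 1 annotation. Ribosomal proteins of the cytosol, most of which yeast encodes in near-identical pairs, kept 10 of 137 genes, whereas 44 of 71 genes of mitochondrial ribosomal proteins remained. All 4 species had at least 1 read for 2722 of the genes measured in all of them, and 17 had none in at least 1 species. TMA7, a gene associated with ribosomes, is one of the latter: it had no read in either S. mikatae library, where a count of 0 allows up to 3 counts, and 103 and 145 reads in the S. bayanus libraries.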

Genes that were annotated with measureable orthologs in all four species were designated as "core" genes.

### Environmental variance accounts for up to 60% of the expression variance observed in inter-species comparisons

We compared the differences in expression observed in different species to the differences in expression observed in biological replicates of the same species to determine what portion of the variance is due to genomic variation, versus environmental and measurement variance. Expression is highly correlated between orthologous genes in *S. cerevisiae *vs. *S. paradoxus *(Pearson correlation = 0.85). 

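Across the 2739 core genes, log2 counts of S. cerevisiae and S. paradoxus of the same replicate number had a Pearson correlation of 0.879 on day 1 and 0.870 on day 2, with 1 added to every count. S. bayanus stood farther from S. cerevisiae, at 0.811 on day 1 and 0.836 on day 2. The values are correlations across genes, which are not independent replicates. Genes that part the first pair by far are AGP1, a permease of amino acids, with 29 and 79 reads in S. cerevisiae and 919 and 1529 in S. paradoxus, and YHB1, which encodes a flavohemoglobin, with 561 and 1137 against 44 and 32.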

Correlation between biological replicates of *S. cerevisiae *(0.91) and *S. paradoxus *(0.96) suggest that up to 60% of the observed variance between samples of two separate species can be attributed to environmental response and measurement imprecision (Figure 1a, b).

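Replicates of one species correlated at 0.928 in S. cerevisiae, 0.955 in S. paradoxus, 0.943 in S. mikatae and 0.939 in S. bayanus, again across genes. All 12 correlations between species on the same day, of which S. mikatae and S. paradoxus on day 2 gave 0.860, lay below each of the 4 correlations between replicates. The 2 replicates of a species were prepared on different days, so these replicate values include the day, whereas the values between species do not.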

**Figure 1:**
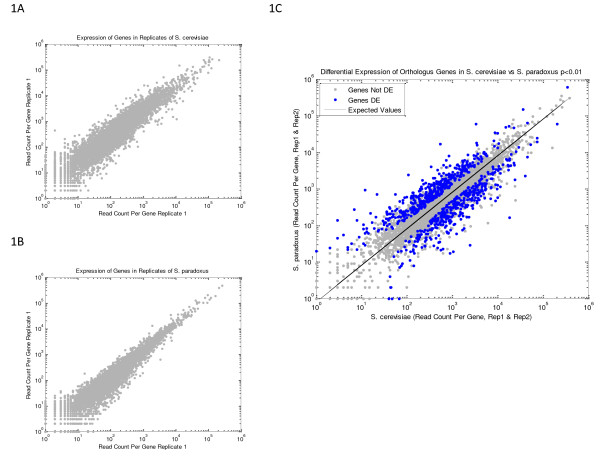
**Gene expression measurements in replicates of *S. cerevisiae *(1a) and S. *paradoxus *(1b), and the comparison between these two species (1c)**. Plotted values are the number of reads uniquely aligning to the gene. Differentially expressed genes are indentified (blue) as p < 0.01 based on our Χ^2 ^metric.

The distribution of the log2 fold changes observed between species also shows a high level of overlap with the distribution of fold changes between biological replicates, with the distribution widening as the comparison species become more diverged (Figure 2). For example, in the biological replicates of *S. cerevisiae*, 95% of the genes show a log2 fold-change in the range of [-1.9, 1.9]. 

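In the S. cerevisiae replicates, a log2 fold change of 1.94 in either direction held 95% of the core genes, and the 2.5 and 97.5 percentiles were -2.11 and 1.77. Within that limit lay 91.0% of the core genes of S. paradoxus, 87.1% of those of S. mikatae and 84.8% of those of S. bayanus, each against S. cerevisiae replicate 1. The standard deviation of the log2 fold changes was 1.12 between the replicates, 1.44 for S. paradoxus, 1.57 for S. mikatae and 1.69 for S. bayanus. Slopes between libraries were set to the median ratio, and a count of 0 was replaced by 0.01. With S. cerevisiae and S. bayanus scaled by their total counts in place of the median ratio, 79.9% of the S. bayanus genes lay within it.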

Even in the most distant interspecies comparison (*S. bayanus *vs. *S. cerevisiae*), 84% of the fold changes were still within this range.

**Figure 2:**
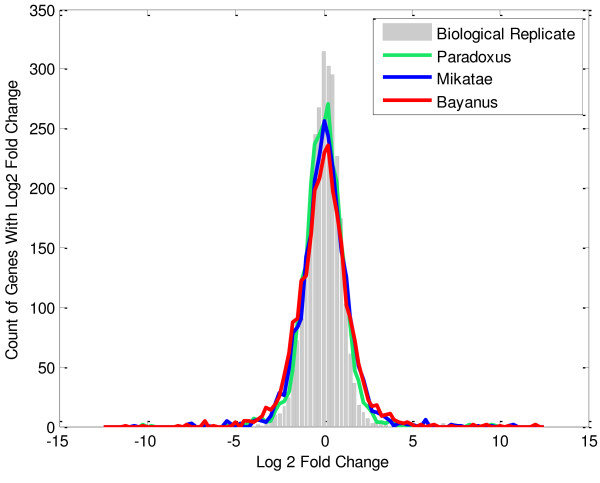
**The distribution of log2 fold changes when the expression levels from each comparison sample are compared to *S. cerevisiae *replicate 1, using the core genes**. Biological replicates are *S. cerevisiae *replicate 2 versus *S. cerevisiae *replicate 1. Interspecies comparisons are replicate 1 of the comparison species versus *S. cerevisiae *replicate 1.

### Source of variance in expression measurements

We then examined the sources of variation in expression measurements by comparing technical and biological replicates. Technical replicates were prepared from RNA isolated from a single culture of *S. cerevisiae *that was divided into two samples that were separately processed through the entire library preparation and sequencing protocol. Biological replicates were prepared from two separate cultures of *S. cerevisiae*. Technical replicates contain variance from measurement imprecision and Poisson counting noise but no environmental variance. Biological replicates contain counting noise, measurement imprecision, and environmental variance but not true inter-species gene expression differences.

We compared the reproducibility of measurements of the same gene in technical versus biological replicates of S. cerevisiae using fold change as our metric (Additional File 1, Table S2 and Figure S1A and S1B). Within the technical replicates, we found that coding genes showed better reproducibility than non-coding genes, which were comprised mainly of snRNAs, snoRNAs, and tRNAs (Additional File 1, Figure S1C). Non-coding genes were therefore excluded from further analyses. To isolate and quantify the effects of technical and biological variance, we excluded genes which were measured with fewer than ten reads. At low counts, Poisson variance is high relative to the total read count, and Poisson fluctuations can cause large fold changes (Additional File 1, Figure S2). 

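Core genes with at least 10 reads made up 95.1% of the set in S. cerevisiae replicate 1, the lowest share, and 97.4% in S. cerevisiae replicate 2, the highest. All 8 libraries reached that count for 2473 core genes, or 90.3%. SRT1, which encodes a prenyltransferase, and BIL2 were below it in both S. cerevisiae libraries, with 2 and 0 and 2 and 6 reads.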

Poisson error is lower in genes measured with at least ten reads, which is true for > 95% of our core genes, in all samples used for DE calls. When we considered genes with at least ten reads in each condition, ninety-five percent of gene expression measurements reproduced within a 1.8x fold-change between the two technical replicates. In biological replicates, 95% of genes reproduced within 3.6x fold change, but a small number of genes showed large expression differences with fold changes as high as 25x. 

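The gene farthest apart between the S. cerevisiae cultures was MEP2, an ammonium permease, with 10806 reads in replicate 1 and 1209 in replicate 2, a 23.9-fold change after scaling by the median ratio. MNN4, a regulator of mannose phosphorylation in the cell wall, differed 17.9-fold, the thymidylate synthase CDC21 17.0-fold, the purine enzyme ADE17 14.7-fold, the glycine cleavage enzyme GCV2 12.0-fold and the transcription factor SWI4 11.5-fold, all higher in replicate 1. Over the 5322 S. cerevisiae genes with at least 10 reads in both libraries, 95% stayed within 3.59-fold and 99% within 6.80-fold, with a mean of 1.83-fold. The limit for 95% of genes was 3.02-fold in S. paradoxus, 2.99-fold in S. mikatae and 3.19-fold in S. bayanus, and the largest changes there were 12.5, 28.2 and 14.2-fold. Each species has 1 pair of replicates, so the spread of these limits between pairs of cultures of one species is not known.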

While technical variance is low, it acts subsequent to biological variance, and can therefore amplify or dampen the fold changes that occur to due to environmental variance. We note that fold changes measured with RNA-Seq are expected be higher than comparable measurements taken with microarrays due to the limited dynamic range inherent in microarrays [18]. We show estimated conversion factors in Additional File 1, Figure S3.

To demonstrate that the variance that we observed in our biological replicates occurred due to responses to normal laboratory conditions, rather than a poorly controlled environment or unusually imprecise RNA-Seq measurements, we compared our results to the correlation of *S. cerevisiae *replicates measured by RNA-Seq using Illumina technology in Nagalakshmi et al. [13]. 

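Over the core genes, the squared correlation of log2 counts was 0.861 between the S. cerevisiae replicates, 0.881 between those of S. bayanus, 0.890 between those of S. mikatae and 0.912 between those of S. paradoxus. The S. cerevisiae libraries also differ most in depth, since replicate 2 has 2.80 times the reads of replicate 1 by the median ratio of the core genes, against 1.09 times in S. mikatae.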

The R^2 ^value of log2 expression values of our biological replicates ranged from 0.867 for the replicates of *S. cerevisiae *to 0.900 for *S. paradoxus*. The corresponding values reported in Nagalakshmi et al. are nearly identical (R^2 ^= 0.869 and R^2 ^= 0.904). We then compared the fold changes that occurred between repeated measurements of the same gene in biological replicates and found that, while differences exist between replicate runs, our results were comparable to the results from Nagalakshmi (Additional File 1, Figure S4).

Because samples were grown on different days, we examined whether batch effects could introduce an additional source of variability in gene expression measurements. We identified a set of 162 genes that appeared to have higher expression in the second replicate of S. paradoxus versus the first. We found that the orthologs of these genes were also disproportionately up-regulated in the second replicate of S. cerevisiae (90%), S. mikatae (62%), and S. bayanus (96%) (Additional File 1, Figure S5). These genes showed enrichment for involvement in RNA metabolic processes (p < 0.01). Therefore, in subsequent analyses comparisons were only made between samples which were grown within the same batch.

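Taking the 162 core genes with the largest rise from replicate 1 to replicate 2 of S. paradoxus, 113 (69.8%) were also above the median ratio of replicate 2 to replicate 1 in S. cerevisiae, 104 (64.2%) in S. mikatae and 119 (73.5%) in S. bayanus. IMG1, a protein of the mitochondrial ribosome, was higher in replicate 2 by a log2 of 2.06 in S. paradoxus, 1.89 in S. cerevisiae, 2.11 in S. mikatae and 0.74 in S. bayanus. SDS24 had 1.87, 1.84, 1.58 and 0.98 in the same order, and NCP1, a reductase of ergosterol synthesis, 1.52, 1.78, 1.19 and 1.41. SPO7, with the largest rise in S. paradoxus, had 3.20, -0.09, 0.26 and -0.70, and the cohesion gene ECO1 1.99, -0.55, -0.83 and -1.40. Random sets of 162 core genes reached these shares with a one-sided p of 1e-05 in S. cerevisiae and S. bayanus, the smallest that 100000 draws can give, and 0.00013 in S. mikatae. The list was chosen on the S. paradoxus libraries, so it is independent evidence for the other species alone, and its genes had at least 10 reads in either S. paradoxus replicate. The number of genes follows the paper, which does not give the rule for its own 162 genes, so the sets may differ. With slopes from total counts in place of the median ratio, 58.0% were higher in S. bayanus. That scaling shifts the ratios of all core genes, and their share under it is not given here. By the median ratio 49.8% of all core genes were higher in S. bayanus. The fall to 58.0% therefore does not by itself show a weaker effect of the day.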

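Among the 162 genes were 8 of 44 mitochondrial ribosomal proteins (one-sided Fisher's exact test, p = 0.0041, adjusted p = 0.12 over 30 lists), which include IMG1, MRPL1 and MRPL6. Of the lists that concern the making of RNA, none of 49 genes of ribosome biogenesis and 1 of 12 subunits of RNA polymerases I and III were among them (one-sided Fisher's exact test, adjusted p = 1 for both). The background was the core genes that passed the same minimum of reads. These lists cover only part of RNA metabolism, for which the paper reports enrichment.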

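With species as a term in edgeR, 4 genes were higher and 6 lower on day 2 than on day 1 at an adjusted p under 0.05. VID24, which takes part in the breakdown of gluconeogenic enzymes, had a log2 fold change of 1.84 (standard error 0.36, adjusted p = 0.049 from edgeR's quasi-likelihood test), and the mitochondrial ribosomal protein IMG1 had a log2 fold change of 1.71 (standard error 0.34, adjusted p = 0.049 from edgeR). NCP1 rose by 1.52 (standard error 0.26), and SDS24 by 1.62 (standard error 0.27). BUD4, which marks the site of the next bud, was lower with a log2 fold change of -2.15 (standard error 0.32, adjusted p = 0.022 from edgeR), and so were the membrane protein ZEO1 at -2.01 (standard error 0.37) and the co-chaperone STI1 at -1.66 (standard error 0.32). YPR148C and the chromatin remodelling subunits ITC1 and STH1 had values of -1.79, -1.66 and -1.51. At an unadjusted p under 0.05 there were 585 genes, and DESeq2 called 243. With 1 library left out, the count was 2, 1, 0, 0, 0, 0, 20 and 18 without S. cerevisiae replicate 1, S. cerevisiae replicate 2, S. paradoxus replicate 1, S. paradoxus replicate 2, S. mikatae replicate 1, S. mikatae replicate 2, S. bayanus replicate 1 and S. bayanus replicate 2. Of the 30 lists, camera called none for the day, with an adjusted p of 0.21 for ergosterol synthesis, the lowest, of which 1 of 19 genes rose and 0 fell (1 and 0 adjusted over the list alone).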

This reveals the difficulty of calling DE genes in comparisons of samples separated by evolutionary distances: the signal (true differential expression due to genetic difference) to noise (environmental variance, technical variance, and Poisson noise) ratio is very low.

### Fold change measurements obtained from RNA-Seq are confirmed with qPCR

To demonstrate the accuracy of our gene expression measurements, we compared FC measurements obtained with RNA-Seq to those obtained using qPCR (Additional File 1, Supplemental Methods 3). In order to adequately quantify the effects of environmental variance, the qPCR was run on three additional biological replicates that were not those used for RNA-Seq (Additional File 1, Figure S6 and Table S3). Additional File 1, Figure S6A shows the results obtained in the comparison between *S. cerevisiae *and *S. mikatae*, which is representative of the results found in all six of the cross-species comparisons. Due to the response of genes to subtle environmental differences and measurement imprecision in both technologies, the 2σ (95%) confidence intervals around the FC measurements in each test span multiple log2 fold-changes for both RNA-Seq and qPCR. In this validation, 22 out of the 27 measurements (81%) of the qPCR measurements are within the boundaries of the fold change intervals for both RNA-Seq fold change measurements. 

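YHB1 had a log2 fold change of S. mikatae over S. cerevisiae of -5.13 and -4.56 in RNA-Seq replicates 1 and 2, and of -7.24, -5.40 and -7.17 in the 3 qPCR cultures, whose values are the paper's. The pyrophosphatase IPP1 gave -0.09 and 0.07 by RNA-Seq against 0.31, 0.40 and 0.93 by qPCR. NCE102, a protein of plasma membrane domains, gave -1.97 and -3.61 by RNA-Seq against 0.89, 0.78 and 1.05 by qPCR. Over 9 genes, 13 of 27 qPCR fold changes (48.1%, exact 95% interval 28.7 to 68.1) lay inside the intervals of 2 sigma around both RNA-Seq fold changes. The 3 cultures of a gene share its RNA-Seq intervals, so the exact interval treats dependent values as independent. With the intervals of qPCR counted as well, an alternative chosen after seeing the values, 22 overlapped.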

While this result is somewhat below expectations, we note that measurements are not independent and single outlier measurements can cause validation failure for multiple tests.

### Identifying differentially expressed genes using a Χ^2 ^test

To identify genes that are differentially expressed to a statistically significant degree, we developed a Χ^2 ^test that models the combination of environmental, technical, and Poisson variance as Poisson fluctuation with over-dispersion (Methods).

To test the sensitivity of our method, we used simulations of RNA-Seq data based on distributions measured in the actual data (Additional File 1, Supplemental Methods 4). We tested our method against a paired t-test and DESeq [19] run with the default settings. While there are many differences between the methods, all test whether the difference in the measured expression between the two species is greater than the variance. The methods have fundamental differences in the value that they use as the variance. A paired t-test uses the measured variance, and thus provides an unbiased result and p-values that closely match the false positive rate of the dataset. However, because variance is poorly measured with only two replicates, the power of the t-test is relatively low (Additional File 1, Figure S7A). The other methods integrate additional information into the estimate of variance, which improve their power but can bias the results. In our method, we assumed that the variance for a given gene will be conserved across all four species. Our main variance measurement is therefore the mean measured variance of the gene across the four species, which is calculated as described in Methods. Additionally, we used the knowledge that the variance of some genes will be measured at values lower than the true variance due to random fluctuations. We corrected these measurements by replacing ones where the measured variance is below the value of the variance observed in technical replicates with that value. We did this under the assumption that the true variance cannot be lower than the resolution of the technology (Methods). DESeq estimates variance by sharing information between different genes that are expressed at a similar expression level. In simulations, we found that when differences in expression were modeled as random changes of a consistent effect size, as defined by Cohen's D, the power of our method was comparable power to DESeq (Additional File 1, Figure S7A). We found that the false positives called by DESeq were more enriched for high variance genes than those called by our method (Additional File 1, Figure S7B). Both DESeq and our method showed small deviations between the p-value calculated and the actual false positive rate (Additional File 1, Figure S7C). In the actual data, we found that DESeq identified a greater number of genes as differentially expressed than our method (Additional File 1, Table S4). In particular, our method was less likely to identify genes with high measured variance as differentially expressed (Supplementary Figure 7D). 

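Between S. mikatae and S. bayanus, DESeq2 called 826 core genes at an unadjusted p under 0.01 and the paper's chi-square 634, with 515 called by both. Between S. cerevisiae and S. paradoxus the counts were 635 and 507, with 384 in both. Summed over the 6 comparisons, DESeq2 called 4460, the chi-square 3568 and both 2844, or 54.9% of those called by either. At the same threshold edgeR called 3826, of which 2580 were also called by the chi-square.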

We believe that our conservative approach is justified by the fact that genes with high variance tended to also show deviations from qPCR measurements in validation experiments (Additional File 1, Figure S6). Additionally, we used the mean expression and variance of biological replicates that was reported by DESeq to test whether the variances used in the differential expression calls would produce confidence interval boundaries consistent with the qPCR measurements. We found that qPCR measurements fell within the boundaries of the 95% DESeq confidence intervals in 83% of the 162 tests. The comparable metric for our variance measurement was 91% (Additional File 1, Supplemental Methods 3). 

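Over all 6 comparisons of species, 71 of 151 qPCR fold changes (47.0%, exact 95% interval 38.9 to 55.3) lay inside both RNA-Seq intervals. The fold changes reuse the same genes, cultures and libraries, so they are not independent, as the exact interval assumes. S. mikatae gave 17 of 25 against S. paradoxus and 17 of 25 against S. bayanus, whereas S. cerevisiae gave 5 of 25 against S. paradoxus and 9 of 25 against S. bayanus. The nitrogen repressor DAL80 is a gene outside its intervals: S. paradoxus over S. cerevisiae was -6.65 and -2.58 by RNA-Seq, from 1 and 3 reads in S. paradoxus, and 0.15, -0.22 and 1.00 by the qPCR of the paper. 11 fold changes whose qPCR value is listed as 0 could not be computed and are left out. An interval that takes either replicate in place of both held 74.8%.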

We also tested our metric against a Poisson exact test [20] and a Fisher exact test, but were not able to obtain a false positive rate lower than 10% with either test, even with a p-value cutoff of 10^-10^.

A Χ^2 ^test that uses the expected value as the denominator (see Methods) would call 4% of the measured genes DE at p < 0.01 in the technical replicates of *S. cerevisiae*, 58% in the biological replicates of *S. cerevisiae*, and 81% in the comparison between *S. cerevisiae *and *S. bayanus*. These results indicate that even in technical replicates the variance between samples is substantially over-dispersed relative to Poisson.

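With the expected count as the only variance, 67.9% of core genes were called at p under 0.01 between the S. cerevisiae replicates, 54.0% between those of S. paradoxus, 63.2% between those of S. mikatae and 63.6% between those of S. bayanus. Over all 6571 open reading frames of S. cerevisiae the share was 60.2%. Between S. cerevisiae and S. bayanus it was 70.5% on day 1 and 77.8% on day 2. This chi-square of 2 libraries compares those libraries and not the species.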

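At a p under 0.01 on the combined chi-square of both days, S. paradoxus and S. bayanus differed in 647 core genes (23.6%), of which 277 were higher and 370 lower in S. bayanus. S. cerevisiae and S. paradoxus differed in the fewest, 507 (18.5%), 290 of them higher in S. paradoxus. S. cerevisiae differed from S. mikatae in 559 core genes and from S. bayanus in 621, S. paradoxus from S. mikatae in 600, and S. mikatae from S. bayanus in 634. Over all genes measured in both species of a comparison, the shares were 19.5% for S. paradoxus, 19.9% for S. mikatae and 21.8% for S. bayanus against S. cerevisiae. They were 22.0% between S. paradoxus and S. mikatae, 23.3% between S. paradoxus and S. bayanus and 23.2% between S. mikatae and S. bayanus. A gene counts as called only if it moved the same way on both days, which 740 core genes did not do between S. cerevisiae and S. bayanus. Without replicate 2, 309 core genes were called between S. cerevisiae and S. paradoxus.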

Using our Χ^2 ^metric, we found that the percentage of measured genes that are called DE in cross-species comparisons ranged from 19-25%, at a p-value < 0.01 (Table 1, Additional File 2). 

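If a gene in which nothing changed passes with a probability of 0.01, 5.40% of the core genes called between S. cerevisiae and S. paradoxus and 4.23% of those called between S. paradoxus and S. bayanus would be false. With Benjamini-Hochberg adjustment of the same p-values at 0.05, 494 and 681 core genes were called in these comparisons. On counts simulated from the S. cerevisiae and S. paradoxus libraries, the chi-square called 42.4% of genes changed 2-fold, 67.4% of those changed 4-fold and 2.60% of the unchanged genes. Unchanged genes thus passed more often there than the probability of 0.01 assumed above. The shares of 5.40 and 4.23% may therefore be too low.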

At this p-value cutoff, the false discovery rate is low for all comparisons (3.9-5.1%). Figure 1C and Additional File 1, Figure S8 show that differentially expressed genes are far from the null model, even at the highest level of expression.

**Table 1:** Genes Differentially Expressed By Interspecies Comparison

	Intergenic Substitution Rate	All Genes Measured	DE	%DE	Core Genes Measured	DE	%DE
***S. cerevisiae *vs. *S. paradoxus***	0.231	4,362	834	19%	2,688	498	19%

***S. cerevisiae *vs. *S. mikatae***	0.394	3,562	719	20%	2,688	555	21%

***S. cerevisiae *vs. *S. bayanus***	0.556	3,632	806	22%	2,688	609	23%

***S. paradoxus *vs. *S. mikatae***	0.359	3,508	787	22%	2,688	604	22%

***S. paradoxus *vs. *S. bayanus***	0.521	3,587	853	24%	2,688	643	24%

***S. mikatae *vs. *S. bayanus***	0.538	3,001	743	25%	2,688	652	24%

The intergenic substitution rate was reported in Kellis et al. (2003). Differential expression is measured at p < 0.01.

### Identifying the Lineage of Changes in Expression

Under a simple model where changes in expression offer selective advantage to a given organism, one would expect the changes in the genome that underlie these adaptations to become fixed in a given lineage. For example, the gene RME1 (YGR044C) is expected to have higher expression in this strain of *S. cerevisiae *relative to the other three species because there is a known variation in RME1's transcription factor binding site that leads to an increase in the gene's expression [21]. This mutation occurs only in the *S. cerevisiae *genome and is known in one strain to cause an increase in *S. cerevisiae's *sporulation efficiency. In our data, this gene had significantly higher expression in *S. cerevisiae *versus each of the three other species, with fold changes greater than 15X (Additional File 1, Figure S9A). By contrast, the gene TSC3/YBR058C-A had higher expression in *S. cerevisiae *than in *S. bayanus *(p < 0.01) or *S. paradoxus *(p < 0.05), but was not significantly DE against *S. mikatae *(p > 0.05) (Additional File 1, Figure S9B). 

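RME1, a repressor of meiosis that the mating type of a diploid keeps low, had 139 and 490 reads in the S. cerevisiae replicates, 12 and 11 in S. paradoxus, 6 and 4 in S. mikatae and 6 and 0 in S. bayanus. It lies on chromosome VII from 582994 to 583896 in the authors' S. cerevisiae annotation of sacCer2. The excess over S. paradoxus was 15.1-fold on day 1 and 26.6-fold on day 2 (p = 1.0e-21 from the paper's chi-square), and that over S. mikatae 44.7 and 93.8-fold. Against the mean of the other 3 species RME1 had a log2 fold change of 5.55 (standard error 0.49, adjusted p = 8.9e-06 from edgeR's quasi-likelihood test). Other genes that the mating type of a diploid represses moved in both directions in S. cerevisiae: STE4, a subunit of the pheromone G protein, was higher by 2.89 (standard error 0.46) and FAR1, which arrests the cycle in response to pheromone, lower at -4.09 (standard error 0.55), while 5 of the 8 did not pass the test (limma's camera, adjusted p = 0.91).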

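TSC3 (YBR058C-A), an activator of serine palmitoyltransferase in sphingolipid synthesis, had 161 and 366 reads in S. cerevisiae, 92 and 120 in S. paradoxus, 231 and 225 in S. mikatae and 41 and 91 in S. bayanus. S. cerevisiae was above S. bayanus 5.49-fold on day 1 and 2.16-fold on day 2 (p = 4.7e-08 from the paper's chi-square) and above S. paradoxus 2.28 and 1.82-fold (p = 0.00085). Against S. mikatae the folds were 1.35 and 1.25, which the chi-square did not call. In edgeR, TSC3 had a log2 fold change of 1.03 (standard error 0.33, adjusted p = 0.036 from its quasi-likelihood test) over the mean of the other 3 species.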

Differences such as this cannot be ascribed to an individual lineage. While these changes could result from multiple selective events, they are more consistent with a model of drift where changes in expression occur randomly, and do not become fixed in any lineage because they have neutral or nearly neutral phenotypic effects.

Where possible, we identified the lineage where a change in expression took place (Figure 3 and Additional File 1, Table S5A). We did this using a conservative approach that identified core genes where there was a change in expression that showed a consistent, statistically significant relationship against all of the other species in the lineage.

**Figure 3:**
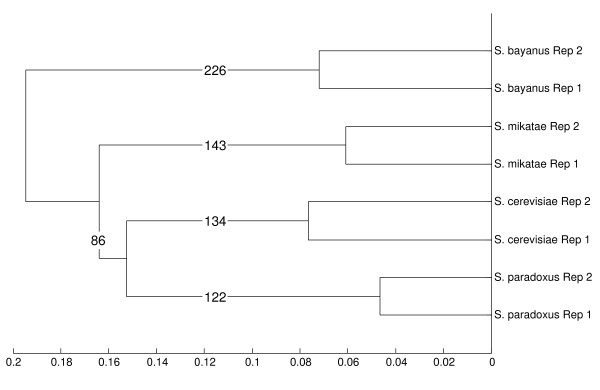
**Hierarchical clustering of the expression of the core genes for the eight samples**. The distance between the samples is 1-the Spearman correlation between the samples. Numbers on the branches represent the number of genes that were differentially expressed in each lineage with evolutionarily consistent relationships, e.g. 226 genes were differentially expressed in the *S. bayanus *lineage vs. each other lineage.

While a large number of genes were DE in individual cross-species comparisons, only a small number of these differences could be attributed to changes in an individual lineage. For example, 1051 of the core genes (39%) are DE at p < 0.01 in at least one cross species comparison with *S. cerevisiae*, but only 13% of those (134) maintained the DE relationship versus each of the three other branches of the phylogeny. 

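In S. cerevisiae, genes of nitrogen use were among those that moved farthest: the general amino acid permease GAP1 was higher with a log2 fold change of 5.34 (standard error 0.37, adjusted p = 1.2e-06 from edgeR's quasi-likelihood test). The proline permease PUT4 (3.13), DAL7 (2.73) and the allantoin permease DAL4 (1.79) were higher as well, whereas the amino acid permease AGP1 was lower with a log2 fold change of -4.51 (standard error 0.41, adjusted p = 1.1e-05 from edgeR). DAL4 was above the mean of the others but not above S. paradoxus. It had 67 and 85 reads in S. cerevisiae and 137 and 130 in S. paradoxus, against 3 and 5 in S. mikatae and 13 and 24 in S. bayanus. Of 9 genes of nitrogen catabolite repression, 5 rose and 1 fell (5 and 1 adjusted over the list alone), and limma's camera did not call the list (adjusted p = 0.33). The flavohemoglobin YHB1 was higher by 5.14 (standard error 0.30), the sulfate permease SUL1 by 3.90 (standard error 0.59) and VHR1, a regulator of biotin genes, by 3.98 (standard error 0.29). The paper's qPCR of VHR1 over S. cerevisiae gave smaller and mixed values. They were log2 of -1.29, -2.37 and -0.29 in S. paradoxus, -1.49, -0.55 and 0.90 in S. mikatae and -1.01, -0.78 and 1.65 in S. bayanus. By RNA-Seq, replicates 1 and 2 gave -3.30 and -4.10, -3.68 and -3.16, and -5.25 and -4.66 in the same order. SNO1, a gene of vitamin B6 synthesis, was lower with a log2 fold change of -6.14 (standard error 0.53, adjusted p = 8.1e-06 from edgeR), as were the peroxisomal genes POT1 (-4.58) and PEX18 (-3.99) and the carnitine carrier CRC1 (-3.68). POT1 was low in S. paradoxus too, with 5 and 9 reads against 1 and 6 in S. cerevisiae and 345 and 298 in S. mikatae. Ergosterol synthesis was lower in 7 of 19 genes, among them ERG28 (-2.45), CYB5 (-1.79) and ERG2 (-1.39), and higher in NCP1 (0.82), with 9 lower and 1 higher when adjusted over the list alone. Camera gave the list an adjusted p = 0.021, and an adjusted p = 0.98 with an estimated correlation. Leaving out 1 library raised the camera value to at most 0.079. In all, edgeR called 345 genes higher and 272 lower, and 357 without the replicate block; with 1 library left out the count was 338, 222, 407 and 347 without S. cerevisiae replicate 1, S. cerevisiae replicate 2, S. paradoxus replicate 1 and S. paradoxus replicate 2. By the paper's chi-square, 1066 core genes (38.9%) differed from at least 1 other species and 125 of them (11.7%) from all 3. That number was 77 without replicate 1 and 64 without replicate 2. With edgeR, 113 genes differed from all 3, 76 of which the chi-square called in the same direction.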

Across the entire phylogeny of these four species, 613 genes showed consistent phylogenetic relationships at p < 0.01 (Additional File 1, Table S5A), and the number of genes diverged at each branch is shown in Figure 3. 

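The S. bayanus branch had the most lineage-specific genes by the paper's chi-square, 201, followed by S. cerevisiae and S. mikatae with 125 each, S. paradoxus with 112 and the branch that parts S. cerevisiae and S. paradoxus from S. mikatae and S. bayanus with 77. They are 556 different genes. EdgeR gave 590 genes over all branches, 215 of them in S. bayanus, 125 in S. mikatae, 113 in S. paradoxus and 71 in the inner branch. Called by both methods in the same direction were 128, 76, 63 and 39 of these. Without the replicate block edgeR gave 268, and with 1 library left out 388, 163, 155, 271 and 308 without S. cerevisiae replicate 2, S. paradoxus replicate 1, S. paradoxus replicate 2, S. mikatae replicate 1 and S. mikatae replicate 2. With 1 day left out the chi-square gave 348 genes either way, that is, without replicate 1 and without replicate 2.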

Overall, lineage-specific changes were equally likely to increase or decrease a gene's expression. 

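Summed over the branches, 315 changes were increases and 325 decreases (two-sided exact binomial test, p = 0.72). S. cerevisiae had 57 increases, RME1 and YHB1 among them, and 68 decreases such as SNO1 and AGP1 (exact p = 0.37). S. paradoxus had 61 and 51 (exact p = 0.40), and the inner branch 39 and 38. S. mikatae had 77 increases and 48 decreases (exact p = 0.012, Bonferroni p = 0.060 over 5 branches). Scaled by total counts in place of the median ratio, decreases made up 65.4% in S. cerevisiae, 69.7% in S. paradoxus and 82.5% in the inner branch. Without replicate 2 they made up 43.8% in S. cerevisiae and 52.5% in the inner branch.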

Within the individual branches, genes that were differentially expressed in the *S. bayanus *branch were more likely to have decreased expression (p < 0.01 after Bonferroni correction). 

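In S. bayanus, 120 lineage-specific genes were lower, the lipase-like LIH1 among them, and 81 higher, which is 59.7% lower (two-sided exact binomial test, p = 0.0072, Bonferroni p = 0.036 over 5 branches). LIH1 had 9 and 10 reads in S. bayanus against 486 and 870 in S. cerevisiae. With libraries scaled by total counts the share of decreases was 24.5%, and without replicate 1 it was 54.9%. EdgeR, scaled by TMM, had 112 increases and 103 decreases in this branch.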

Ninety-five of the total 613 genes (15%) showed statistically significant changes in more than one lineage. For example, the gene YDL124W showed significantly increased expression in *S. cerevisiae *versus the 3 other species, and significantly decreased expression in *S. bayanus*. 

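In more than 1 branch, 82 genes (14.7%) were called by the chi-square. S. bayanus shared 14 genes with S. paradoxus, 14 with the inner branch, 12 with S. cerevisiae and 12 with S. mikatae. Branches are defined on the same 8 libraries, so part of the shared calls may come from the libraries they share. GAL80, a repressor of the galactose genes, had 538 and 2341 reads in S. cerevisiae, more than in any other species, and 5 and 2 in S. bayanus, where the gene of that name lies apart from its S. cerevisiae neighbours (0 of 10 shared). EdgeR gave 46 genes in more than 1 branch, and the chi-square 32 without replicate 1 and 27 without replicate 2.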

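YDL124W, an NADPH-dependent reductase gene on chromosome IV from 240259 to 241197 of the authors' S. cerevisiae annotation, had 4614 and 5417 reads in S. cerevisiae, 213 and 370 in S. paradoxus, 185 and 312 in S. mikatae and 1 and 0 in S. bayanus. Its S. bayanus annotation is 351 bases long against 939 in S. cerevisiae, so it is outside the core genes by the length rule and has no test here.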

Gene ontology analysis revealed no common themes uniting these 95 genes.

While this set of 613 genes showed statistically significant changes, there were few changes of as large a magnitude as the change observed in RME1. Only 10 genes showed changes that were at least 10X versus each of the other species (Additional File 1, Table S5B).

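At least 10-fold from every other species on both days were 14 core genes, 4 higher and 10 lower in their branch. S. mikatae had the gene with the most reads, YMR027W, which encodes a metal-dependent phosphatase, with 56571 and 37277 reads against 1389 and 2170 in S. paradoxus. Its cell wall gene PIR5 had 511 and 952 against 34 and 9 in S. bayanus, and PRM5, a target of cell wall signalling, 6 and 1 against 528 and 535 in S. cerevisiae. DTR1, a transporter of the spore wall, had 2 and 0 reads in S. mikatae against 14 and 15 in S. cerevisiae, and TMA7 had none there. S. paradoxus had 1 such gene, the stress gene TMA10, with 8 and 13 reads against 183 and 192 in S. mikatae. S. cerevisiae had 4: RME1 and YHB1 higher, and AGP1 and SNO1 lower, the latter with 4 and 8 reads against 223 and 195 in S. mikatae. S. bayanus had LIH1 and GAL80 lower. Of the 10 nearest named neighbours of the S. bayanus gene listed as GAL80, 0 lie near GAL80 in S. cerevisiae. The low count of GAL80 there may belong to another gene. In the inner branch were POT1, the thiolase of peroxisomal fatty acid oxidation, with 1 and 6 reads in S. cerevisiae, 5 and 9 in S. paradoxus, 345 and 298 in S. mikatae and 215 and 154 in S. bayanus, and YJL218W, an acetyltransferase-like gene, with 0 and 3, 3 and 4, 263 and 232 and 33 and 37. A count of 0 was replaced by 0.01 for the fold, so the folds of genes with a library at 0 rest on that value.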

We performed a Gene Ontology enrichment analysis on genes that showed evidence of lineage-specific differential expression to search for evidence of directional selection using AmiGO through the Saccharomyces Genome Database [22]. We used the entire set of core genes as our background set. 

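Compared with S. mikatae and S. bayanus, S. cerevisiae and S. paradoxus had less RNA of the respiratory chain and ATP synthase, in 11 of 21 nuclear genes and more in none (12 lower adjusted over the list alone). The ATPase inhibitor INH1 had a log2 fold change of -2.53 (standard error 0.35, adjusted p = 0.00034 from edgeR's quasi-likelihood test), and cytochrome oxidase subunits COX7 (-2.12) and COX13 (-1.94) and the Rieske protein RIP1 (-1.62) were lower too. Mitochondrial ribosomal proteins were lower in 17 of 44 genes, MRPL24 (-2.26) and MRPS8 (-1.95) among them, and higher in MRP10 (1.84) and MRPS12 (0.86), with 18 and 2 adjusted over the list alone. Camera gave adjusted p = 0.00017 for the respiratory chain and 0.011 for the ribosomal proteins, and an adjusted p = 0.84 and an adjusted p = 0.87 with an estimated correlation. Among 38 lineage-specific genes of the chi-square with a decrease in this branch, 20 (52.6%) are annotated to the mitochondrion in the R64 annotation, against 20.8% of the core genes (two-sided Fisher's exact test, p = 1.3e-05, adjusted p = 0.00013 over 10 sets). They include CBP6, COX13, IMG2 and MAM33. With edgeR it was 20 of 45 (Fisher's exact test, adjusted p = 0.0033). The annotation was chosen after seeing the data, in place of the tool the paper used. In each species against the other three, the list medians for the respiratory chain and the mitochondrial ribosomal proteins were -0.42 and -0.08 in S. cerevisiae, -1.03 and -0.65 in S. paradoxus, 0.66 and -0.19 in S. mikatae and 0.54 and 0.85 in S. bayanus, with 5 ribosomal proteins higher and 4 lower in S. cerevisiae. Fatty acid oxidation in the peroxisome was lower in POT1 with a log2 fold change of -5.56 (standard error 0.41, adjusted p = 3.6e-06 from edgeR), the multifunctional enzyme FOX2 (-3.06) and the carnitine acetyltransferase CAT2 (-2.64), and higher in the thioesterase TES1 (0.80), 3 lower and 1 higher of 7 (4 and 2 adjusted over the list alone; camera, adjusted p = 0.21). General stress genes were lower in 9 of 13 (10 adjusted over the list alone; camera, adjusted p = 0.00017, and adjusted p = 0.84 with an estimated correlation), and trehalose and glycogen genes in 6 of 10 with PGM1 higher (7 and 1 adjusted over the list alone; camera, adjusted p = 0.037, and adjusted p = 0.84 with an estimated correlation). In S. cerevisiae alone, 4 stress genes were higher and 3 lower, and 3 trehalose and glycogen genes higher and 0 lower; the list medians were -0.20 and 0.10 there, -1.73 and -1.59 in S. paradoxus, 0.05 and 0.73 in S. mikatae and 1.67 and 0.38 in S. bayanus. LIH1 (4.06), RME1 (3.94) and the pheromone receptor STE3 (2.91) were higher. RME1 was high in S. cerevisiae alone, with 139 and 490 reads against 12 and 11 in S. paradoxus. LIH1 was far lower in S. bayanus, with 9 and 10 reads, than in S. mikatae, with 259 and 167. Their values for the pair thus rest largely on 1 species each. EdgeR called 385 genes higher and 437 lower between the pairs of species, and 503 without the replicate block; with 1 library left out the count was 392, 377, 528 and 506 without S. paradoxus replicate 1, S. paradoxus replicate 2, S. mikatae replicate 1 and S. mikatae replicate 2. Leaving out 1 library raised the camera value to at most 0.070 for the mitochondrial ribosomal proteins and 0.070 for trehalose and glycogen.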

We found that genes that had decreased expression in the branch separating *S. cerevisiae *and *S. paradoxus *from *S. mikatae *and *S. bayanus *were enriched for genes producing products that localize to the mitochondria (p < 0.01). 

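Of 9 core genes of nucleobase and nucleotide transport, 3 were lower in S. mikatae and none higher (3 lower and 1 higher adjusted over the list alone). They were the allantoin permease DAL4 with a log2 fold change of -4.25 (standard error 0.63, adjusted p = 0.00058 from edgeR's quasi-likelihood test), the vacuolar nucleoside transporter FUN26 with a log2 fold change of -2.34 (standard error 0.43, adjusted p = 0.0021 from edgeR) and the mitochondrial guanine nucleotide carrier GGC1 with a log2 fold change of -1.33 (standard error 0.33, adjusted p = 0.0098 from edgeR). DAL4 had 3 and 5 reads in the S. mikatae libraries and 137 and 130 in those of S. paradoxus. DAL4, FUN26 and GGC1 are the genes that the paper itself names as lower in S. mikatae from these libraries. Their count in the list is therefore no independent evidence. The list was not called by limma's camera (adjusted p = 0.72), which compares the whole list with all other genes. That is another question than enrichment among the decreases. The drug transporter QDR2 (-4.26), the lysine enzymes LYS12 (-2.13) and LYS9 (-1.48), and PRM5 (-7.30) were lower as well. Higher in S. mikatae were the dihydroxyacetone kinase DAK2 with a log2 fold change of 6.86 (standard error 0.56, adjusted p = 8.3e-06 from edgeR), YMR027W by 5.04 (standard error 0.34), the proteinase inhibitor PAI3 by 4.29 (standard error 0.52), the allantoicase DAL2 by 3.63 (standard error 0.42) and the lactate permease JEN1 by 3.34 (standard error 0.43). Ribosome biogenesis was lower in 9 of 49 genes, led by RPF2 (-2.07) and RLP7 (-1.71), and higher in ENP2 (1.08), with 8 and 0 adjusted over the list alone (camera, adjusted p = 0.036, and adjusted p = 0.93 with an estimated correlation). That call was lost without the replicate block, where camera called 0 lists in S. mikatae, and the camera value rose to at most 0.74 with 1 library left out. EdgeR called 398 genes higher and 281 lower in S. mikatae, 413 without the replicate block, and 417, 434, 186 and 216 without S. paradoxus replicate 1, S. paradoxus replicate 2, S. mikatae replicate 1 and S. mikatae replicate 2.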

The genes that had decreased expression in S. mikatae also showed enrichment in the form of three genes that participate in nucleobase-containing compound transmembrane transporter activity in (p < .01). Overall, however, only 25 (4%) of the total 613 genes that had lineage-specific differential expression were members of these enriched GO categories (Additional File 1, Table 5A). 

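S. paradoxus had low levels of stress genes: the membrane protein HSP12 had a log2 fold change of -5.64 (standard error 0.96, adjusted p = 0.0016 from edgeR's quasi-likelihood test), TMA10 -4.35, the glycogen phosphorylase GPH1 -4.06 and the trehalose synthase TPS1 -2.27. Of 13 general stress genes, 8 were lower and none higher (8 adjusted over the list alone), with a median log2 of -1.73 (camera, adjusted p = 0.00014, and adjusted p = 0.45 with an estimated correlation). Trehalose and glycogen genes, some of which are in the stress list too, were lower in 8 of 10, the branching enzyme GLC3 (-2.71) among them, with 8 lower and 1 higher adjusted over the list alone (camera, adjusted p = 0.00039, and adjusted p = 0.45 with an estimated correlation). The respiratory chain was lower in 12 of 21 genes, INH1 (-2.82), QCR7 (-2.02) and the NADH dehydrogenase NDI1 (-1.97) in front (12 adjusted over the list alone; camera, adjusted p = 0.00090, and adjusted p = 0.84 with an estimated correlation). Mitochondrial ribosomal proteins were lower in 11 of 44, led by MRPL20 (-2.80) and IMG1 (-2.29), with 14 lower and 1 higher adjusted over the list alone (camera, adjusted p = 0.0016, and adjusted p = 0.84 with an estimated correlation). In the TCA cycle, malate dehydrogenase MDH1 (-2.01), SDH1 (-1.85) and LSC2 (-1.06) were lower of 8 genes (4 adjusted over the list alone; camera, adjusted p = 0.012, and adjusted p = 0.45 with an estimated correlation). Heat shock genes were lower in 3 of 7, which are HSP12, HSP30 (-2.82) and STI1 (-2.41), with 4 adjusted over the list alone (camera, adjusted p = 0.021, and adjusted p = 0.45 with an estimated correlation). Cytosolic ribosomal proteins were higher in 4 of 10, with RPS2 at 1.88 and RPL5 at 1.62 (4 adjusted over the list alone; camera, adjusted p = 0.021, and adjusted p = 0.86 with an estimated correlation). Outside these lists, the zinc transporter ZRT1 was higher with a log2 fold change of 3.44 (standard error 0.32, adjusted p = 5.3e-05 from edgeR), and the kinase RCK1 by 3.28 (standard error 0.41), the pheromone G protein subunit GPA1 by 2.77 (standard error 0.41) and DAL4 by 3.06 (standard error 0.41). Lower were GAP1 at -3.71 (standard error 0.49), DAK2 at -4.14 (standard error 0.73), the respiratory growth factor RGI1 at -4.12 (standard error 0.71) and the aldehyde dehydrogenase ALD4 at -2.94 (standard error 0.37). EdgeR called 315 genes higher and 285 lower in S. paradoxus, 342 without the replicate block, and 90 and 44 without S. paradoxus replicate 1 and S. paradoxus replicate 2. With 1 library left out, the camera value reached at most 0.0019 for general stress, 0.0012 for trehalose and glycogen, 0.28 for heat shock and 0.34 for cytosolic ribosomal proteins.

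**Figure D1:**
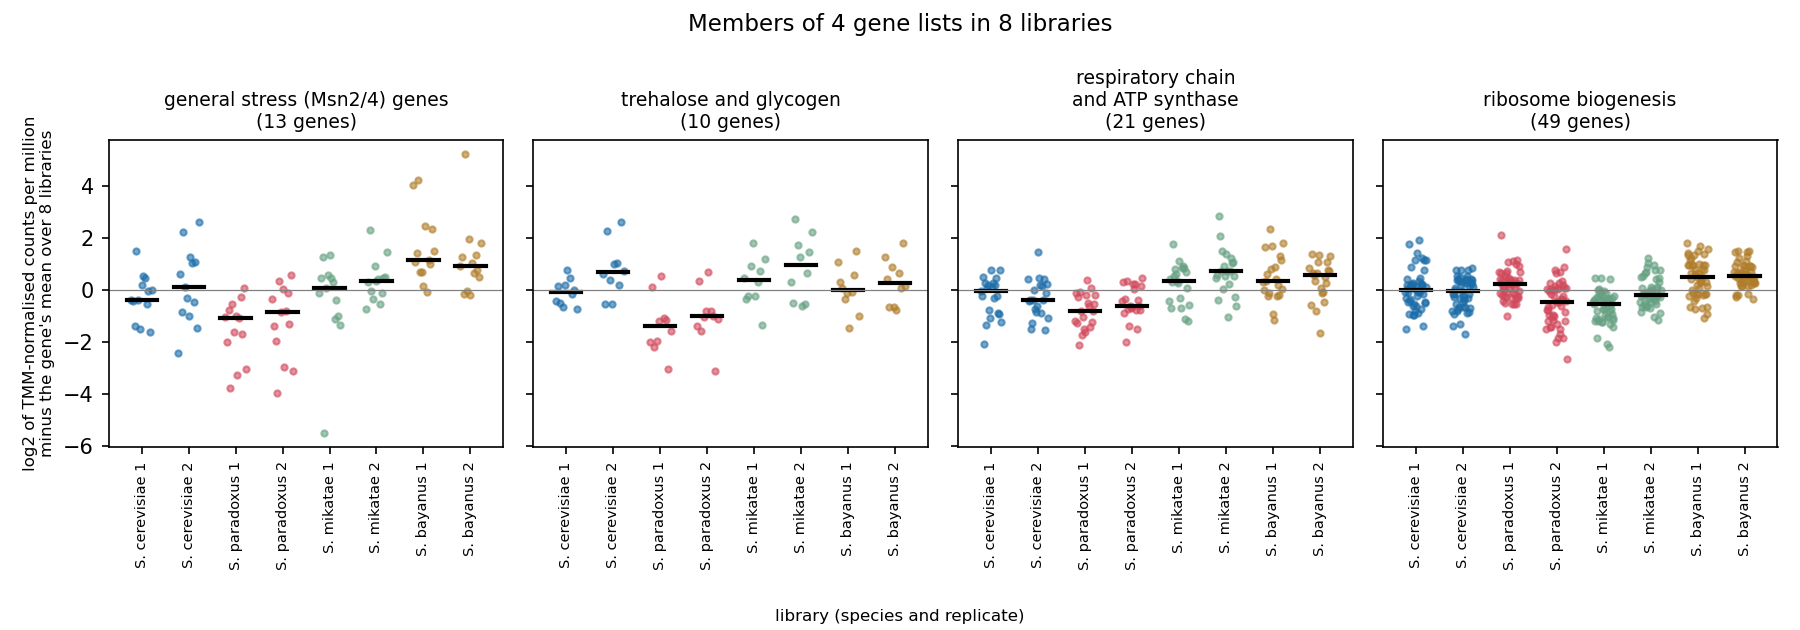
Log2 normalized counts (CPM) of each gene minus its mean over the 8 libraries (vertical axis) in the 8 libraries (horizontal axis) for 4 lists of genes; points are genes and bars their medians. For general stress genes the medians are -1.08 and -0.85 in S. paradoxus replicates 1 and 2 and 1.16 and 0.93 in S. bayanus.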

No categories were enriched in the other branches.

Overall, these results are consistent with a model where the primary driver of evolutionary changes in expression is random drift, rather than functional selection.

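S. paradoxus lowered stress genes such as DCS2 (-2.03) and RTN2 (-1.88), while S. bayanus raised GAD1 (1.67) and SOL4 (1.84) of the same list. In no branch did camera with an estimated correlation between genes call any of the 30 lists, whereas with the preset correlation it called 1 list in S. cerevisiae, 7 in S. paradoxus, 1 in S. mikatae, 6 in S. bayanus and 4 in the inner branch. At an unadjusted p under 0.05, edgeR called 997 genes in S. cerevisiae and 1166 in S. bayanus. The paper proposes a model in which random drift, rather than selection on function, is the main source of changes in expression.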

### Expression levels recapitulate phylogeny

Gene expression evolves through changes in the recruitment of the polymerase by transcription factors, from which it is reasonable to expect that expression evolves multiplicatively. If this expression evolution were to follow clock-like behavior, then we would expect the σ^2 ^of the log2 fold changes to scale linearly with divergence time between species. To determine whether clock-like divergence is a good model for our expression data, we compared the σ^2 ^of the log2 fold changes to the inter-genic substitution rate between species as measured in [15]. We plotted the σ^2 ^of the log2 FCs for each biological replicate and each same-day species-to-species comparison versus the evolutionary distance between samples. The results showed a close fit to a linear relationship with an R^2 ^of 0.90 (Figure 4). 

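The variance of log2 fold changes over the core genes lay between 0.897 in S. paradoxus and 1.26 in S. cerevisiae for the 4 pairs of replicates. S. cerevisiae and S. paradoxus, at an intergenic substitution rate of 0.231, had 2.08 on day 1 and 2.10 on day 2, while S. cerevisiae and S. bayanus, at 0.556, had 2.84 and 2.58. Over the 16 points of replicates and same-day pairs of species, the variance rose by 2.72 per unit of the rate from an intercept of 1.17, with an R2 of 0.914. Over the 12 pairs of species alone, the slope was 1.64 and R2 0.700. The points share libraries, so the order of the species was permuted: among the 24 orders, the correlation of 0.907 over the 6 mean variances gave a one-sided exact permutation p = 0.042, the smallest that the design allows. With pairs of species taken across days that p was 0.083. Within day 1 the slope was 1.87 and within day 2 1.42, from 6 pairs of species each, and R2 was 0.751 without replicate 2 and 0.708 without replicate 1. With at least 10 reads in every library the slope over the 16 points was 1.76.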

We found similar results using hierarchical clustering on the expression data from each species using the core genes (Figure 3 and Additional File 1, Supplemental Methods 5).

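By 1 minus Spearman's correlation across the core genes, S. cerevisiae and S. paradoxus joined first among the species at 0.150, S. mikatae joined them at 0.162 and S. bayanus last at 0.194. The order was the same with Pearson's correlation of log2 counts and with genes of at least 10 reads in every library. Between single libraries, S. cerevisiae lay nearer to S. paradoxus (0.137) than to S. mikatae (0.165) on day 1, and nearer to S. mikatae (0.135) than to S. paradoxus (0.143) on day 2.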

**Figure 4:**
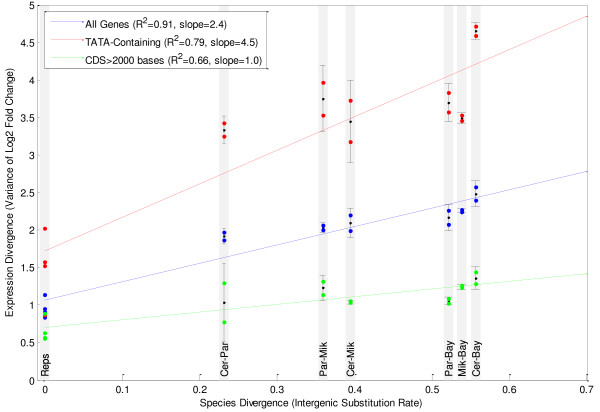
**Linear relationship between variance of distribution of log2 fold changes and intergenic substitution rate between species**. Dots represent the measurements of expression. Error bars are the standard error of the mean.

### Classes of genes evolve at different speeds

We examined the rate of evolution between specific classes of genes, based on the variance of the log2 FC distributions for the genes and found significant differences in the rate of evolution between groups of genes.

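Among the core genes, 518 have a coding sequence over 2000 bases in S. cerevisiae, FAR1 and SUL1 among them, and their variance of log2 fold changes rose by 1.01 per unit of the substitution rate. The other 2221 genes, such as TMA10 and HSP12, rose by 3.12, a difference of -2.11 (two-sided permutation test of the labels, p = 2.0e-05). With at least 10 reads in every library the difference was -1.05 (permutation p = 1e-05, the smallest that 100000 permutations can give). A TATA box, taken as TATAWAWR in the 50 to 200 bases upstream of the start codon, stands before 525 core genes, whose slope was 3.73 against 2.49 for the other 2211 (difference 1.25, permutation p = 0.0057; ANOCOVA over the 16 points, p = 0.078).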

Genes with a TATA box in the promoter (n = 460, p = 0.016) [23] and genes with a coding sequence shorter than 2000 bases (n = 499, p < 0.001) have diverged more quickly than TATA-less genes and genes with a longer coding sequence. By controlling for each of these factors we observed the increased expression divergence observed in genes with TATA boxes and genes with short coding sequences appear to be independent effects (Figure 4 and Additional File 1, Supplemental Methods 6). 

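A TATA box was present upstream of 14.3% of the long genes and 20.3% of the other core genes. Within the genes without one, an alternative added after the data were seen, 444 long genes had a slope of 0.947 and 1767 others one of 2.88 (two-sided permutation test, p = 9.0e-05).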

The finding that genes with a TATA box diverge faster was previously reported in Tirosh et al. [4] using a dataset of microarray-based expression measurements in four yeast species. We used this dataset to confirm the finding that genes with shorter coding sequences diverge faster (p < 0.001), though the correlation between length and expression divergence is weak (-0.23).

Genes with more than 5 transcription factor binding sites [24] and genes whose mRNA decays more slowly than the median [25] also had significantly higher rates of expression divergence (p < 0.01). However, both of these properties are more common in genes with TATA boxes, and we could not demonstrate that this effect is independent of TATA status. When we controlled for the number of transcription factor binding sites and mRNA decay rates, genes with a TATA box still had an increased rate of expression divergence, indicating that neither of these factors is responsible for the behavior of genes that contain a TATA box.

Potential confounding factors such as the expression level of the gene (p = 0.99), the variance of the gene in biological replicates (p = 0.85), and mean coding sequence divergence (p = 0.60) were not significant components of expression evolution in these species (Additional File 1, Supplemental Methods 6).

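Genes above the median count had a slope of 2.10 and those below it 3.40, a difference of -1.30 (two-sided permutation test, p = 7.0e-05). With 1 added to every count the difference was -0.262 (permutation p = 0.15), and with at least 10 reads in every library the slope of the higher genes was no longer the lower (1.89 against 1.69, permutation p = 0.15). Genes above the median variance between replicates had a slope of 3.04 against 2.44 (permutation p = 0.093). With at least 10 reads in every library the difference was -0.237 (permutation p = 0.087). These classes were set from the same replicate ratios that give the 4 points at a rate of 0. The split moves those points by itself, which shuffled labels do not reproduce. The p-values by replicate variance thus cannot tell whether the rate of divergence differs. The divergence of coding sequences was not analysed here.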

While genes with TATA boxes and shorter coding sequences diverged faster than non-TATA genes and genes with longer coding sequences, the σ^2 ^of these classes still maintained a linear relationship with regards to divergence time (R^2 ^of genes with TATA boxes = 0.80, R^2 ^genes with CDS > 2000 bases = 0.66, R^2 ^of genes with CDS < 2000 bases = 0.86 Figure 4).

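Over the 16 points, R2 with the substitution rate was 0.656 for genes over 2000 bases and 0.917 for the other genes. It was 0.695 for genes with a TATA box and 0.942 for genes without one.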

### Gene duplication events often give rise to an heir and a spare

We examined whether having duplicated copies of a gene increased the total expression of the gene following a gene duplication event. To do this, we tested whether we could detect differential expression between the copies of duplicated genes following what appeared to be lineage-specific duplication in *S. bayanus*, the species most diverged from *S. cerevisiae*. While there are many *S. cerevisiae *genes annotated with non-unique *S. bayanus *orthologs [15], we used additional filtering to ensure that the gene was a duplication that could be accurately assessed with RNA-Seq. These criteria included ensuring that each copy of the gene in *S. bayanus *covered more than 60% of the original the *S. cerevisiae *genes, which excluded most potential duplication events (Additional File 1, Supplemental Methods 7 and Table S6). Filtering left us with a set of 14 stringent gene duplications.

For each pair of paralogs, we determined which gene sequence was more diverged from the common ancestor by creating a phylogenetic tree of the orthologous sequences from all species. 

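CHA4, an activator of serine and threonine breakdown, has a pair of copies in S. bayanus: the higher one stood at a log2 of 0.73 on day 1 and 1.34 on day 2 over S. cerevisiae, the lower one at -2.98 and -1.21. For RNT1, the RNase III of yeast, the values were 0.92 and 0.37 for the higher and -2.12 and -2.76 for the lower copy. Of 257 S. cerevisiae genes that are annotated at a pair of places in S. bayanus, 10 had no more than 1 annotation in the other species, both copies longer than 60% of the S. cerevisiae gene, reads, and at least 90% unique reads: FUI1, ARL1, YDR476C, YGR011W, NIT1, SIR1, CHA4, RNT1, YMR244W and HOL1. Higher and lower name the copies by their counts. In SIR1, YDR476C and YMR244W both copies had a log2 above 0 over S. cerevisiae on both days. In 3 of the 10 both copies lie on the same scaffold.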

In 10 out of the 14 cases, the less divergent copy maintained an expression level consistent with *S. cerevisiae *while the divergent copy dropped in expression level (Figure 5). In 5 of these cases, the diverged paralog had an expression significantly below the level of expression observed in *S. cerevisiae*. There were no examples where the less divergent copy dropped expression to this degree. Additionally, there were no examples where expression dropped substantially for both duplicated genes. 

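In 2 of the 10 genes, ARL1 and HOL1, both copies lay more than 2-fold below S. cerevisiae on both days. The higher ARL1 copy was just past that limit, at a log2 of -1.01 and -1.03. These 10 genes were not filtered for complete reading frames or by BLAST, as the paper's set was, so the sets differ. ARL1, a GTPase of the Golgi, had 88 and 393 reads in S. cerevisiae on days 1 and 2, 61 and 102 in the higher copy and 13 and 11 in the lower, and the ion transporter HOL1 1082 and 2828, 233 and 502 and 0 and 1. For the nitrilase NIT1 the lower copy had 0 and 2 reads and the higher 113 and 99. Over the 10 genes, the lower copy lay more than 2-fold below S. cerevisiae on both days in 5 and the higher copy in 2. No test was made of these 10 genes, which have 2 libraries per species.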

Overall, this suggests a predominant model where one of the duplicates inherits the function of the original gene while the other becomes obsolete.

**Figure 5:**
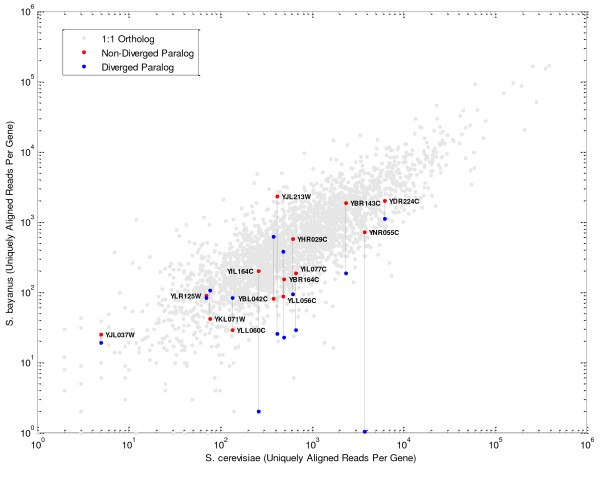
**Expression of paralogs following likely gene duplication events in *S. bayanus***. Both paralogs are plotted vs. the expression of the single *S. cerevisiae *ortholog. Gray points show the expression of S. *bayanus *vs. S. *cerevisiae *1:1 orthologs.

## Discussion

RNA-Seq offers a significant improvement in measuring cross-species gene expression over microarrays because it allows for orthologous genes from multiple species to be measured and compared to one another without the significant complications of species or strain-specific probe biases. For this reason, it is likely that RNA-Seq will replace microarrays in cross-species experiments. However, many of the challenges that were present in measuring gene expression using microarrays will continue to be present in RNA-Seq experiments because they originate from biological rather than technical sources. Overcoming these challenges in cross-species experiments will be particularly difficult because measurement artifacts can both mimic and obscure the effects of evolution. For example, we found that shorter genes tended to have higher expression divergence between species and are more likely to be differentially expressed. This finding unlikely to be an artifact of RNA-Seq measurements as it is consistent with a finding in a microarray-based study of drosophila [6], and was observed in the microarray measurements of yeast [4]. However, shorter genes that are truly DE are less likely to be detected as such than longer genes with expression changes of the same fold change because their transcripts produce fewer nucleotide fragments, and thus are measured relatively higher Poisson noise.

Normalizing read counts between samples can also be problematic. Under a neutral model of gene expression evolution, the number of genes with increased expression in one species versus another should equal the number with decreased expression. Deviations from symmetry can be viewed as evidence of selection [26]. Most methods for normalizing RNA-Seq data assume that the overall expression of the two species will be the same, forcing some degree of symmetry. Because reference assemblies will usually differ in quality in cross-species experiments, it is important to use normalization strategies that are robust to the effects of missing regions and errors in genomes. Missing regions will have a limited effect on our normalization method because only genes that are present in both species are included in the normalization equations. The effect of errors can be better ameliorated by using an alignment strategy such as ours that allows for some mismatches between the reads and the reference genome. In our qPCR validation, our results did not show any systematic, directional differences compared to our RNA-Seq results. Despite this strategy, we did see a tendency for genes with consistent expression changes in *S. bayanus *to have decreased expression. 

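The genes that moved farthest in S. bayanus included rises as well as falls. HSP12 was higher with a log2 fold change of 6.00 (standard error 0.61, adjusted p = 2.5e-05 from edgeR's quasi-likelihood test), the mitochondrial copper protein CMC1 by 4.49 (standard error 0.32), the kinetochore protein NKP1 by 4.30 (standard error 0.39) and the import receptor PEX9 by 3.97 (standard error 0.53). Lower were the acidic amino acid permease DIP5 with a log2 fold change of -5.59 (standard error 0.64, adjusted p = 5.9e-05 from edgeR), LIH1 at -5.30 (standard error 0.45), the sporulation gene DON1 at -4.66 (standard error 1.03) and DAL2 at -3.74 (standard error 0.62). EdgeR called 468 genes higher and 376 lower in S. bayanus, and 437 and 478 without S. bayanus replicate 1 and S. bayanus replicate 2. Without the replicate block it called 569.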

There was, however, no evidence that these genes represented a functional class of genes, and across the entire phylogeny genes with changes in expression were equally likely to have increased and decreased expression.

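In S. bayanus, general stress genes were higher in 9 of 13 and lower in none (9 adjusted over the list alone), with HSP26 at 3.48, TMA10 at 2.51, GPH1 at 2.19 and a median log2 of 1.67 (camera, adjusted p = 0.00026, and adjusted p = 0.75 with an estimated correlation). Heat shock genes were higher in 4 of 7, among them STI1 (1.83) and HSP10 (1.22), with 4 adjusted over the list alone (camera, adjusted p = 0.020, and adjusted p = 0.75 with an estimated correlation). Mitochondrial ribosomal proteins were higher in 21 of 44, MRP1 (2.18) and MRPL6 (2.16) in front, and lower in MRP10 (-2.38), with 22 and 1 adjusted over the list alone (camera, adjusted p = 0.00032, and adjusted p = 0.92 with an estimated correlation). Ribosome biogenesis was higher in 17 of 49, with UTP30 at 2.06 and MAK16 at 1.65 (19 adjusted over the list alone; camera, adjusted p = 0.00041, and adjusted p = 0.92 with an estimated correlation). The proteasome was lower in 10 of 21, with PRE4 at -2.17 and RPT6 at -2.07 (10 adjusted over the list alone; camera, adjusted p = 0.00038, and adjusted p = 0.92 with an estimated correlation). All 3 core genes of cell wall proteins, CWP2 (-2.43), PIR5 (-1.63) and CRH1 (-1.20), were lower, with 3 adjusted over the list alone (camera, adjusted p = 0.025, and adjusted p = 0.75 with an estimated correlation). For PIR5 the mean of the other species is raised by S. mikatae, with 511 and 952 reads. PIR5 had 34 and 9 reads in S. bayanus, 14 and 71 in S. cerevisiae and 17 and 45 in S. paradoxus. With 1 library left out, the camera value reached at most 0.088 for heat shock, the only one of these lists to pass 0.05. Galactose genes split: GAL7, the uridylyltransferase of galactose use, was higher with a log2 fold change of 4.90 (standard error 0.47, adjusted p = 1.7e-05 from edgeR), GAL10 by 1.98 (standard error 0.36) and GCY1 by 1.97 (standard error 0.40), together with GAL3 (1.13) and the activator GAL4 (1.14), while the repressor GAL80 was lower with a log2 fold change of -6.42 (standard error 0.54, adjusted p = 8.9e-06 from edgeR). GAL80 had 127 and 170 reads in S. paradoxus, and the S. bayanus gene of that name has none of the 10 nearest named neighbours in common with the S. cerevisiae gene. GAL1 had 0.26 (adjusted p = 0.63 from edgeR), so 5 of 7 were higher and 1 lower (5 and 1 adjusted over the list alone; camera, adjusted p = 0.081). Peroxisomal fatty acid oxidation was higher in 5 of 7 genes, among them POT1 (3.55), FOX2 (3.34) and CAT2 (3.13), and lower in TES1 (-2.73), with the same numbers adjusted over the list alone (limma's camera, adjusted p = 0.072). For POT1 the rise is not particular to S. bayanus. It had 215 and 154 reads there and 345 and 298 in S. mikatae, against 1 and 6 in S. cerevisiae and 5 and 9 in S. paradoxus.

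**Figure D2:**
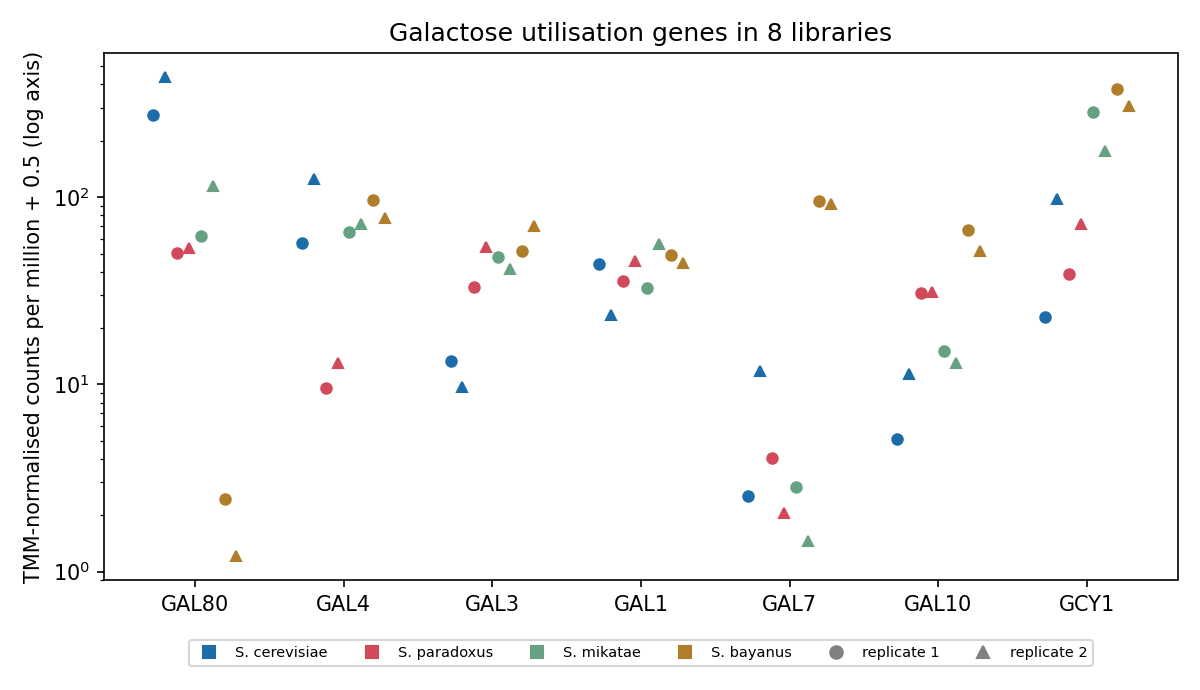
TMM-normalized counts (CPM) plus 0.5 (vertical axis, logarithmic) of 7 galactose genes (horizontal axis) in the 8 libraries, coloured by species. GAL80 is lowest and GAL7 highest in both S. bayanus libraries. The S. bayanus gene listed as GAL80 lies apart from the S. cerevisiae neighbours of GAL80 and may be another gene.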

To confirm that our statistical approach adequately accounted for both technical and environmental variance in our experiment, we validated our DE calls using qPCR with RNA isolated from biological replicates grown separately from the samples used for RNA-Seq. By contrast, running qPCR on the same RNA used for RNA-Seq would have only assessed whether the technical variance was correctly assessed. RNA-Seq measurements are already known to have a high level of technical reproducibility, in our study and others [12,13], and therefore validations of technical reproducibility add little value. Because our qPCR was run on independent samples, and our results generally reproduced within our calculated confidence, we are confident that significant p-values correspond to the probability of consistent results if the experiment were repeated.

The sensitivity of experiments to detect differentially expressed genes is determined by the ability to distinguish true changes in gene expression from alternate sources of variance. Sensitivity in RNA-Seq experiments will be limited for genes that are measured with low read counts and high Poisson counting noise. In this experiment, our samples were sequenced deeply enough that we could measure the expression of greater than 95% of genes with greater than 10 reads. This sequencing depth is much more difficult to achieve in mammals and other species with large transcriptomes. We found that for genes measured with fewer than 10 reads, the signals from biological and technical variance were largely obscured by Poisson sampling noise, and only large fold changes could be detected as significant. While deeper sequencing will reduce this Poisson noise, using the same number of reads to sequence an additional replicate will reduce both Poisson and non-Poisson variance, and should theoretically provide a greater increase in sensitivity than deeper sequencing.

In a review of studies of gene expression evolution, Clarke et al. [27] noted that the reported DE rates between evolutionarily diverged organisms shows a high degree of variation between studies, and suggested that this variation was caused by differences in the sensitivity of the experiments. Additionally, the way in which biological variance is measured and accounted for in the experimental design is a crucial factor in determining not just how many genes will be detected as DE, but also the reproducibility of findings. For example, Cassone et al. [28] reported that the calculated rate of DE genes between two insipient species of mosquitoes was 1-2% of genes when they applied a model that correctly controlled for the biological variance observed between colonies of mosquitoes, but would be measured at ^~^54% if less stringent controls were applied. Their finding of little differential gene expression in these closely related strains is consistent with our results.

Large deviations from our linear model of expression divergence would be possible if a single mutation altered a gene's expression dramatically, and this event had a cascading effect on the expression of other genes. However, we believe that in wild populations such changes are likely to be selected against. For example, the change in expression of RME1 demonstrates that a single base mutation can dramatically alter the expression of a gene. However, despite the high divergence within the intergenic regions of these species, there were only ten examples of changes in expression that were of the same magnitude as the change observed in RME1. A role for purifying selection is further supported by our finding that the more diverged copy of duplicated genes also dropped in expression 35% of the time while there were no such cases for the less diverged copy. This finding is consistent with, and further clarifies, microarray-based findings of expression divergence following gene duplication events [29,30].

While there are clear signs of purifying selection in our study, several lines of evidence support the premise that the primary driver of changes in expression is neutral drift. Only a small fraction of the genes differentially expressed between individual species showed evidence of being fixed in any lineage. While two Gene Ontology categories were over-represented in genes exhibiting lineage-specific DE, the majority of such genes were not members of these categories. Furthermore, the linear correlation between the expression divergence and the intergenic substitution rate suggests a clock-like divergence. While properties such as TATA boxes and gene length were associated with increased gene expression divergence, divergence rates within these categories still maintained a linear relationship with intergenic substitution rate, consistent with a drift model with a faster diffusion coefficient.

A recent study of a *S. cerevisiae - S. bayanus *hybrid identified several categories of genes as being directionally differentially regulated between *S. cerevisiae *and *S. bayanus*, and suggested that these categories were under evolutionary selection [31]. We did not replicate differential expression in any of their Gene Ontology categories in our study. 

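The values here set 1 species against the mean of the other 3, whereas the hybrid study concerned S. cerevisiae against S. bayanus. They are therefore another comparison. In S. paradoxus, 3 of 5 core genes of histidine synthesis were higher, HIS5 (1.26), HIS1 (0.99) and HIS7 (0.82), and none lower (3 adjusted over the list alone), and HIS5 was lower in S. bayanus (-2.09). The list was not called by limma's camera in any branch, with adjusted p = 0.27 in S. paradoxus. Of 3 core genes of lysine synthesis, LYS12 (2.04) and LYS9 (1.93) were higher in S. paradoxus (2 adjusted over the list alone; limma's camera, adjusted p = 0.14). Arginine synthesis had ARG3 at 1.67 in S. paradoxus and -3.32 in S. cerevisiae, with 1 of 6 genes higher in S. paradoxus (1 adjusted over the list alone; limma's camera, adjusted p = 0.099).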

There were, however, large differences between our study designs and the statistical analyses used. A hybrid construct is used to identify genes that are expressed at different levels due to differences in transcriptional efficiency caused by cis regulatory differences. In Tirosh et al. [32] it was shown that genes observed as DE between species are not necessarily observed as DE within the hybrid, and vice versa. Additionally, our strains were prototrophic, whereas the hybrid strain had several auxotrophies and therefore required amino acid supplements in the media, making the growth conditions in the two experiments different. The auxotrophies may be particularly important differences in light of the fact that two of the five networks that Bullard et al. identified as directionally regulated in the hybrid (histidine and lysine biosynthesis) contained pathways that were not functioning normally because the strain was auxotrophic for his3 and lys2.

## Conclusions

Overall, we found that the changes in expression that occurred in response to even the subtle environmental variation of a well-controlled laboratory were similar in magnitude to the changes in expression that accumulate over millions of years of evolution. This finding emphasizes the need to design experiments that measure the evolution of gene expression to avoid introducing any alternate sources of expression variation into the experiments. The statistical significance of gene expression changes measured in RNA-Seq experiments must account for the effects of these different types of variance in each measurement.

## Methods

### Samples Preparation

All cultures were grown to saturation overnight in 25 mL of SD (6.7 g yeast nitrogen base, without amino acids, Difco# 0919-15 + 2% glucose). This was then diluted ^~^1:100 into 1 L of prewarmed SD in 2.8 L flasks at 30C shaking at 240 RPM. Cells were grown to an OD600 of 0.8-0.9. We had previously measured the growth profile for all four of the strains we used by counting cell number over time (with a hemocytometer) and comparing this to OD. From this we determined that all four strains were still in exponential growth at this OD. Ice was added directly to the cultures to stop growth. The cells were spun down at 3000 g for 5 minutes. The pellet was washed 1x with 25 mL of ice cold water and transferred to a 50 mL falcon tubes. The cells were spun 3000 g for 5 minutes and washed one more time in ice-cold water. After the final wash the cells were resuspended in 1 mL of ice cold water and aliquoted to 5 tubes. The cells were spun down at top speed on a table top centrifuge. The liquid was removed and the cell frozen in liquid nitrogen. The experiments were performed in duplicate. All steps were also duplicated. An independent isolate of each strain was taken from a plate, and media was media separately (not a single batch for all experiments).

### RNA Isolation and Sequencing

Whole transcriptome RNA-Seq (WT-Seq) was performed according to a protocol/kit now available from Life Technologies, with minor modifications that are described below. Briefly, 5-10 μg of RNA isolated from each of the eight yeast cultures was depleted of ribosomal RNAs using two rounds of Eukaryotic RiboMinus treatment (Life Technologies) with overnight ethanol precipitations for sample re-concentration. The removal of ribosomal RNAs was confirmed on a Bioanalyser Nano Chip (Agilent). A total of 500-1,000 ng of riboRNA-depleted total RNA was fragmented for 18 min at 95°C in NEB buffer 3 followed by 30 minutes PNK treatment in the same buffer. Fragmentation was followed by size selection of ^~^50 to ^~^150 bp fragments using the flashPAGE denaturing PAGE-fractionator (Life Technologies) and ethanol precipitation overnight. The resulting RNA was directionally ligated, reverse-transcribed and RNaseH treated.

After trial PCR to assess library quality and quantity, 30 μl cDNA was run on a native 6% PAGE gel. The 90-120-bp size window (corresponding to 50-80-bp RNA insert size) was cut from the gel, shredded and inserted directly into a 400 μl PCR reaction using standard WT-Seq kit components and submitted to 11-15 cycles of PCR. The PCR product was phenol-chloroform extracted, ethanol precipitated and re-suspended in 20 μl WT-Seq gel loading buffer. The resulting sample was run on a 6% native PAGE gel, and the 150-175-bp size range (corresponding to 60-85 bp) was cut from the gel, shredded, and extracted overnight in WT-Seq PAGE elution buffer. The resulting library was filtered through 0.45 μm spin filters (Life Technologies) to remove gel pieces and ethanol precipitated.

We note that WT-Seq can detect neither the 5'-most fragment from transcripts with 5'-modified ends (such as mRNA 5' 7-methyl-guanosine caps) nor the 3'-most fragment from transcripts with 3'-modified ends. However, for transcripts long enough to produce multiple ≥ 50-bp fragments, WT-Seq should detect the remaining fragments.

### Alignment and Quantification

Reads were aligned to their respective genomes using the MOSAIK alignment program allowing for a threshold of two mismatches between each 35 base pair read and the reference genome. The alignment output was parsed using the bamtools API [33] and custom procedures written in C++ and Matlab.

As our main unit of quantification, we used the number of reads uniquely aligning to an annotated region of the genome (usually coding sequence). Several other groups have normalized read counts by the length of the gene that is unique enough for reads to align to calculate RPKM [34]. We did not do this because we wished to preserve the raw count of the reads in order to assess the amount of Poisson noise that is present in a gene's measurement when we performed our statistical analyses.

### Inclusion Criteria for Measured 1:1 Orthologs and Core Genes

Genes that were selected for inclusion in the comparison of expression of 1:1 orthologs met the following criteria: the gene was annotated in *S. cerevisiae*; in non- *S. cerevisiae *species it was annotated with one ortholog [15]; its annotation was for a complete ORF (i.e. the ORF did not extend into an unfinished part of the draft genome); the annotated length was within 90% to 110% of the *S. cerevisiae *annotated length; and, for each sample where the gene was measured, the number of uniquely aligned reads for this gene was > = 90% of the total aligned reads.

Core genes met the above criteria for all four species (Additional File 1, Table S7). The purpose of this set is to be able to make species-to-species comparisons using the same gene set in all four species. Because we required that genes be conserved in all four species, this set will contain only conserved genes. However, genes that are missing from one of the non-*S. cerevisiae *lineages are more likely to be in unfinished portions of their draft genomes rather than actually missing in the species. All core genes had expression detected by at least one read in one species, and all but 10 genes were expressed at detectable levels in all four species.

### The Χ^2 ^Test Statistic

We assessed the statistical significance of differential expression using a two-by-one Χ^2 ^test to test the hypothesis that a gene is expressed at the same level in both species [35]. If a set of N independent samples (x) are randomly drawn from a normal distribution of a known mean (μ) and variance (σ^2^), the resulting set of test statistics, as calculated by Equation 1, will form a *χ*^2 ^distribution with N degrees of freedom [36]:

Equation 1

$${\text{X}}^{2}=\sum \frac{{\left(x-\mu \right)}^{2}}{\sigma^{2}}$$

This relationship can then be used to calculate the probability that the expression level for the gene in the control (C_g_) and the test (T_g_) conditions were drawn from the same normal distribution. The principle challenges are to correctly calculate the mean of the common distribution and its variance.

### Calculating the means of the common distribution with normalization

Even when read counts for the same gene are drawn from the same underlying distribution, the mean of this distribution will be measured at a higher or lower value depending on how deeply each sample is sequenced. Separate means (μ) must be calculated for the control and test condition that are proportional to the sequencing depth of the sample. Several papers have reported on the importance of normalizing the RNA-Seq read counts by the appropriate factors to account for differences in the total number of reads sampled in the two datasets, as well as the underlying mixture of RNA in the samples [37]. The principle challenge is that a low number of highly expressed genes with outlier measurements can significantly affect the total read count for one of the samples, and the ratio of total read counts in both samples is therefore not a reliable metric to use to normalize samples.

We visualized the problem by plotting simulated raw read counts (See Additional File 1, Supplemental Methods 4 for simulation procedure) on a scatter plot with the counts for the genes in the control sample on the × axis and the test values on the Y axis. We then found the slope (m) of the line that most closely matched the known, simulated slope was calculated as the median ratio of test to control counts, a metric which has been used previously [38] (Additional File 1, Figure S10 and Supplemental Methods 8).

The means of the distributions for each of the two samples are points along this line. The exact point is found by taking the midpoint of the segment of the slope line that is bounded by (C_g_, C_g_m) and (T_g_/m, T_g_), as shown in Additional File 1, Figure S11. This point gives an unbiased weighting to both the control and the test condition, even when one sample is sequenced much more deeply than the other, and allows for the calculation of a distribution mean for each sample without rescaling the read counts.

### Calculation of Variance

Because RNA Seq experiments commonly use a low number of replicates, care must be taken to ensure that accurate variance estimates are used. Because Poisson and non-Poisson variance are independent from one another (Additional File 1, Figure S12), total variance can be calculated by adding the independent components of the variance [39]. Because Poisson variance is dependent upon sequencing depth, while non-Poisson variance is not, it is useful to separate out these two components in order to ensure a more accurate calculation of the variance.

We identified two approaches which can be used to estimate the non-Poisson variance. The first, simply measuring the variance in gene-specific read counts across replicates, provides an unbiased estimate of variance. The variance measured in replicates for a given gene (σ_reps_^2^) will include the combined effects of Poisson and non-Poisson variance (*σ_nP_*). Poisson variance can be estimated as the mean of the number of reads that were used to make the measurement of variance in replicates (R), and separated from non-Poisson variance as follows:

Equation 2:

$${\sigma_{nP}}^{2}={\sigma_{reps}}^{2}-R$$

The measured gene-specific relative non-Poisson standard deviation (σ_m_) is found by dividing the non-Poisson variance by the read count:

Equation 3:

$$\sigma_{m}=\frac{\sigma_{nP}}{R}$$

And is thus:

Equation 4:

$$\sigma_{m}=\frac{\sqrt{{\sigma_{reps}}^{2}-R}}{R}$$

The accuracy of the measured variance as an estimate of the variance of the normal distribution from which the sample is drawn will be limited by the number of replicates used and by the amount of Poisson noise that is present in the measurements that were used to estimate the variance. For example, we do not believe that expression levels can be measured with complete certainty using RNA-Seq because the values in the technical replicates do not repeat with 100% reliability (Additional File 1, Figure S1). However, some of the technical replicate variances (*σ_reps_*^2^) will be measured at zero because the measurements will repeat exactly in the both replicates by random chance. Error in the estimates of non-Poisson variance will be highest for genes which are measured with few reads. This is because the variability in measurements across replicates will be dominated by Poisson noise making estimates of non-Poisson variance unreliable. Despite these drawbacks, the measured variance is still the most unbiased approximation of true gene-specific variance.

An alternative approach is to assume a uniform over-dispersion, where all genes are assumed to have the same non-Poisson variance which is set to a uniform over-dispersion factor (U). The value used as the uniform over-dispersion (U) can be calibrated based on replicates. By definition, the p-value is the probability that a difference will be detected as statistically significant (rejection of the null hypothesis) when in fact no difference exists. In replicates, the null hypothesis is true for all genes, but would be expected to be falsely rejected in proportions equivalent to the calculated p-values. The U is therefore set as the minimal U such that the percentage of genes that are called DE in biological replicates equals the p-value. For example, if 10,000 genes are calibrated to a U with a p-value of 0.05, the U is the minimum value where 500 of the genes in the biological replicates have a p-value < 0.05. The calibration was performed on genes with a mean count of at least 10 reads across the two conditions. This cut-off ensures that measurements are not dominated by Poisson noise which may skew calibrations. The value of U will be approximately the center of the distribution of measured non-Poisson variances. The disadvantage to using a uniform over-dispersion is that it corrects all variances towards a central value. This correction systematically underestimates the variance of classes of genes which have high variance, while overestimating the variance for low variance genes. This correction can therefore introduce biases into differential expression calls.

We resolve these two approaches by further breaking non-Poisson variance into a technical variance and gene-specific environmental variance. Technical variance is caused by errors in the library preparation and sequencing process. While it is probable that some coding genes may be more susceptible to technical variance than others, we do not have sufficient information to identify these genes and therefore our best estimate of variance is a uniform model where each measurement is assumed to have a minimal possible *σ_nP _*equal to technical variance (*σ_t_*). This minimum *σ_nP _*is effectively the resolution of the RNA-Seq technology. Genes should not be called DE between two samples if they are closer in expression than the resolution of the technology. To assess this resolution we calculate the U for our technical replicates using coding genes (*σ_t _*= 0.16 in our experiment).

Gene-specific environmental variance cannot be assumed to be uniform because a gene's response to the environment is determined by its function. Using a uniform model to assess this variance will yield false positives that are enriched for genes which have high variance in biological replicates. This is undesirable because it is difficult to distinguish such artifacts from biological effects. Therefore, when the measured gene-specific variance *σ_m _*was above the uniform technical variance, this value was used as the estimate of *σ_nP_*:

Equation 5:

$$\sigma_{nP}=\max\left(\sigma_{m},\sigma_{t}\right)$$

To improve the accuracy of our calculations of variance, we assumed that the gene-specific variance will be constant across all four species because gene function is likely to be conserved. This assumption will give each gene a greater number of data points on which to base the estimate of variance. We then took the weighted mean of the non-Poisson relative variances that were calculated for each gene across the biological replicates of the four species. Measurements were weighted by the number of reads on which they were based under the assumption that genes measured with more reads will have more accurate assessments of variance because they will be subject to less Poisson noise. Measurements made with less than a mean of 30 reads in the two replicates were discarded on the assumption that they were unreliable due to the fact that more than 20% of their measured variance is Poisson noise. When the gene was not measured by at least 30 reads in any of the species its variance was set to U calibrated for that species' biological replicates. Because our experiment had sufficient sampling depth, this correction applied to only 3% of the core genes.

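Under 30 reads on average in every species were 95 core genes (3.47%), the sporulation kinase SMK1 among them with 3 and 12 reads in S. cerevisiae. The median sigma of the remaining genes was 0.290.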

Because each species' replicate pair reproduced with a different overall variance (U), when the measured gene-specific variances are used in the Χ^2 ^test statistics they are scaled to reflect these small differences by multiplying by the U calibrated for the species divided by the mean U across all four species.

### Degrees of Freedom

Each Χ^2 ^test statistic was calculated with an N of 2 (the control condition and the test condition), which would suggest that the test statistic should have 2 degrees of freedom. However, the means of the sampling distributions were calculated based on the measurements from both samples. For this reason, a degree of freedom is lost. To demonstrate this, we show that a sampling distribution of Χ^2 ^test statistics generated under the null model using the measured non-Poisson variance (*σ_nPC _*= *σ_m_*) is reasonably well approximated by a Χ^2 ^distribution with 1 DF (Additional File 1, Figure S13A). Using a uniform variance in the Χ^2 ^test statistic (*σ_nPC _*= *U*) also produces a Χ^2 ^distribution with one degree of freedom (Additional File 1, Figure S13B).

The corrections to the Χ^2 ^test statistic are designed to use all of the information available in the experiment to provide the most accurate identification of DE genes without introducing substantial biological biases in the genes that would be falsely detected as DE. In some cases where the total variance calculated from the replicates was lower than the inherent technical variance calculated from Poisson fluctuation plus the over-dispersion between technical replicates we used the technical variance measured in replicates to represent the truth. Because of this correction, the final distribution of Χ^2 ^test statistics under the null model shows a slight deviation from the Χ^2 ^distribution with 1 DF, indicating that in some cases our p-values may be slightly conservative (Additional File 1, Figure S13C). 

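When replicates of one species were tested against each other, 4.45% of core genes in S. bayanus, 2.56% in S. paradoxus, 2.52% in S. cerevisiae and 1.79% in S. mikatae had a p under 0.05, which is 2.83% of all 10956 tests. At a p under 0.01 it was 0.465%. The variance of the test is set from these same replicates.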

In biological replicates, the false positive rate at p < 0.05 was 3%.

### Combining tests

We found that our fold change (FC) calls reproduced better when we only compared samples which were prepared on the same day (Additional File 1, Supplemental Methods 9 and Table S8). This finding indicated that there are batch effects within the data that must be controlled for. Therefore, we performed two tests for each cross-species comparison: Rep 1 versus Rep 1 and Rep2 vs. Rep 2. We treated each test as an independent test and combined p-values using Fisher's combined probability method [40].

### Calculation of Confidence Intervals Around Fold Changes

The fold-change was calculated as T_g(n)_/C_g(n) _where T_g(n) _and C_g(n) _are the read counts, normalized by sample size, for each gene in the test and control samples (Additional File 1, Supplemental Methods 10). The confidence interval around the fold-change is calculated as follows:

Equation 6:

$$\sigma_{\underset{\bar{C}}{F_{T}}=\sqrt{{\left(\frac{\sigma_{Tg}}{T_{g}\times \text{log(2)}}\right)}^{2}+{\left(\frac{\sigma_{Cg}}{C_{g}\times \text{log(2)}}\right)}^{2}}}$$

This confidence interval is attained by propagating the uncertainty in each measurement [39]. See Additional File 1, Supplemental Methods 10 for derivation.

### Measuring the rate of expression divergence

To measure the rate of expression divergence, we used least squares regression to draw the line of best fit through the σ^2 ^of the log2 FCs plotted against the intergenic substitution rate. The slope of the line is the measurement of the rate of gene expression divergence, while the Y intercept is the variance of the log2 fold changes at time = 0 (biological replicates). The Y intercept is therefore higher for subsets of genes with larger variance in replicates. We tested the significance of slope differences using an ANOCOVA test. To eliminate the possibility that these results were artifacts of the RNA-Seq technique, where possible, we verified our results against the data of Tirosh et. al [4], an experiment that used microarrays to calculate expression response divergence at the individual gene level in genes under different stress conditions in *S. cerevisiae, S. paradoxus, S. mikatae*, and *S. kudriavzevii *(Additional File 1, Supplemental Methods 6).

## List of abbreviations used

CDS: coding sequence; DE: differentially expressed; FC: fold change

## Authors' contributions

MB participated in the study design, performed the main bioinformatics analysis, and drafted the manuscript. JG conceived of the study and participated in study design and analysis. JG and AC developed the protocol and built the sequencing libraries. CS provided guidance on the statistical analysis and helped to draft the manuscript. MPS and DB provided code to perform the alignment and reads processing. JC advised on the analysis. MS grew the yeast strains and participated in the study design and analysis. GM participated in the experimental design, coordinated, and oversaw the project. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **This file contains Supplemental Methods and Supplemental Figures**. Click here for file

Additional file 2 **This file provides the output for each cross-species orthologus gene comparison, including the counts of unique reads in each species and the results of the X^2 ^statistical test**. Click here for file

# Supplementary material for: Expression divergence measured by transcriptome sequencing of four yeast species
**Source:** BMC Genomics. 2011 Dec 29;12:635. doi: 10.1186/1471-2164-12-635
**Supplement:** Additional file 1 — This file contains Supplemental Methods and Supplemental Figures.

Expression Divergence Measured by Transcription Sequencing of Four Yeast Species: Supplemental Methods and Figures

Supplemental Methods

1. Reference assemblies, annotations, orthology mappings, and alignment
2. The dominant source of unaligned reads is sequencing errors.
3. qPCR
4. Data simulation
5. Clustering and bootstrapping to prevent reuse of data points
6. Classes of genes with faster divergence
7. Finding measurable gene duplication events
8. Normalizing data
9. Measurements taken on the same day reproduced better
10. Calculation of fold change and the derivation of confidence interval around the log fold change

Supplemental Figures

1. Technical versus biological replicates
2. Contribution of each source of variance to total measurement uncertainty
3. Estimated fold change equivalency between microarrays and RNA-Seq
4. Comparison of fold changes in biological replicates vs Nagalakshmi
5. Batch Effects
6. Comparison of fold changes from RNA-seq versus qPCR
7. Performance of our modified chi-square vs. DESeq and a t-test on simulated data
8. Differential expression in pairwise comparison
9. Changes in expression in RME1 and TSC3
10. Calculated versus actual slopes using various normalization methods
11. Calculation of expected values (means) in our modified chi square.
12. Poisson and non-Poisson variance are uncorrelated
13. Fit of sampling distributions to a χ^2 distribution with one degree of freedom.
14. Fit of parameters to mathematical distributions
15. Simulation results

Supplemental Tables

1. Alignment results
2. Fold changes observed for the same gene between measurements in biological vs. technical replicates
3. qPCR measurements
4. Comparison of genes called differentially expressed by methods
5. Genes differentially expressed in each branch of the phylogeny
6. The number of genes remaining after each inclusion criteria for potentially gene duplication events
7. Measured genes and the reasons for gene exclusion by species
8. The number of genes replicating within observed confidence intervals in same day versus different day comparisons

Supplemental Methods

1. Reference assemblies, annotations, orthology mappings, and alignment

The *S. cerevisiae* genome and annotation were downloaded from the "Saccharomyces Genome Database" <http://downloads.yeastgenome.org/> on 1/28/2010. *S. paradoxus*, *S. mikatae*, and *S. bayanus* genome sequences and annotations were published by Kellis et al. [1]. Annotations of these three species were made based on orthology mappings relative to *S. cerevisiae*. The ortholog mappings in [1] were used in all comparative analyses. Kellis et al. reported the genome sequences as contigs, but included a mapping of how these contigs mapped onto scaffolds. Because these contigs sometimes overlapped, we assembled the contigs onto scaffolds prior to alignment and transposed the annotation positions onto the scaffold positions.

For differential expression of 1:1 orthologs, the MOSAIK parameters were set so that reads that aligned to the genome with 2 or fewer mismatches across their 35 base pair length were aligned. When analyzing paralogs, we used the more restrictive setting of 1 mismatch to obtain better discrimination between paralogs. The alignments included reads which aligned to only one position (uniquely aligned) and reads which aligned to many positions (non-uniquely aligned). Allowing for mismatches compensates for potential single nucleotide variations in the samples relative to the reference, and the fact that the three other genomes are not as deeply sequenced as *S. cerevisiae* and their reference assemblies are expected to contain more errors.

2. The dominant source of unaligned reads is sequencing errors.

We achieve a 54% alignment rate for our reads. The dominant source of unaligned reads in our experiment was overwhelmingly errors in the reads themselves. We established this by filtering reads to only include the highest quality reads, where we were confident that there was a very low chance of sequencing error, and aligning only these reads to the genomes. When we eliminated read errors as a source of unaligned reads, we achieved a 92-98% alignment rates for each sample.

Our filtering strategy was as follows: The AB Pipeline produces a large number of reads but does not stringently filter them based on quality. However, each di-nucleotide transition call in each read comes with an associated transition quality score, which is analogous to the PHRED base quality score used in other technologies. These scores can be approximately transformed to the probability that the transition call is correct. If we assume each probability is independent, multiplying each of the transition scores sequentially gives the probability that entire read has no errors:

$$probability\ read\ correct = \prod_{i=1}^l 1 - 10^{-\frac{q_i}{10}}$$

where l is the length of the read (36), i is the position in the read, and q_i is the transition quality at position i .

For example, if a three transition read has qualities 30, 20, and 10, then the probability it is correct is:

$$0.9997*0.99*0.9=0.89$$

Often the quality scores provided by manufactures need to be recalibrated slightly to ensure accurate probabilities, e.g. [2]. However, while this probability score is only an approximation, it is still an excellent and quick way of identifying what reads are least likely to contain errors.

We filtered reads based on quality scores to create a subset of high quality reads which have at least a 95% probability of having only correct calls in the read. The alignment rate for the high-quality reads ranged from 92% to 98% (Supplemental Table S1). A substantial portion of the unaligned reads from the high-quality read alignments corresponded to primer sequences that were sequenced. While alignment rates did decrease as reference assemblies became less finished, the alignment rates for the species with draft genomes were very close to the alignment rates for the *S. cerevisiae* samples, indicating that the unfinished state of the draft genomes caused only a minor reduction in the overall alignment rates for these species (Supplemental Table S1). Reads crossing splice junctions also did not appear to make up a significant portion of the reads, as would be expected in these species which perform minimal splicing. When using any pipeline that does not stringently filter reads, we recommend filtering and aligning reads as an early quality step to ensure that there are no obvious problems in the experimental data (e.g. sample mislabeling, contamination).

3. **qPCR**

We chose 10 genes for qPCR analysis. Genes were chosen to represent the entire dynamic range of expression values. Five genes had large fold changes against *S. cerevisiae*, and five had small fold changes. One of the large fold change genes, YMR095C (SNO1), was subsequently excluded from further analyses because we observed that it appears to have much heavier antisense transcription in *S. cerevisiae* than in the other three yeast species. qPCR is not strand-specific, convoluting the results.

Confidence intervals were calculated as described in Supplemental Methods 10. In the comparison with DESeq, the values for the mean expression and variance were obtained using the varianceFitDiagnostics tool. The values used for the mean and variance were the baseMean and baseVar.

4. **Data Simulation**

We used MATLAB to simulate RNA-Seq read count data so that we would be able to assess how our statistical methods performed using data where we knew which genes were DE, and to compare various analysis strategies, for example the X^2 normalization procedure. We simulated four components: 1) The basic expression levels between different genes in the same sample 2) the length of the genes 3) the variance in expression for a single gene in multiple replicates, and 4) counting noise that occurs with sampling. For simplicity, we assumed that all portions of reads could be uniquely aligned to the genome. Most of the distributions of the actual data were well fit to lognormal distributions. These fits are summarized in Supplemental Figure S14.

Expression Level – Transcript Count and Gene Length

We used lognormal distributions to simulate gene expression level (transcripts per gene) and gene length. We multiplied the two values to get an underlying gene expression distribution, which give an approximation of the number of nucleotides that each transcript will generate. In our simulations, we used the mean and standard deviations from the *S. cerevisiae* replicate 2 sample. The use of a lognormal distribution to simulate expression level differs from the more commonly used Zipf's law [3], but provided a better fit for our data, particularly for conserved genes.

Variance Between Samples

We added variation to each transcript count to simulate biological variance and technical measurement imprecision. We first added biological variance. We assumed that each gene would have a gene-specific variance in response to environmental noise, but that this variance would remain constant across the four species. Variance was modeled with a normal distribution and technical variance was modeled using a uniform overdispersion.

Because each gene has an individual variance, we assumed that the measured gene expression would be drawn from some normal distribution with the mean equal to the expression level, and width of the distribution determined by the variance. Genes with more variance would have expression drawn from a wider distribution. After adding biological variance, we then repeated this process to simulate technical variance using the same procedure.

We found no correlation between a gene's non-Poisson variance and its expression level in the data (Supplemental Figure S12), so these effects are simulated independently.

Count Noise

To simulate counting noise, the resulting gene expression values were given Poisson noise. This step most significantly affected genes with low expression.

Different Sample Sizes and Differential Expression

The total counts of mapped reads were also varied between samples to simulate varying sample sizes. Differential expression was modeled by adjusting base expression levels according to an effect size factor (Cohen's D) before variance was modeled.

Simulation Results

Correspondence between the simulated and actual data is shown in Supplemental Figure S15. The simulation can produce technical and biological replicates which can be used for variance calculations.

5. Clustering and Bootstrapping to Prevent Reuse of Data Points

We sought to determine whether the expression levels of orthologous genes would reflect the phylogenetic relationships between the species. To answer this question, we first performed hierarchical clustering on the expression data for each biological replicate from each species using for the core genes. Count values were scaled to the size of the *S. cerevisiae* rep. 1 sample, values were log2 transformed, and the Spearman correlation was used as the distance metric between samples (Euclidean and Pearson correlations gave similar results). Linkage based on the average (UPGMA) distance was used to determine the tree (Figure 3). Biological replicates for each species clustered together as expected, though the distance between the replicates was not negligible compared to the distance between species. 

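The replicates joined at 0.0458 in S. paradoxus, 0.0604 in S. mikatae, 0.0717 in S. bayanus and 0.0753 in S. cerevisiae, each before any other library.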

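Over the 28 pairs of libraries, the distance of S. cerevisiae replicate 1 was 0.137 to S. paradoxus replicate 1 and 0.209 to S. bayanus replicate 1. The R2 of these distances with the intergenic substitution rate was 0.764, over pairs that share libraries and so are not independent.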

The distance between samples was linearly correlated with phylogenetic distance between species ($R^2=0.87$). Phylogenetic distances were those determined from comparisons of intergenic sequence (Kellis et al. 2003). The strong correlation between expression distance and phylogenetic distance demonstrates that expression data and sequence data as a rule evolve consistently.

Note that the data points from each gene-comparison were used multiple times. For example, the measurements from *S. cerevisiae* replicate 1 were compared to *S. cerevisiae* replicate 1, *S. paradoxus* replicate 2, *S. mikatae* replicate 2, and *S. bayanus* replicate 2. Reusing the same measurements can bias the results. To assure that this was not the case, we performed a bootstrap sampling of the data to avoid reusing the same measurements in different comparisons. This was done by dividing each dataset into three groups based on randomly assigning genes to one or other of the groups, and reanalyzing the data using these subsamples as data points. Each measurement was therefore only used once. The R^2 of this comparison was 0.95.

6. Classes of genes with faster divergence

Genes with a TATA box diverged at a faster rate than non-TATA containing genes, with a slope of 4.5 compared to 2.7 ($n=460$, $p=0.016$). The divergence of genes with and without TATA boxes maintained their linear relationship with intergenic substitution rate, having R^2 values of 0.79 and 0.82, respectively.

Genes with a coding sequence longer than 2000 base pairs in *S. cerevisiae* had a significantly lower gene expression divergence than shorter genes ($n=499$, $p<0.001$), yet both classes of genes still retained a linear relationship of divergence with intergenic substitution rate ($R^2= 0.62$ for $>2,000$, $R^2= 0.76$ for $<2,000$). This difference in divergence was still significant when considering only genes with ($p<0.01$) or without ($p<0.001$) TATA boxes, and was confirmed among core genes in the Tirosh dataset [4] ($p<0.001$), though the Pearson correlation between length and expression divergence is weak (-0.23). Having a TATA box significantly increased the expression divergence in genes of all lengths, including sequences longer than 2,000 ($p=0.02$), 1000-2000 ($p<0.001$), and shorter than a 1,000 bases ($p<0.01$), indicating these are independent effects.

Genes with larger regulatory footprints would be expected to diverge in expression more quickly because random SNPs would have a higher chance of hitting a regulatory region of the gene. Genes with multiple transcription factor binding sites (TFs), as annotated by [5] diverged at a faster rate than genes with a single TFs, though this increase only met statistical significance when the genes with 5 or more TFs were compared to genes with 1 TF site ($n=132$, $p<0.01$). Most of the increase appears to be due to the fact that genes with multiple transcription factors are more likely to have a TATA box ($p<0.01$). Among genes without TATA boxes, genes with single transcription factor binding sites drifted at the same rate as genes with multiple transcription factor binding sites ($p=0.94$). Controlling for the number of TFs did not eliminate the increased expression divergence in genes with TATA boxes ($p<0.01$).

Wang et al. [6] measured the half life of *S. cerevisiae* mRNAs using a transcriptional shut-off assay. Core genes with TATA boxes had a mean half life of 32.5 minutes, which is significantly longer than genes without TATA boxes (mean=23.7, $p<0.001$). We found that genes with half lives longer than the median half life of 19 had a higher rate of divergence than those with half-lives shorter than 19 minutes ($p<0.01$). This relationship was confirmed in the Tirosh data ($p=0.03$), though there was no direct correlation between half-life of a gene's mRNA and its expression divergence. An increase in divergence rate was found in TATA-free genes, though the difference in expression divergence in genes containing TATA boxes did not reach statistical significance ($p=0.18$). Controlling for TATA status eliminated the effects of a long half-life in the Tirosh data.

7. Finding measurable gene duplication events

We created a set 41 genes from the non- *S. cerevisiae* yeasts that met the gene duplication criteria: the genes had two copies in one species only, both ORFs were complete, and, in order to ensure a duplication event and not a split ORF, both genes had to overlap the *S. cerevisiae* ortholog by >60%.

To ensure that these genes were unambiguously orthologous to the *S. cerevisiae* gene, we ran BLAST [7] searches of the three non- *S. cerevisiae* yeasts protein sequences against translated *S. cerevisiae* open reading frames using default parameters. We excluded 10 genes where at least one of the orthologs did not find the *S. cerevisiae* protein as the top hit.

Twenty-four of the remaining genes were measurably expressed in *S. cerevisiae* and the species with the duplication event. One gene was excluded because more than 10% of the reads aligning to the paralogs also aligned elsewhere in the genome. This left a set of 4, 5, and 14 genes in *S. paradoxus*, *S. mikatae*, and *S. bayanus* with probable lineage-specific duplication events with expression that could be measured using RNA-seq. Because *S. bayanus* had the most gene duplication events, we used this as our model.

8. Normalizing data

Read counts differ for each sample due to a variable number of reads produced by sequencing runs and the mixture of RNA within samples. Sample normalization is confounded by differences in gene expression. For example, if samples A and B are identical except that B contains one gene with

dramatically increased expression relative to A, a lower number of reads will be found for all other genes within sample B.

We therefore required a normalization factor to calculate expected values for our X^2 metric, and to calculate fold changes. We visualized the problem of normalizing read counts by plotting the read values on an X-Y plot and finding the line of best fit through the data. We used MATLAB to test various methods for finding the best slope. Robinson and Oshlack [8] present a solution to the problem of normalizing sample size using Trimmed M Means. However, any trimmed method requires parameters specifying how much to trim, and the determination of those parameters is somewhat arbitrary. We therefore did not test any methods that required parameters.

We visualized the problem by plotting simulated raw read counts (See Supplemental Methods 4 for simulation procedure) on a scatter plot with the counts for the genes in the control sample on the X axis and the test values on the Y axis. We then found the slope of the line that best fit the data points (Supplemental Figure S10). The assumption behind this model is that most genes will not be DE between samples. Genes should form a central cluster in the plot and the slope of the line going through the center of this cluster will indicate the scaling due to unequal sample sizes.

We used simulation data to test several methods of calculating this slope, simulating different experimental conditions, including unequal sample size and highly expressed outliers. The methods we tested were ordinary least squares regression, robust (weighted) regression, principal components analysis (PCA), normalization by total read count, and normalization by the median value of T_g/C_g . The technique that yielded the most accurate slope (m) when the true scaling factor was known was to take the median of ratio of test read counts to control read counts for each gene: $m = \text{median}(T_g/C_g)$. In particular, this method performed better than the frequently used approach of scaling data by total aligned read counts, which is not robust to highly expressed outliers (Supplemental Figure S10). Using total aligned reads could also bias results in cross-species studies where one genome will invariably be of higher quality and have fewer missing regions than the other.

The median method performed the best of the methods we tested, requires no parameters, and is symmetrical as to which sample is considered the control and test sample. It also has an advantage in that it is easily interpreted. Plotting the normalization lines through the data demonstrate that our normalization factors are reasonable (Figure 1 and Supplemental Figure S8).

Note that this method assumes that the datasets that are being normalized were prepared using the same library preparation protocol, as was the case in our experiment.

9. Measurements taken on the same day reproduced better

To assess the reproducibility of the RNA-Seq FC calls and to evaluate the validity of the confidence intervals, we compared the reproducibility of cross-species gene expression comparisons when the results were based on measurements taken when the samples from both species were prepared on the same day, versus measurements taken when they were prepared on different days. Samples labeled

replicate 1 for each of the four species were prepared on a different day than samples labeled replicate 2.

We counted the fraction of times where the second measurement value was within the confidence bounds given for the first measurement. Sixty-eight percent of genes would be expected to be within the 1 σ confidence interval and 95% at the 2 σ level. Cross-species FC calls made in samples prepared on the same day were reproduced close to the level predicted by our confidence intervals, with 52% and 86% of genes reproducing at the 1 and 2 σ levels (Supplemental Table S8). However, when comparisons were made of biological replicates prepared on different days (e.g. *S. cerevisiae* rep.1 vs. *S. paradoxus* rep. 2), only 36 and 73% of genes validated at the 1 and 2 σ levels. This discrepancy indicates that even subtle environmental differences in laboratory conditions on different days affect the consistency of the calls between species.

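S. paradoxus and S. bayanus reproduced best on the same day, with 60.0% of core genes within 1 sigma and 91.8% within 2 sigma, and fell to 34.0 and 68.3% across days. S. mikatae and S. bayanus reproduced least at 1 sigma on the same day, with 46.1%, and gave 37.6% across days. The means over the 6 comparisons were 52.3 and 86.0% on the same day and 36.5 and 73.1% across days, for 1 and 2 sigma.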

10. Calculation of fold change and the derivation of confidence interval around the log fold change

The fold-change was calculated as $T_{g(n)}/C_{g(n)}$ where $T_{g(n)}$ and $C_{g(n)}$ are the read counts for the test and control condition for a given gene, normalized by sample size, for each gene in the test and control samples. Reads were normalized by the *median* (T_g/C_g). We added 0.01 to measurements that equaled zero to avoid divide by zero errors.

We calculated log2 fold changes as the log 2 value of (T_g/C_g).

We calculated confidence intervals around the log fold change by error propagation. The general formula for propagation of errors around x is as follows [9]:

$$\Delta f = \pm \sqrt{\sum_{i=1}^n \left(\frac{\partial f}{\partial x_i} \right)^2 (\Delta x_i)^2}$$

The confidence intervals around the fold change can be determined by first calculating the log fold change:

$$\begin{aligned} \log_2(F_{T/C}) &= \log_2 \left(\frac{\left(\frac{T_g}{T_{Exp}} \right)}{\left(\frac{C_g}{C_{Exp}} \right)} \right) \\ &= \log_2 \left(\frac{T_g}{C_g} \times \frac{C_{Exp}}{T_{Exp}} \right) \\ &= \log_2 \left(\frac{T_g}{C_g} \times \frac{1}{slope} \right) \\ &= \log_2(T_g) - \log_2(C_g) - \log_2(slope) \end{aligned}$$

Then the partial derivative of the log fold change is taken with respect to C_g and T_g . Variance in the slope is assumed to be negligible.

$$\frac{\partial F}{\partial C_g} = \frac{-1}{C_g \times \ln(2)}$$

$$\frac{\partial F}{\partial T_g} = \frac{1}{T_g \times \ln(2)}$$

The variance in C is calculated similarly to the variance in C_{Exp} in the X^2 test statistic:

$$\sigma_{C_g}^2 = C_g + (C_g * \sigma_{np})^2$$

Where the non-Poisson variance σ_{np} is calculate as it is for the X^2 test statistic. Note that this equation is similar to the denominator of the chi square calculation except that the measured value is used instead of the expected value. This difference is due to the fact that in the fold change confidence interval we are calculating how confident we are that the fold change measurement is correct, rather than how closely the measurement corresponds to the null model that the gene is expressed at the same level in the control and test sample.

Using the standard formula for error propagation, we then calculate the $\sigma_{F_T \frac{1}{C}}$ as follows:

$$\sigma_{F_T \frac{1}{C}} = \sqrt{\left(\frac{-\sigma_{C_g}}{C_g \times \ln(2)}\right)^2 + \left(\frac{\sigma_{T_g}}{T_g \times \ln(2)}\right)^2}$$

SUPPLEMENTAL FIGURES

Supplemental Figure S1: Technical versus biological replicates

S1A

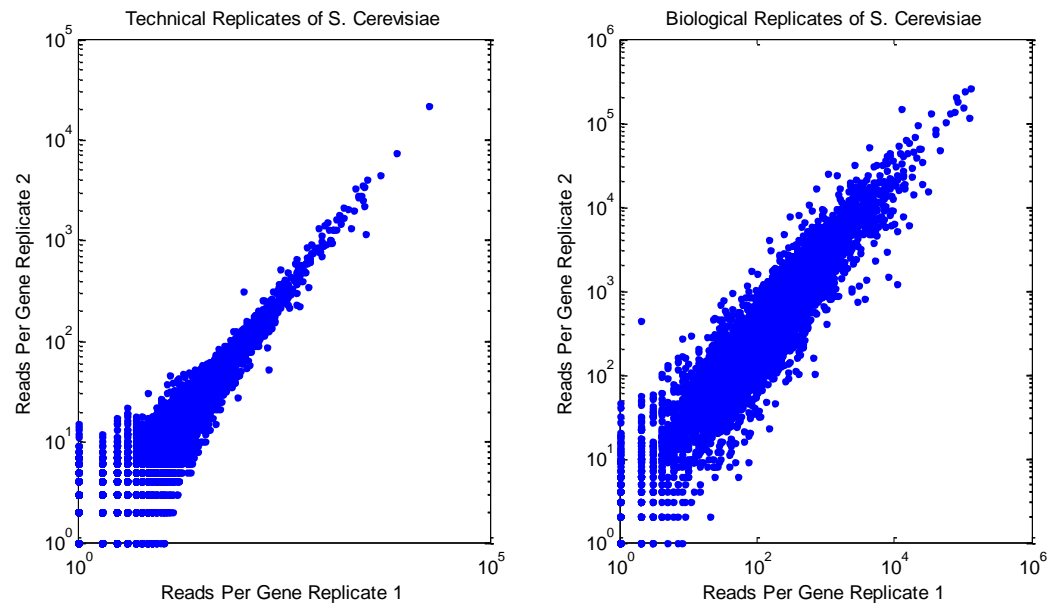

S1B.

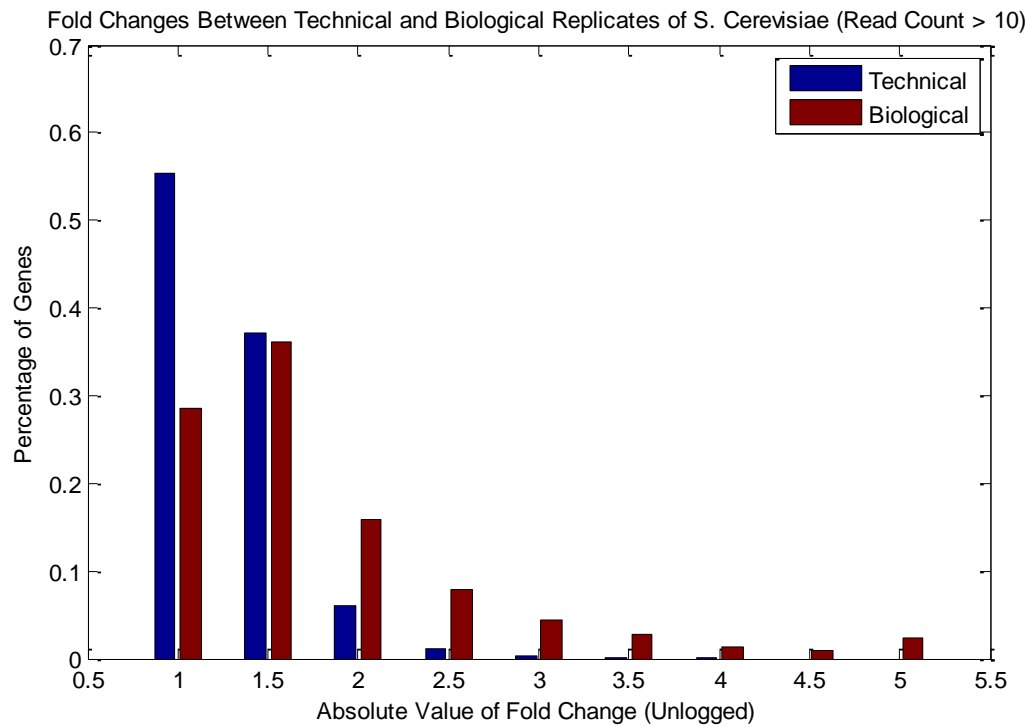

S1C

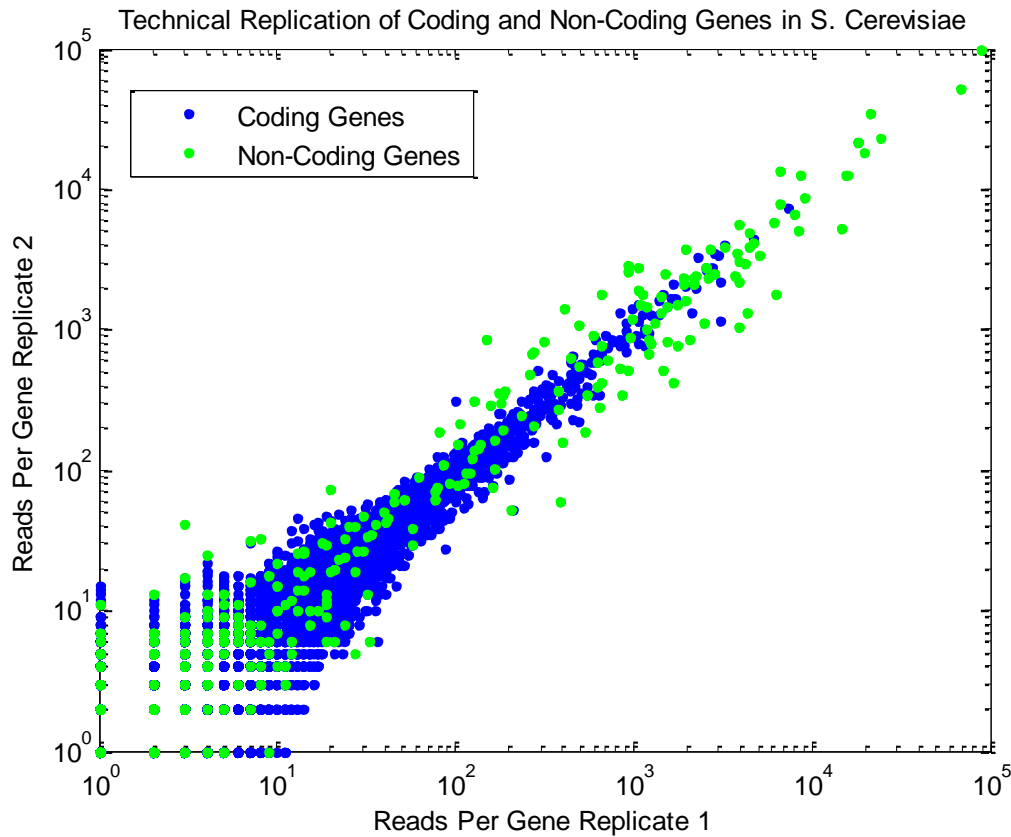

Supplemental Figure S1A: Replication of reads per coding gene in technical and biological replicates of *S. cerevisiae* S1B: The distribution of the number of coding genes which replicate with each fold change. For example, if a gene shows twice the number of reads (normalized for sample size) in replicate 1 than replicate 2 the fold change = 2X. Biological replicates show larger fold changes than technical replicates. S1C: Technical replication of coding genes versus non-coding genes. Non-coding genes primarily include snRNA, snoRNAs, and tRNAs.

Supplemental Figure S2

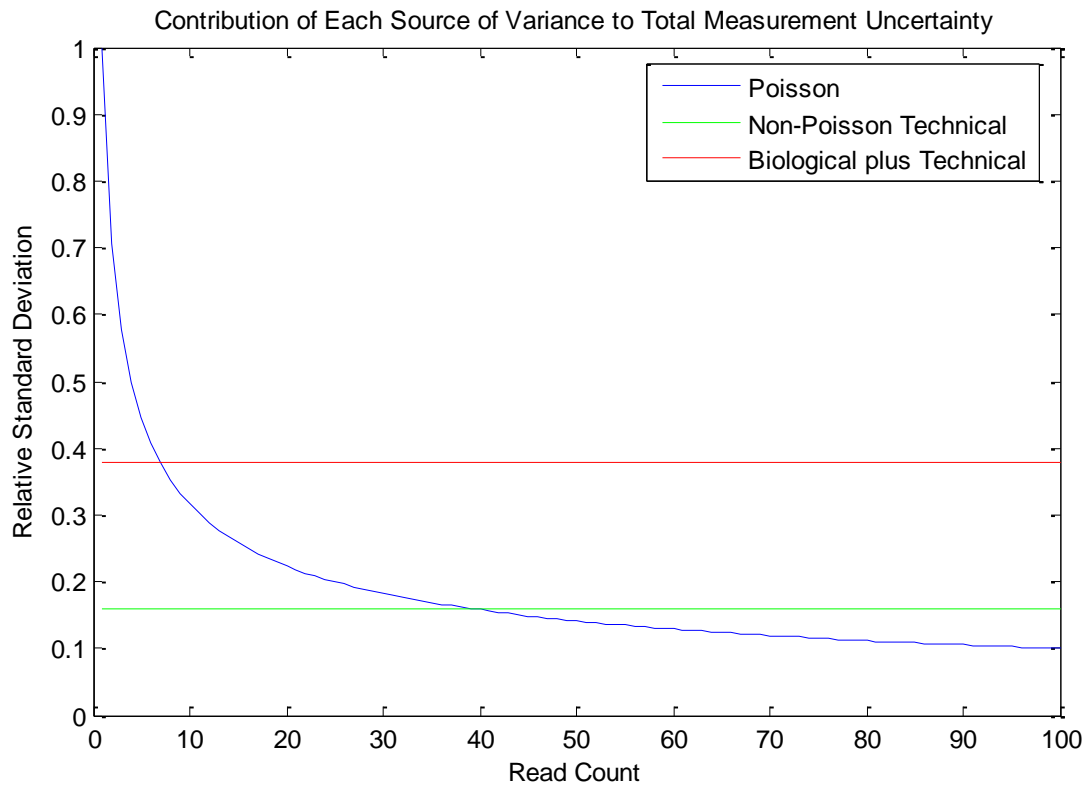

Supplemental Figure S2: The contribution of each source of variance to the total uncertainty in a gene's expression measurement at a given read depth. We used the relative standard deviation as the metric of uncertainty. The variance of a Poisson distribution for any count is equal to the count itself (R). The relative standard deviation due to Poisson counting noise is thus calculated as $\sqrt{R}/R$. The Poisson error derives from on the count itself and is not experiment-specific. The amount of technical and biological variance shown is from the *S. Cerevisiae* technical and biological replicates. These values are the uniform over dispersion factor (U), whose calculation is described in the Methods section. The uniform value for the biological variance was not used in differential expression calculations, but represents a central value shown here for display purposes. The value of the technical replicate is 0.16 and the biological replicate is 0.38. We represent these as constants because we found that in our data the non-Poisson variance was uncorrelated with read depth. The uniform over dispersion is an aggregate value and the true relative standard deviation will be higher or lower than this value for individual genes. The over dispersion for the biological replicates includes both biological and non-Poisson technical variance. In interpreting this chart, note that uncorrelated variances (not the standard deviations) can be added to achieve the total variance.

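Calibrated on the replicates, the uniform over-dispersion U was 0.394 in S. cerevisiae, 0.355 in S. paradoxus, 0.349 in S. mikatae and 0.365 in S. bayanus. The technical value of 0.16 is the paper's, because the pair of technical replicates was not analysed here, and 11.9% of core genes lay at that minimum in S. cerevisiae.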

Supplemental Figure S3

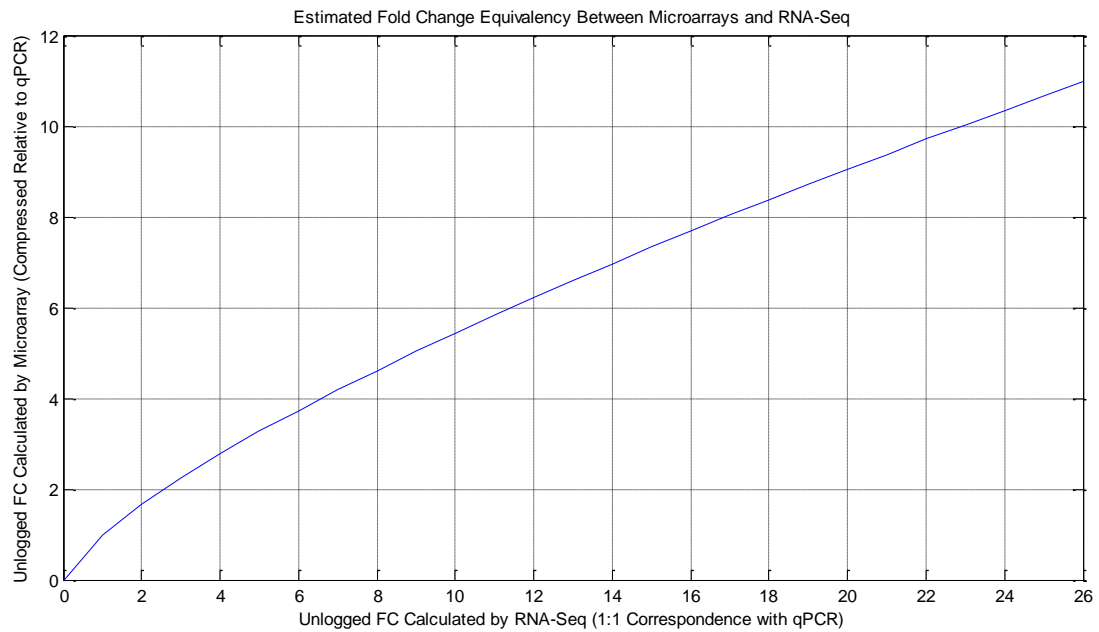

Supplemental Figure S3: Fold changes calculated by RNA-Seq are directly correlated with fold changes measured using qPCR. Microarray log₂ fold changes are linearly correlated to log₂ qPCR measurements with a slope of 1.23-1.49, depending on the method used to normalize the arrays [10]. Using the mean slope, fold changes measured by RNA-Seq at 2, 3, 4 are equivalent to a microarray FC (FC_m) measured at 1.66, 2.24, and 2.77.

Supplementary Figure S4

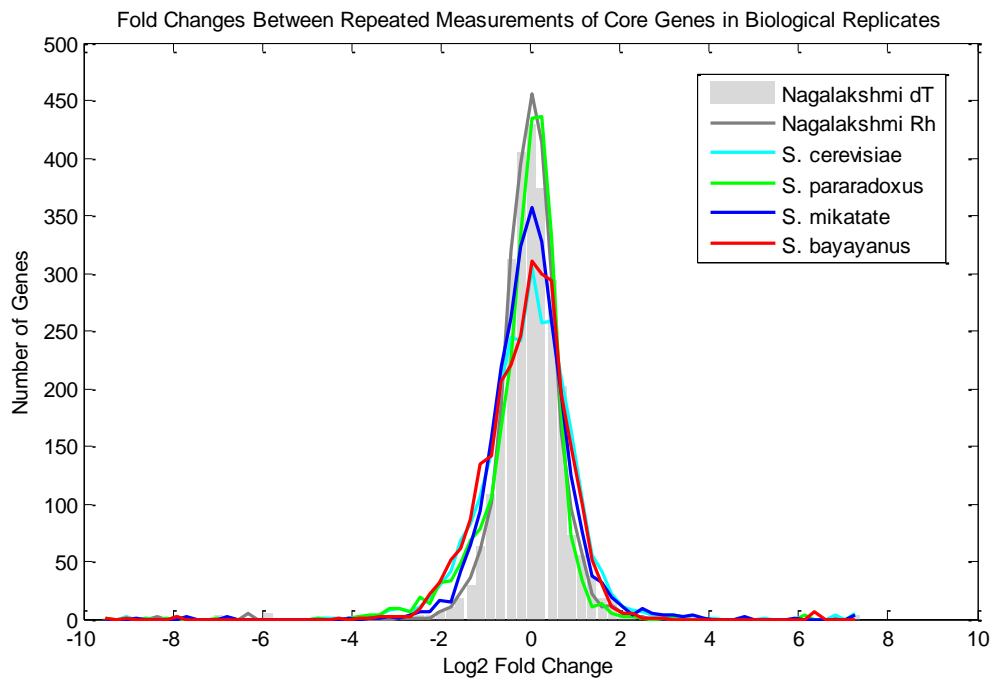

Supplemental Figure S4: Comparison of the fold changes that occurred between repeated measurements for the same gene in biological replicates in our replicates and in the Nagalakshmi dataset using our alignments pipeline, and the same set of core genes. We note that growth conditions were not exactly the same as the Nagalakshmi used an auxotrophic strain of yeast that was grown in YPAD rich media. Our strains were all prototrophic and grown in minimal media.

Supplemental Figure S5

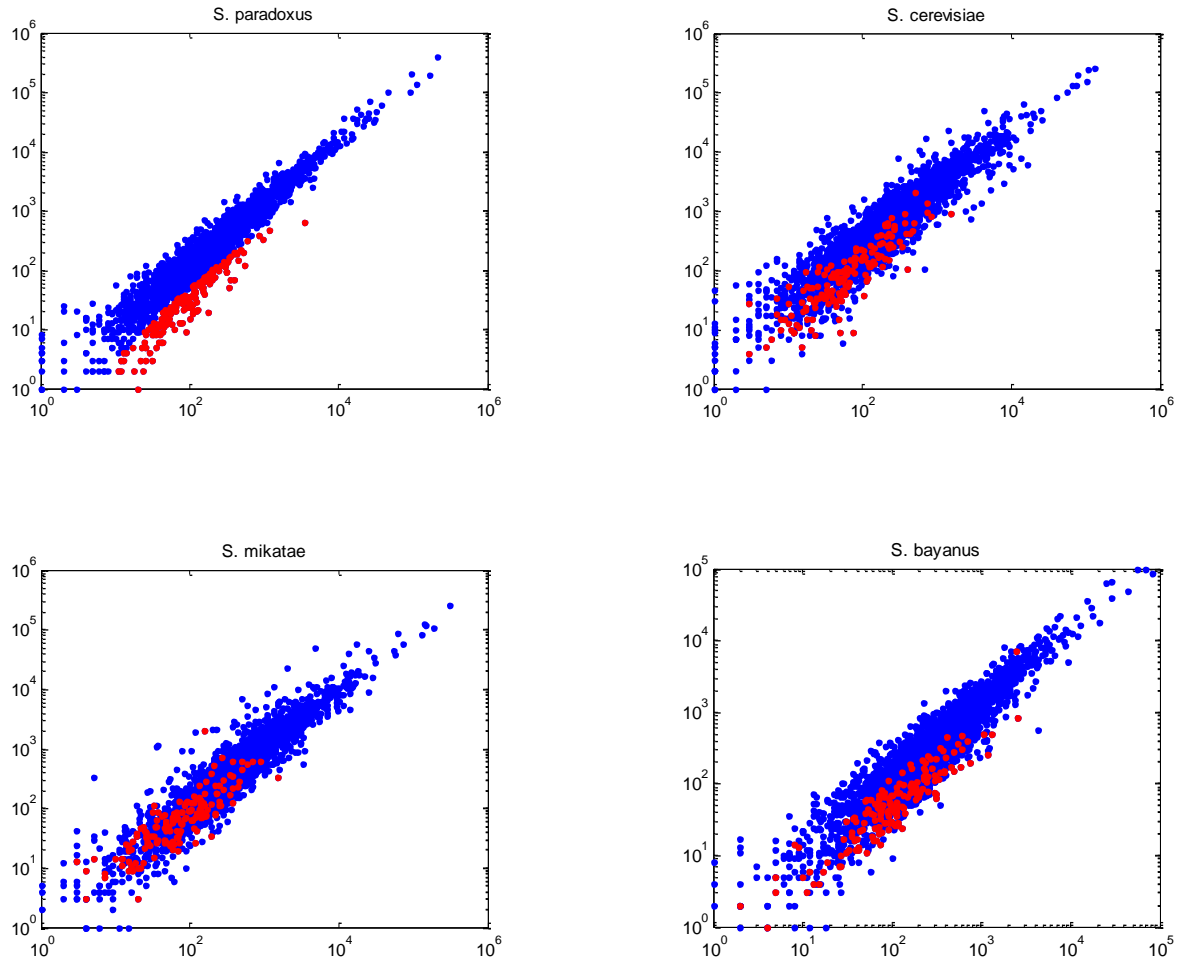

Supplemental Figure S5: We identified a set of 162 genes (red) that appeared to have higher expression in the second replicate of *S. paradoxus* versus the first. The orthologs of these genes are shown (red) to also be disproportionately unregulated in the second replicate of *S. cerevisiae* (90%), *S. mikatae* (62%), and *S. bayanus* (96%).

Supplemental Figure S6: Comparison of fold changes from RNA-seq versus qPCR

A. *S. mikatae* versus *S. cerevisiae*

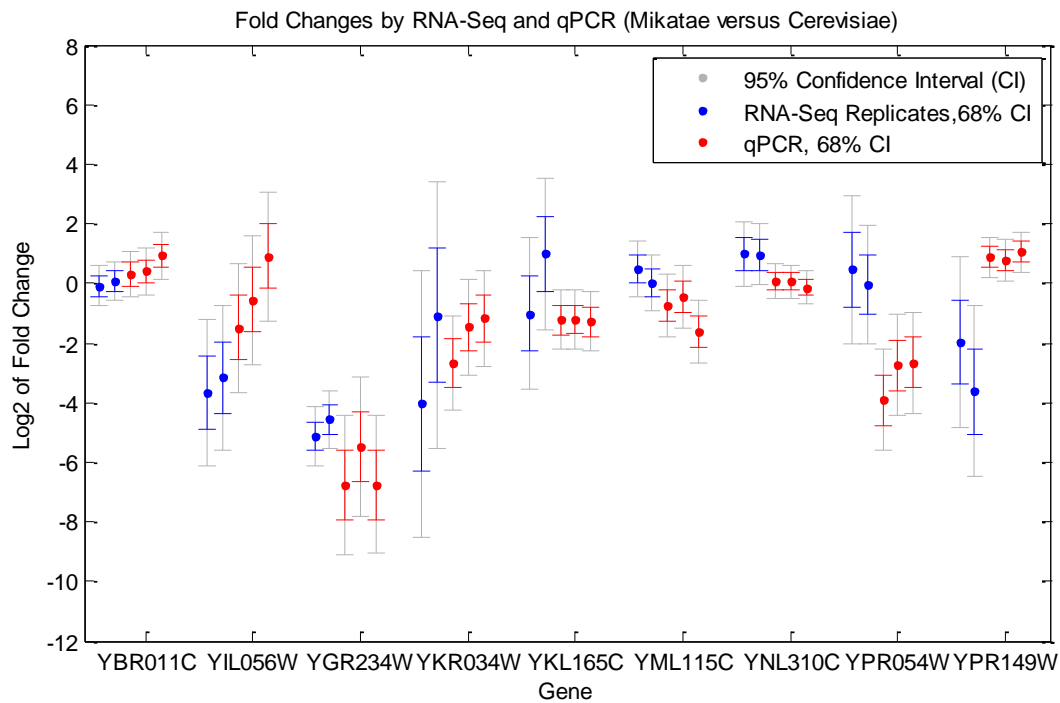

B. *S. paradoxus* versus *S. cerevisiae*

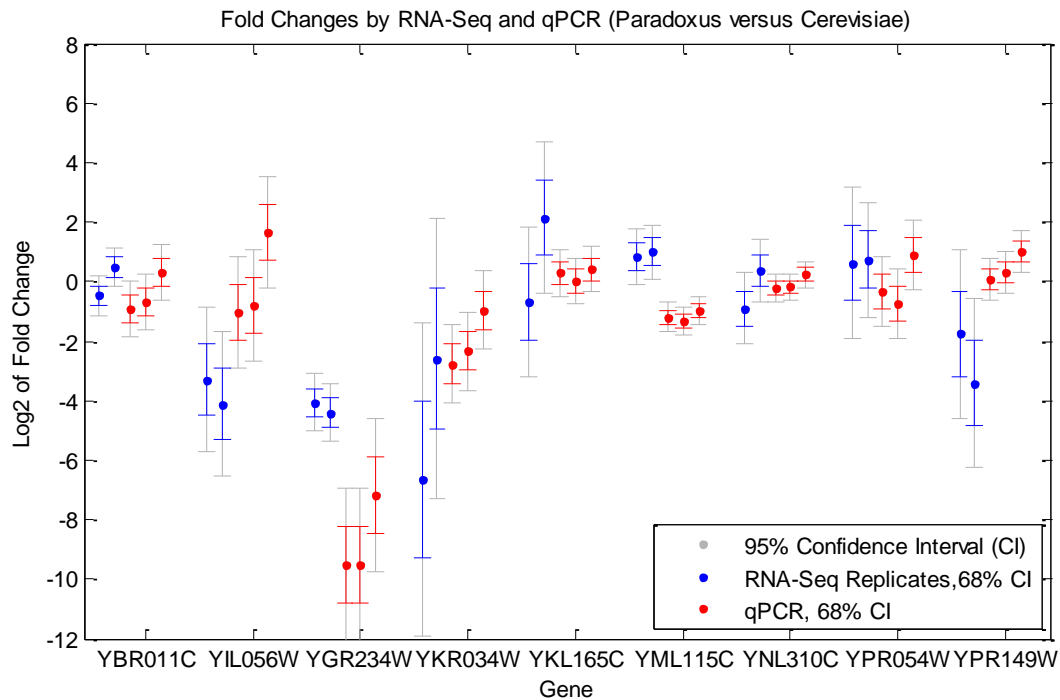

C. *S. bayanus* versus *S. cerevisiae*

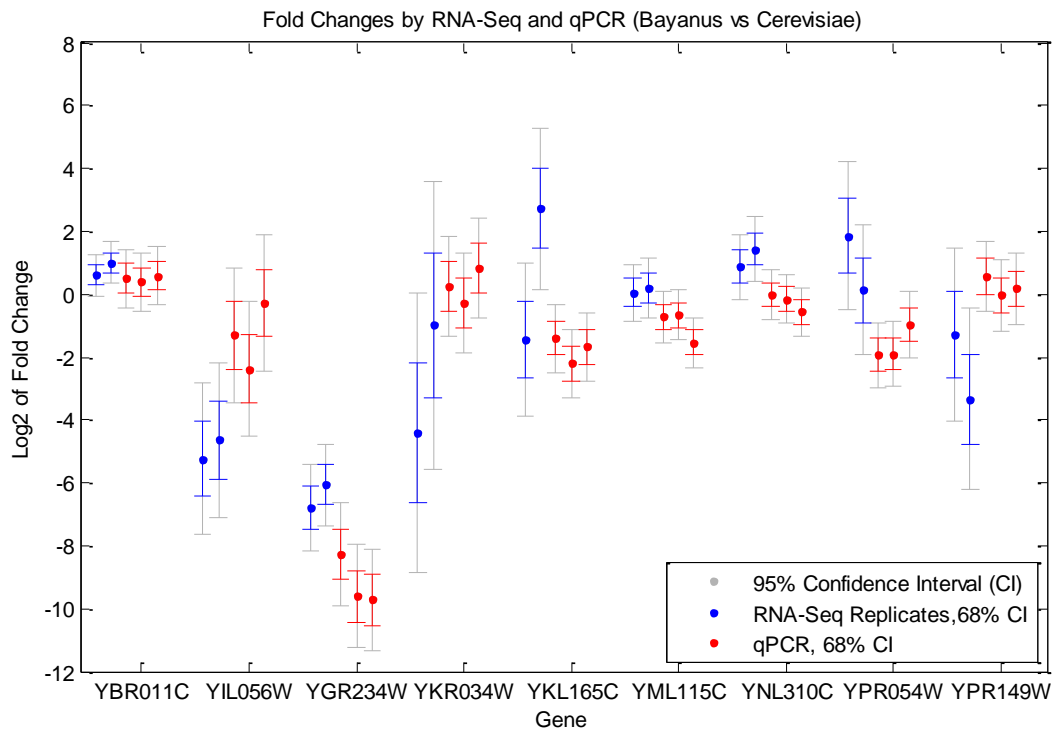

D. *S. mikatae* versus *S. paradoxus*

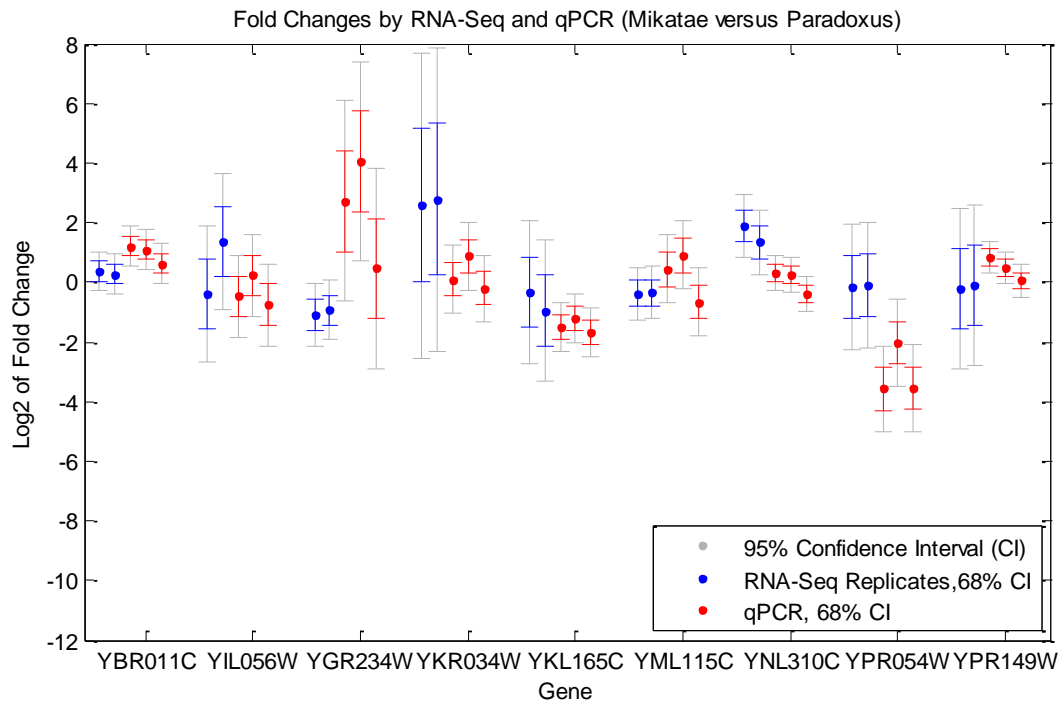

E. *S. bayanus* versus *S. paradoxus*

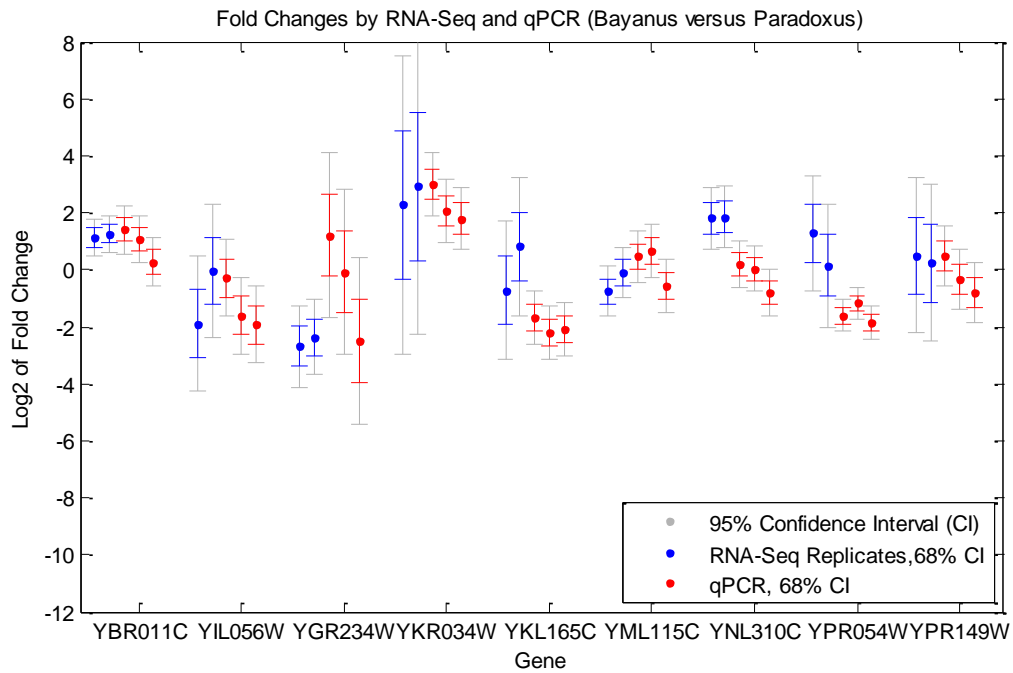

F. *S. bayanus* versus *S. mikatae*

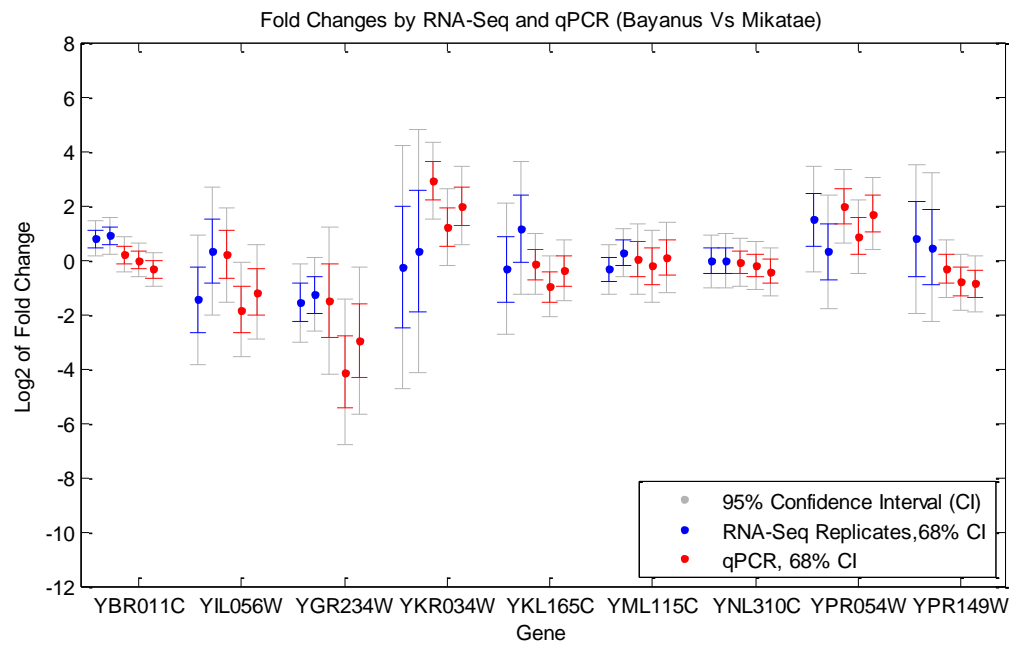

Supplemental Figure S6: Fold changes calculated by RNA-Seq and qPCR for the comparison. Each bar represents the comparison between a single biological replicate pair. Colored bars represent the 1 σ (68%) confidence intervals around fold-change calculations. Gray bars represent 2 σ (95%) confidence intervals.

Supplemental Figure S7A

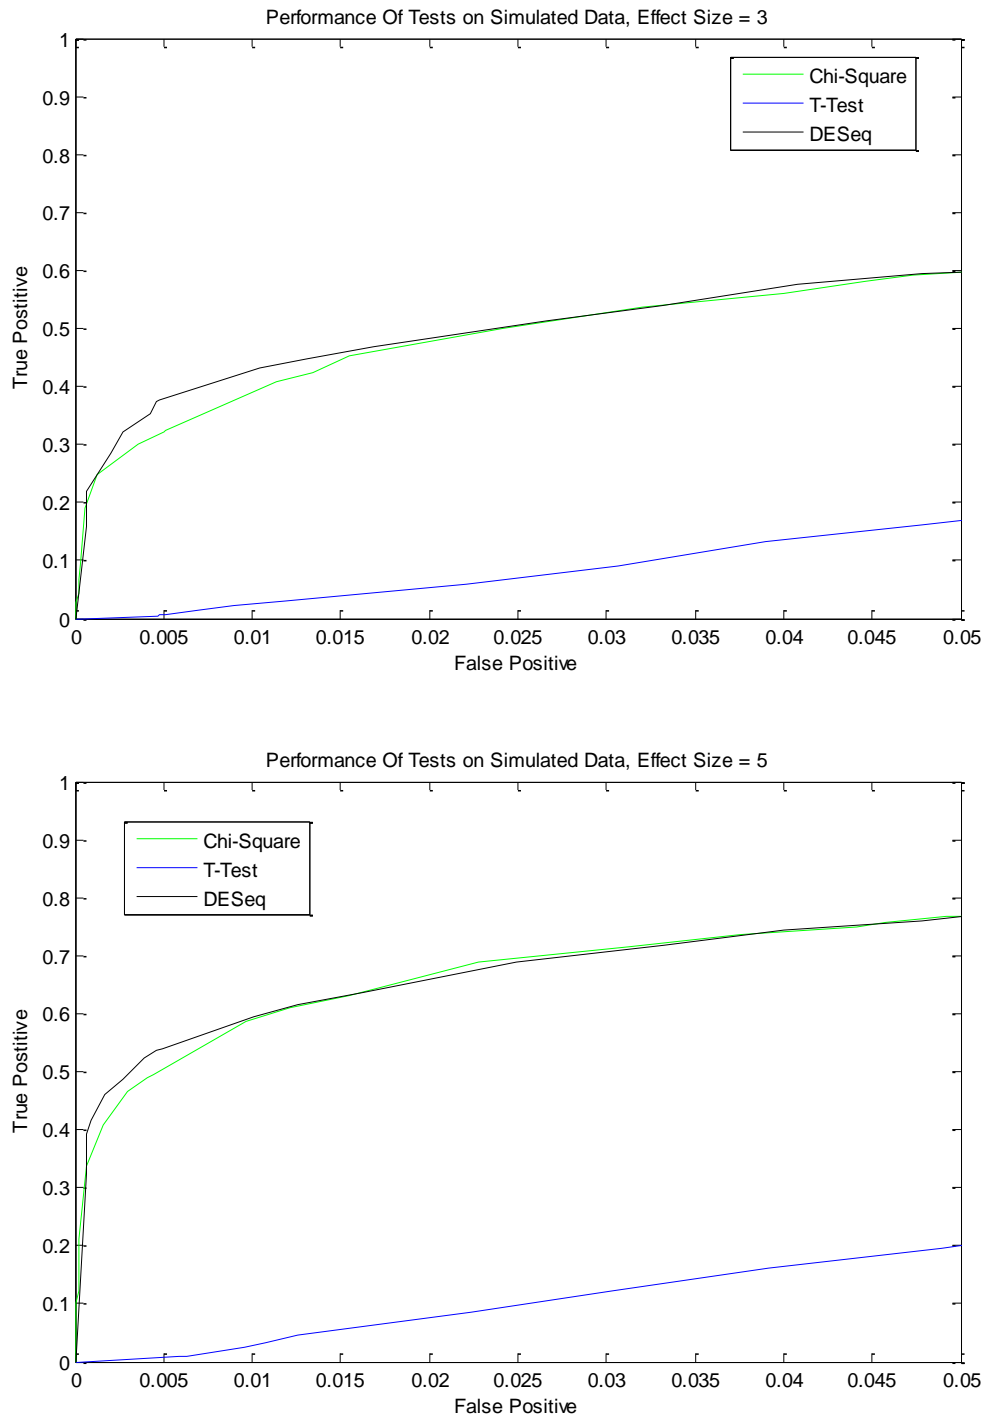

Supplemental Figure S7A: Comparison of performance of statistical methods. Differential expression is modeled as a random change in expression of the effect size magnitude specified.

Supplemental Figure S7B

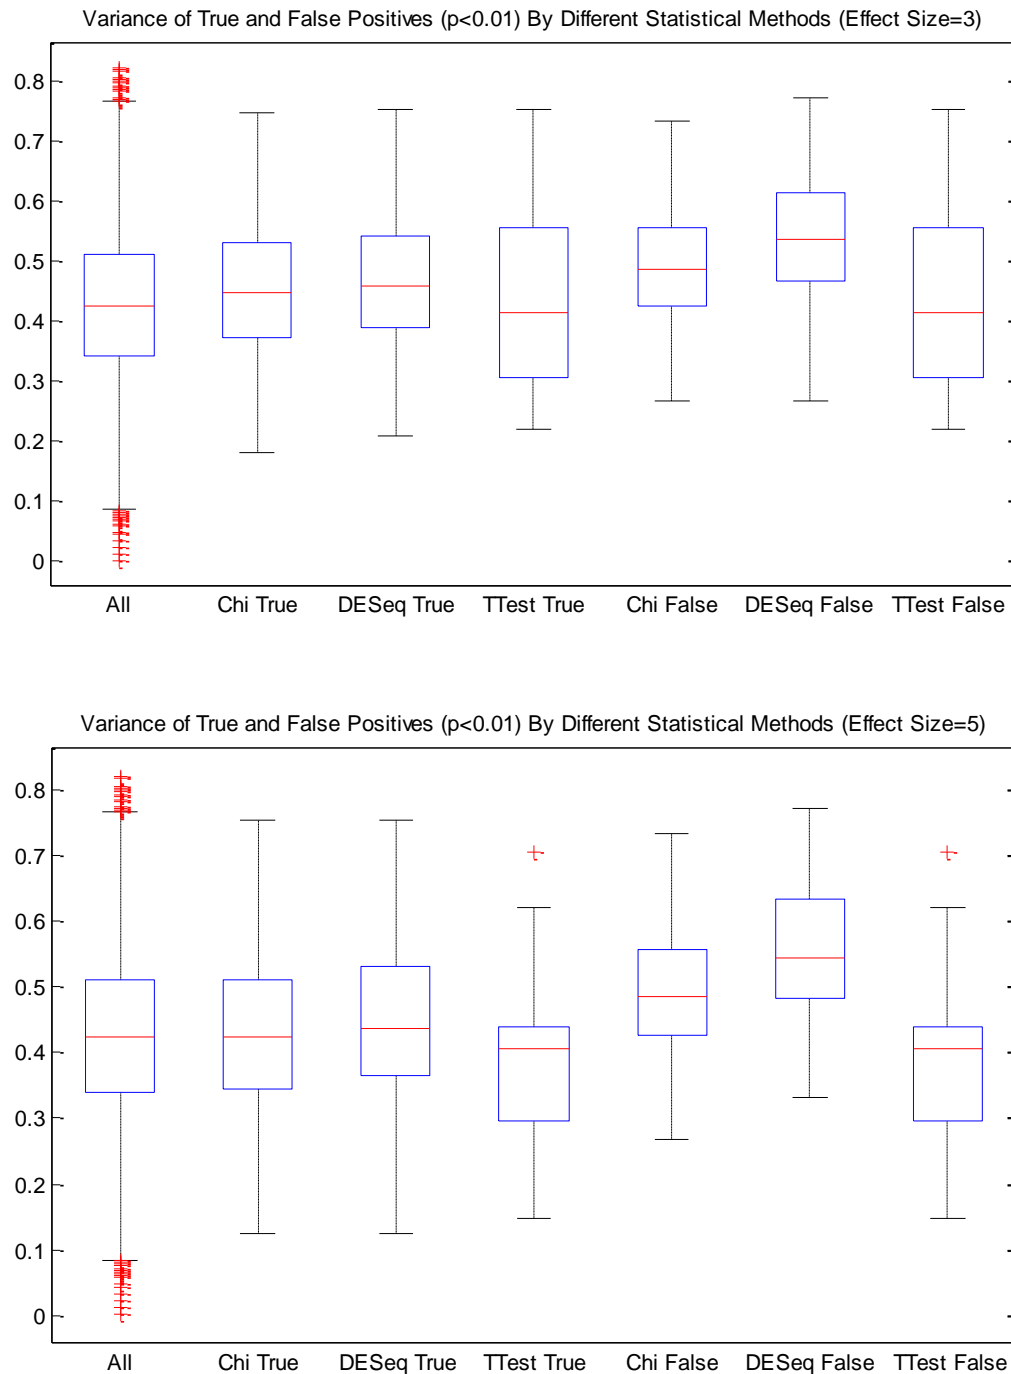

Supplemental Figure S7B: The variance of genes called true and false positives by the statistical methods. The metric we use for variance here is the gene-specific relative standard deviation that was used in the data simulation. This number includes both technical and biological variability. True and false positives were modeled randomly without respect to variance (See Supplemental Methods 4).

Supplementary Figure S7C

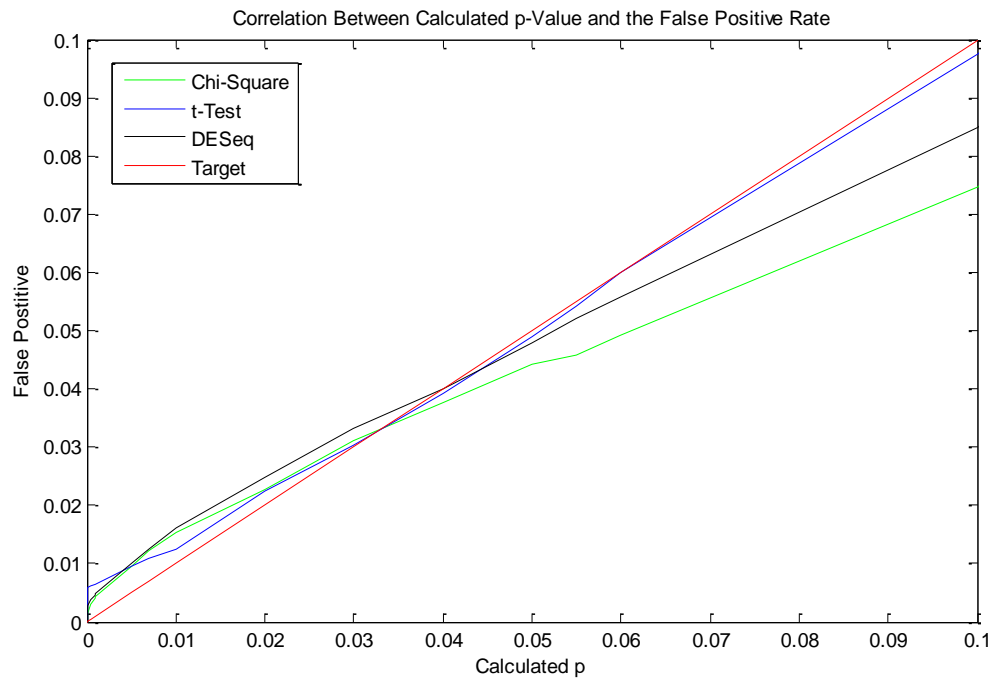

Supplementary Figure S7C: Correlation between the calculated p value and the false positive rate. The red line represents the target value

Supplemental Figure S7D

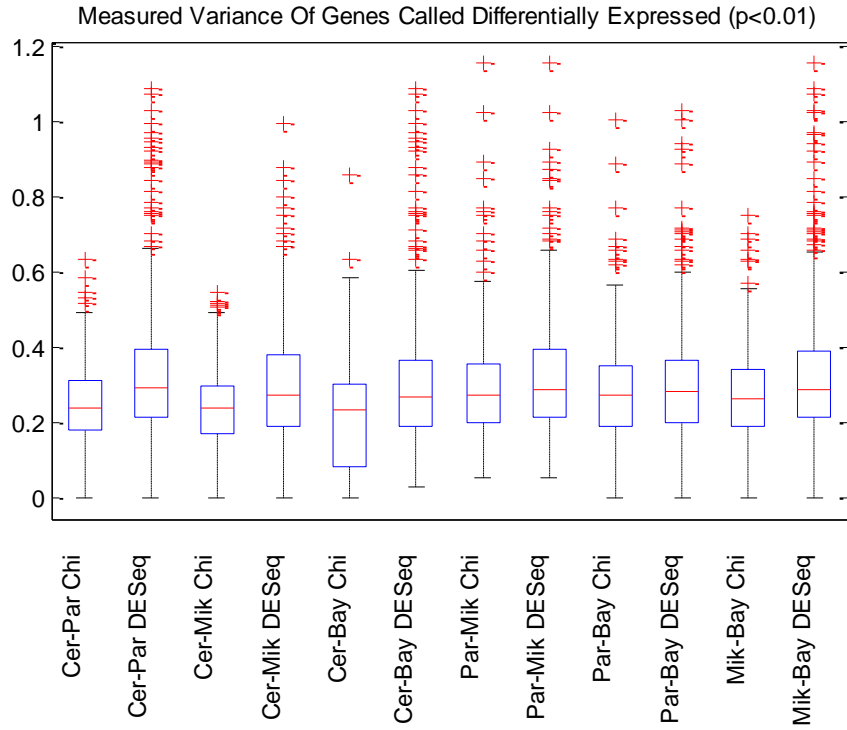

Supplemental Figure S7D: Comparison of the measured variance of genes called differentially expressed by DESeq versus our method. Red crosses represent outliers.

Supplemental Figure S8: Differential expression in pairwise comparisons

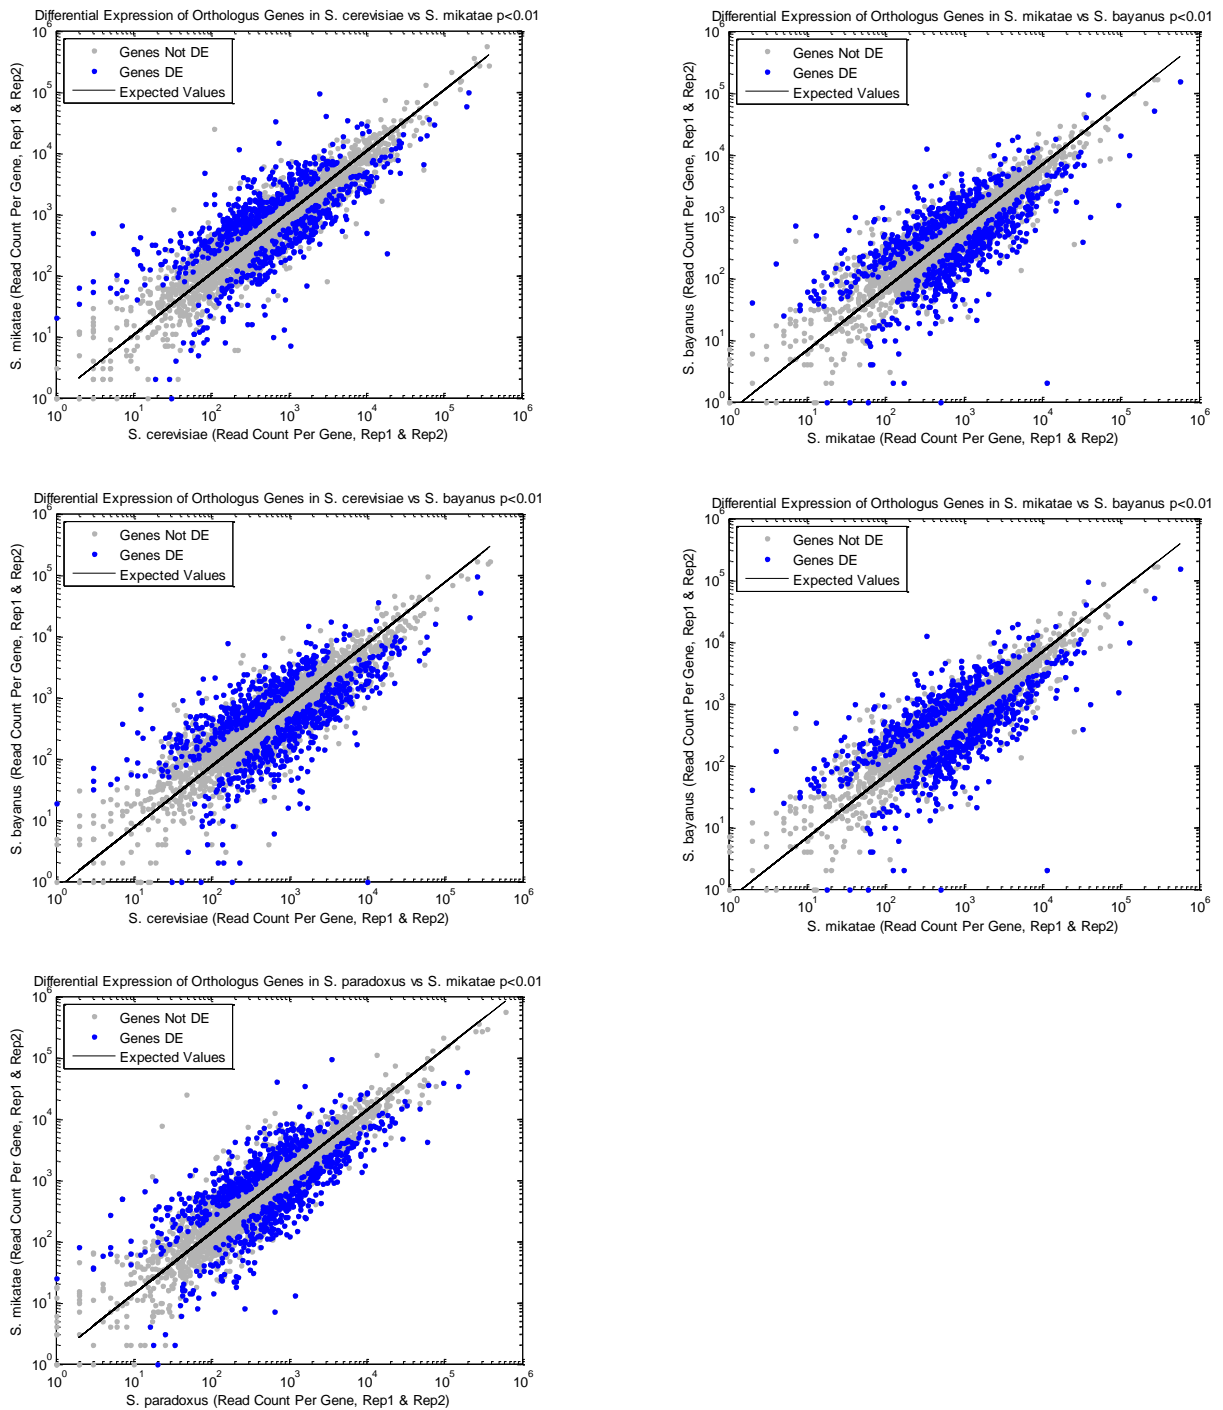

Supplemental Figure S8: Differential gene expression in cross-species pairwise comparisons. Plotted values are the number of reads uniquely aligning to the gene. Differentially expressed genes (blue) are measured at $p < 0.01$.

Supplemental Figure S9A:

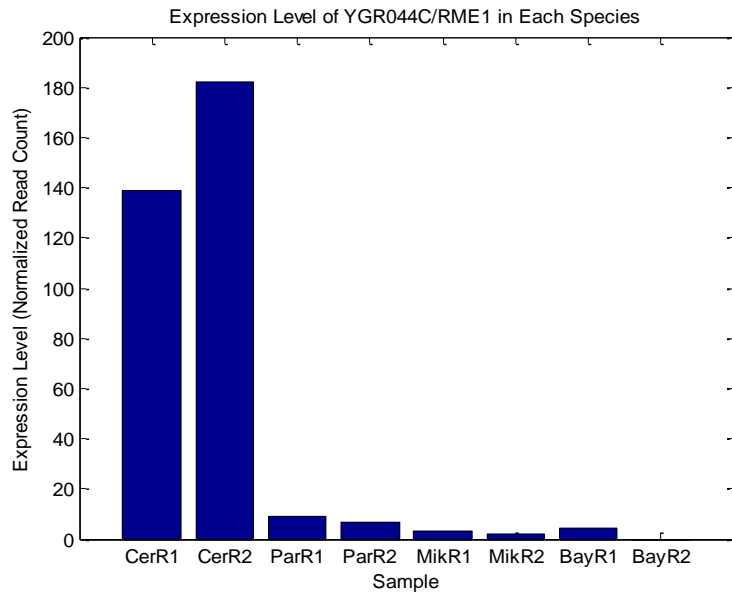

Supplementary Figure S9B:

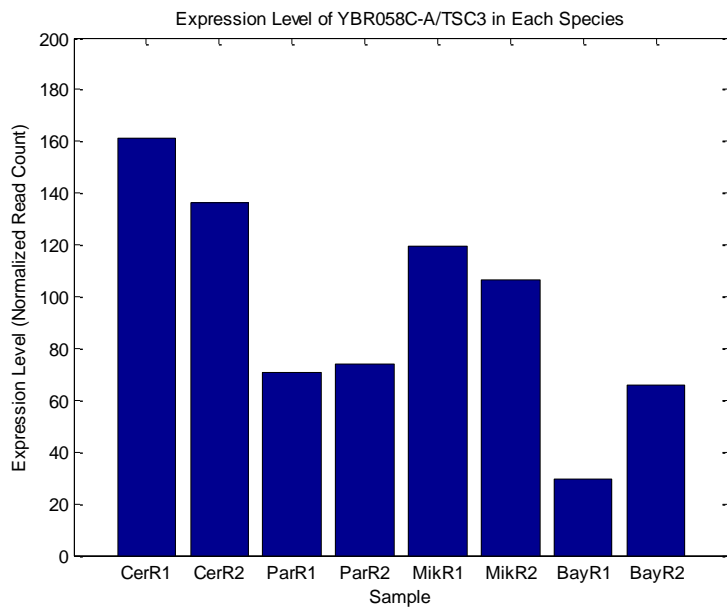

Supplementary Figure S9: A) Lineage-specific increase of expression in *S. cerevisiae* versus the three other species for the gene RME1. B) Increase of expression in *S. cerevisiae* versus *S. bayanus*, but intermediate expression in *S. mikatae* for the gene TSC3.

Supplemental Figure S10A:

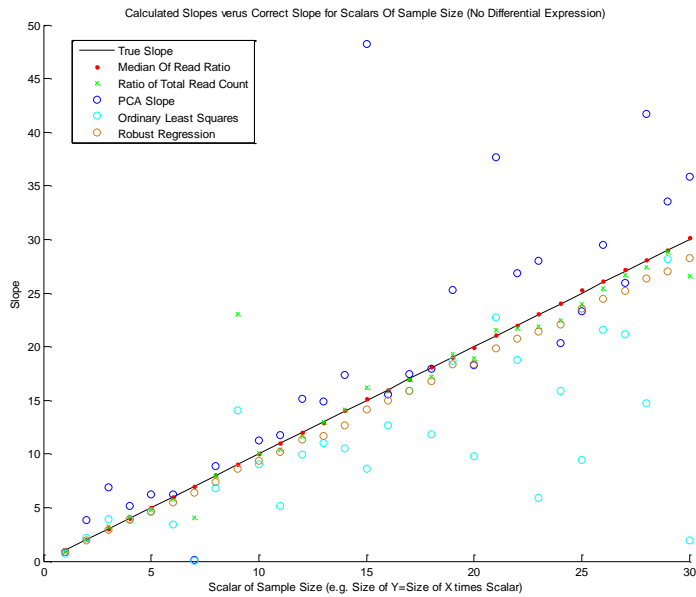

Supplemental Figure S10B:

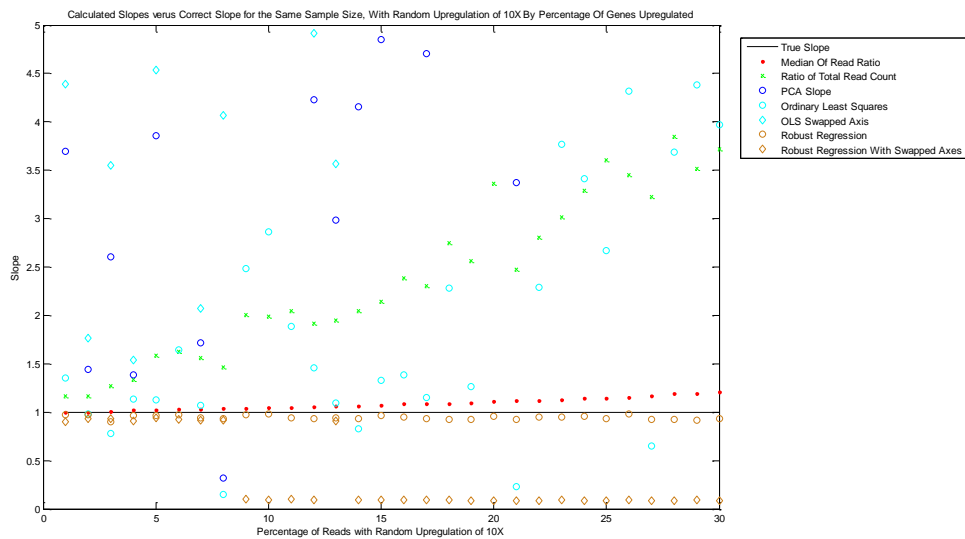

Supplemental Figure S10: Performance of calculated versus actual slopes using different methods for finding the correct slope. Methods tested were the median of the ratio of reads, the ratio of the total read counts in both samples, principle components analysis (PCA), and ordinary least squares (OLS) and robust regression. Figure 10A shows the performance of these methods when the sample sizes vary between conditions. Figure 10B shows the effects of adding a group of DE genes to one of the samples. Robust and OLS regression are sensitive to which samples are chosen as the control (X axis) and test (Y axis). Regression results are presented twice in 10B with the X and Y axes swapped.

Supplemental Figure S11

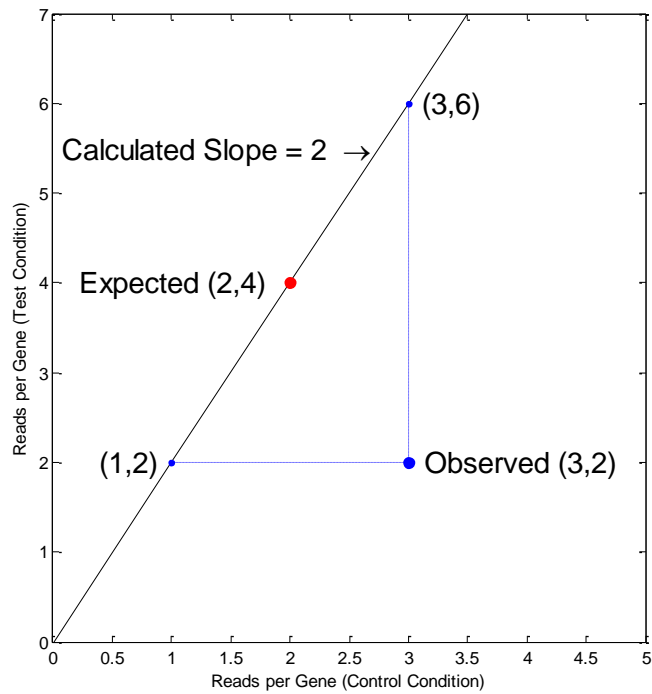

Supplemental Figure S11: Calculation of expected values (means) in our chi square. The expected value is found by taking the midpoint of the segment of the slope line that is bounded by the points $(C_g, C_g m)$ and $(T_g/m, T_g)$, where C_g is the reads per gene in the control condition, T_g is the reads per gene in the test condition, and m is the slope of the line that normalizes the two samples. In this example, $C_g=3$, $T_g=2$, and $m=2$. The boundaries of the line segment are thus $(3, 6)$ and $(1,2)$. The midpoint of this line segment $(4,2)$ gives unbiased weighting to both samples. The orthogonal point, by contrast, gives more weighting to the more highly measured sample.

Supplementary Figure S12:

A

Poisson vs. Non-Poisson Variance in *S. Cerevisiae* Biological Replicates (Correlation = -0.02)

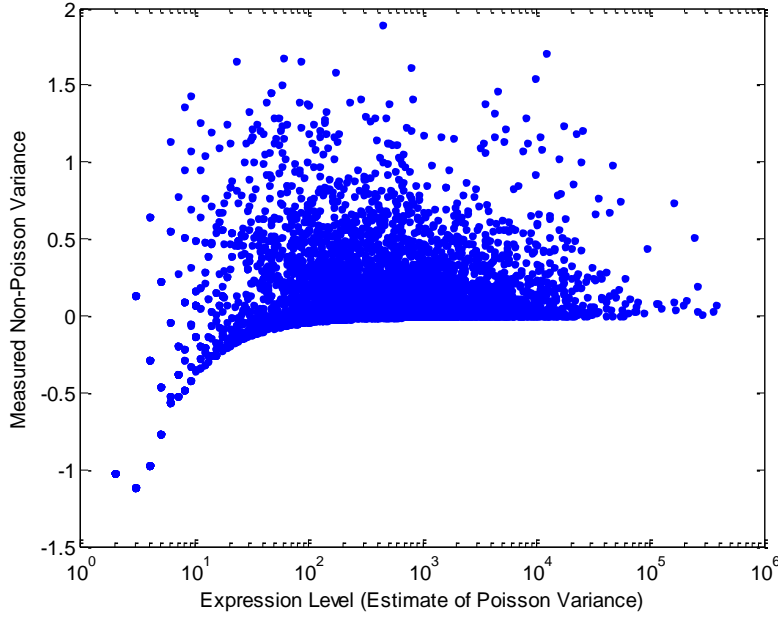

B

Poisson vs. Non-Poisson Variance in *S. Cerevisiae* Technical Replicates (Correlation = -0.01)

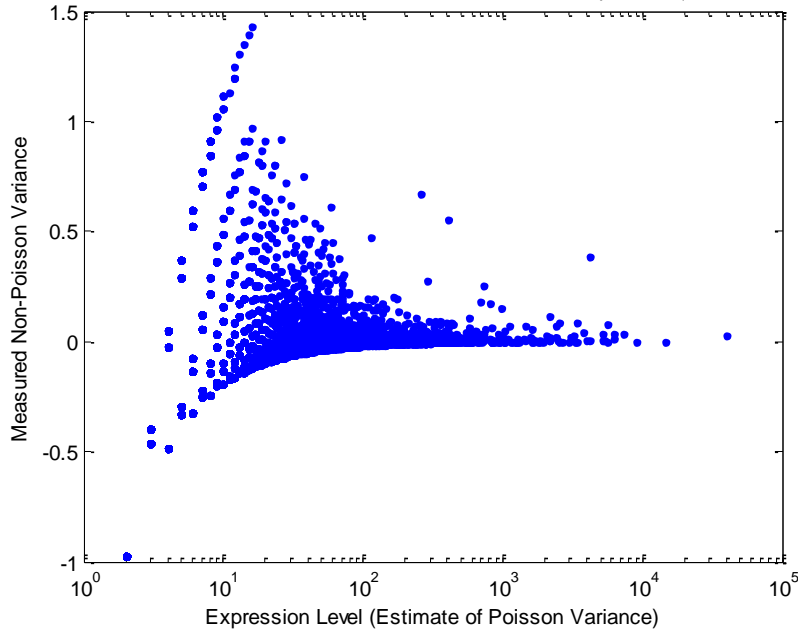

Supplemental Figure S12: Estimated Poisson and non-Poisson variance are uncorrelated in biological (A) and technical (B) replicates. Data points represent coding genes measured in both replicates. Calculation of relative non-Poisson variance is as described in the Methods section.

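Across genes, which are not independent replicates, non-Poisson and Poisson variance correlated at -0.0218 in S. cerevisiae, -0.0390 in S. paradoxus, -0.00708 in S. mikatae and -0.0330 in S. bayanus. Spearman's rho was -0.0371, -0.179, -0.00912 and -0.0671 in the same order.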

Supplementary Figure S13:

S13 A

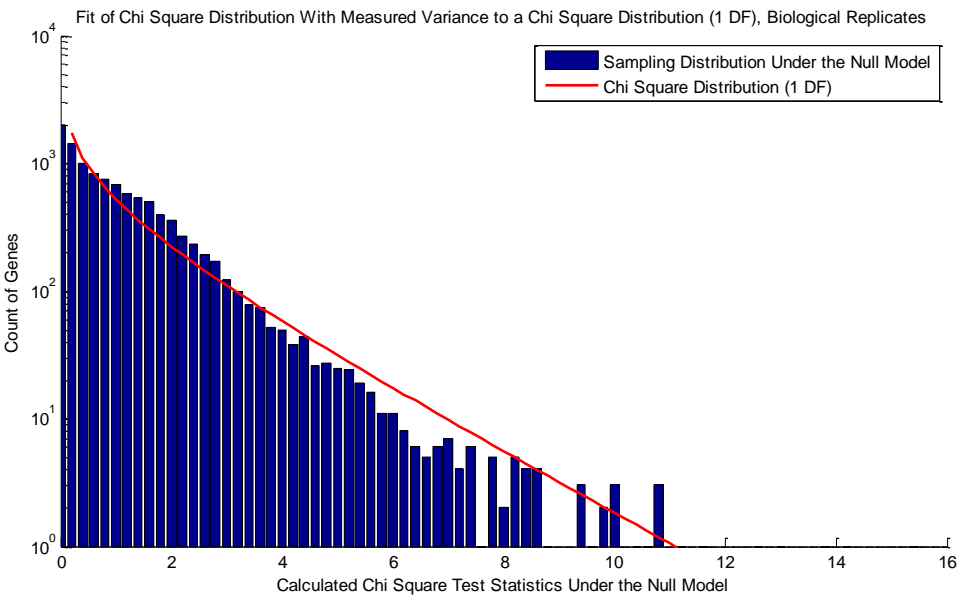

S13 B

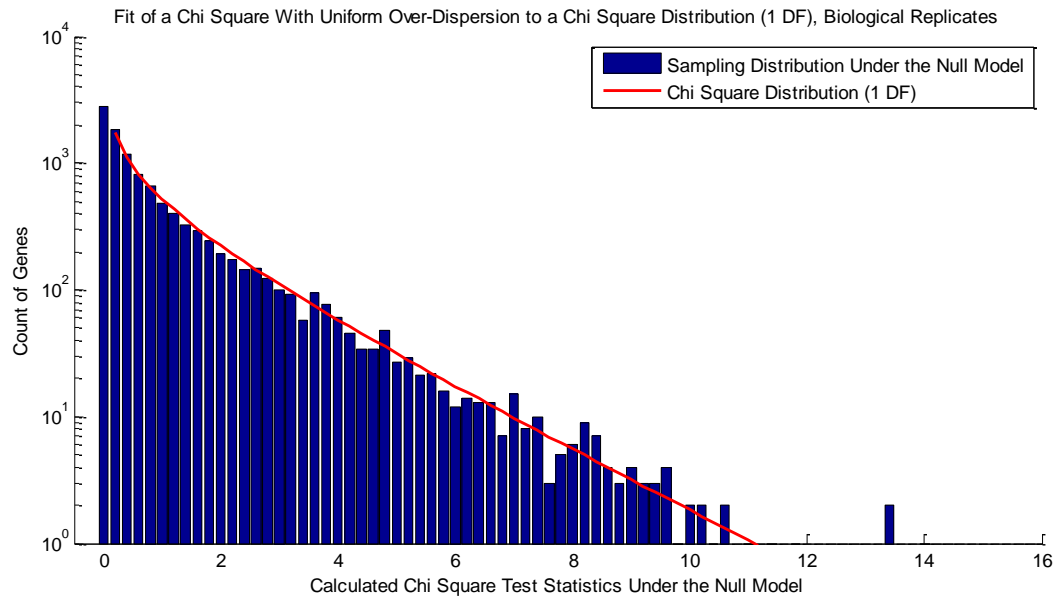

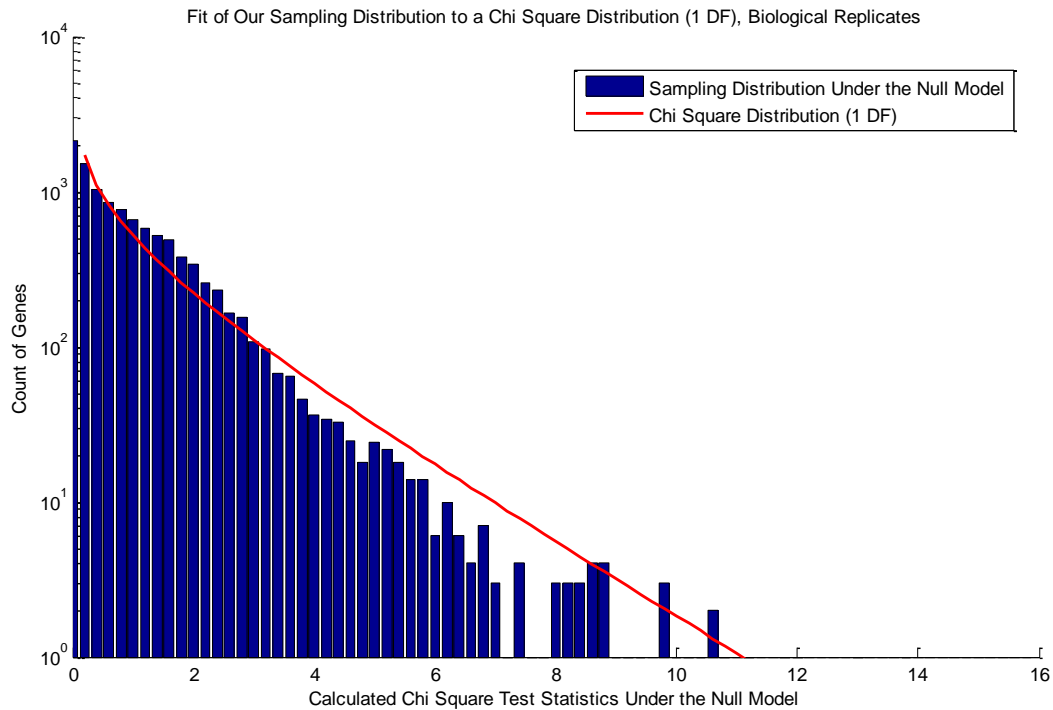

Supplemental Figure S13: When the assumptions of a χ^2 test with two conditions are true, a sample of χ^2 test statistics calculated under a null model will be well approximated by a χ^2 distribution with one degree of freedom (DF). We show that the when we apply our χ^2 test to biological replicates (the null model), we generate a sampling distribution that is that is well modeled with measured variance (A) or uniform over-dispersion (B) is used. Our final χ^2 test is shown in Figure C. The replicate data from all four species was used.

Supplemental Figure S14: Fit of parameters to mathematical distributions

S14 A.

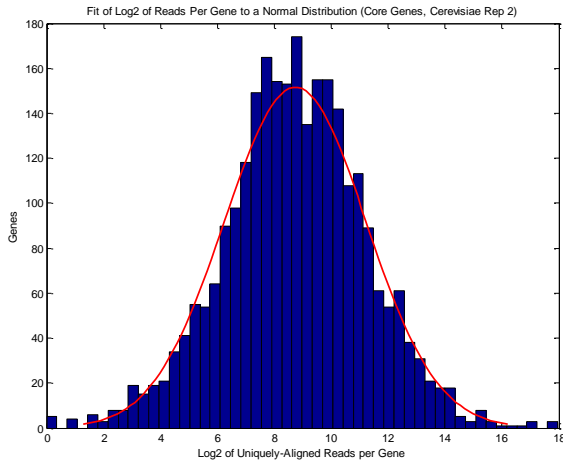

Supplemental Figure14A: Log₂ of uniquely aligned read counts per gene fit to a normal distribution. Genes with 0 reads were excluded (n=5). The fit of the log of the values to a normal distribution shows that the underlying distribution is lognormal, and the fit is easier to visualize than the unlogged values fit to a lognormal distribution.

S14 B

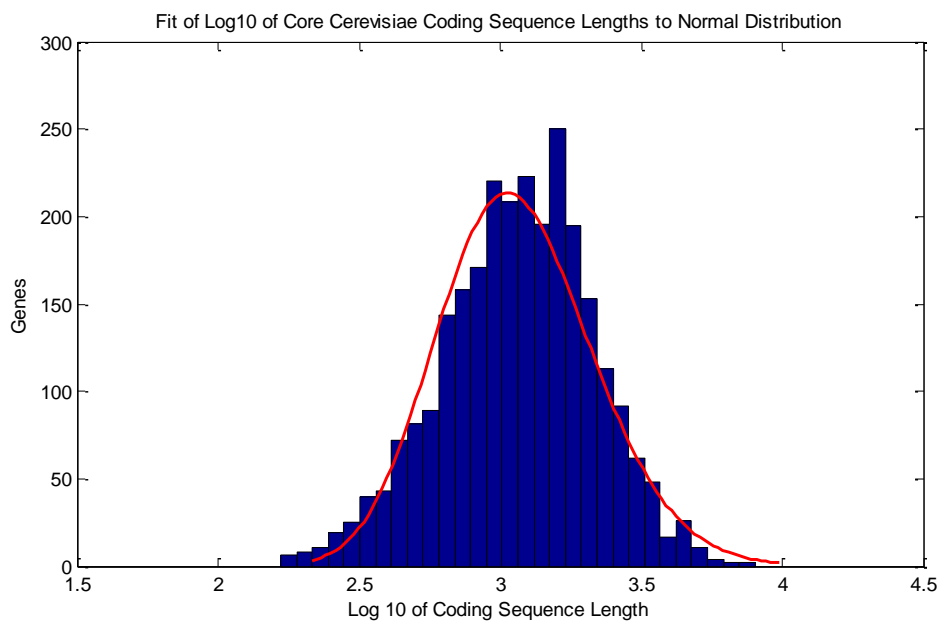

Supplemental Figure S14B: The log of the length of CDS's from conserved single-exon *S. cerevisiae* genes fit to a normal distribution. Non-conserved genes do not fit the distribution as well (not shown).

Supplemental Figure S15A: Simulated Biological Replicates

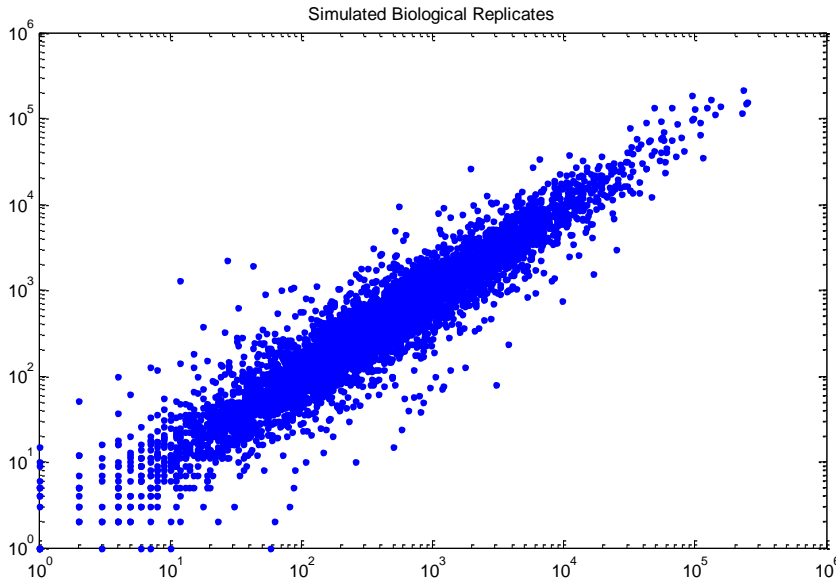

Supplemental Figure 15B: Simulated Variance

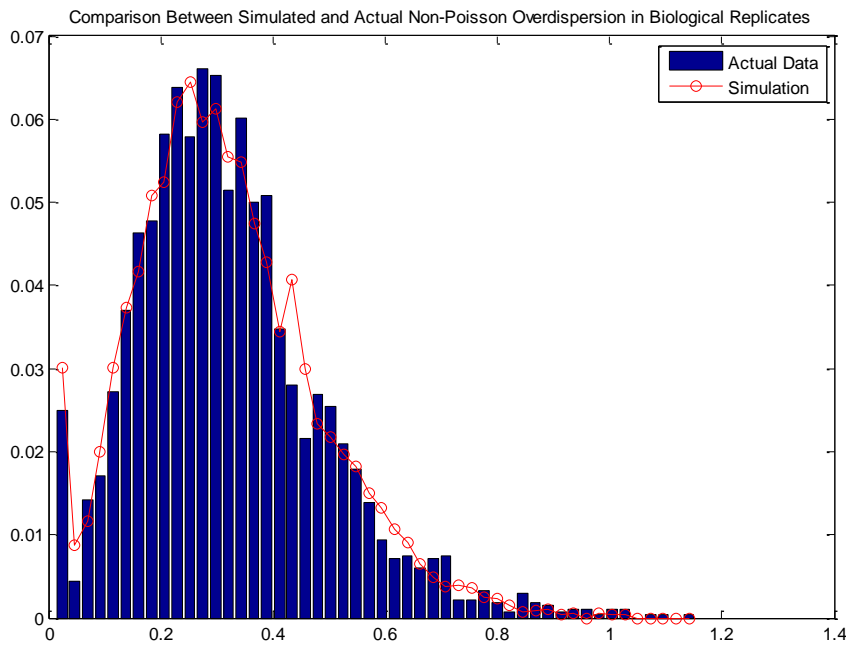

Supplemental Figure S15: Results from simulation procedure to generate biological replicates with a gene expression level and variance modeled on actual data. A) Simulated biological replicates. B) Correspondence between total non-Poisson overdispersion (measured relative standard deviation, σ_{np}) in real versus simulated samples.

Supplemental Tables

Supplemental Table S1: Alignment Results

Species<br>(Coverage of<br>Reference)		Reads	Reads Aligned		Reads<br>Unique	Aligned	Reads<br>95%<br>Correct	Reads 95%<br>Correct<br>Aligned	
<i>S. cerevisiae</i><br>(Finished)	Rep1	34,760,166	19,311,072	56%	7,254,726	21%	25,090	23,998	96%
	Rep2	48,982,408	27,681,246	57%	16,891,689	34%	39,759	38,913	98%
<i>S. paradoxus</i><br>(7.7 X)	Rep1	31,460,846	18,498,038	59%	10,186,790	32%	29,372	27,988	95%
	Rep2	38,286,247	23,076,712	60%	13,112,605	34%	39,469	38,145	97%
<i>S. mikatae</i><br>(5.9 X)	Rep1	39,345,872	20,294,230	52%	18,128,566	46%	28,289	26,068	92%
	Rep2	38,716,464	21,350,790	55%	19,090,152	49%	35,165	33,025	94%
<i>S. bayanus</i><br>(6.4 X)	Rep1	27,834,835	14,895,197	54%	12,840,218	46%	17,259	16,571	96%
	Rep2	32,964,873	19,052,389	58%	15,731,140	48%	28,321	26,688	94%
**Total**		**292,351,707**	**164,293,232**	**56%**	**113,361,995**	**39%**	**242,724**	**231,396**	**95%**

Supplemental Table S1: Reads 95% Correct are those reads where the quality scores indicate that the read has a 95% probability of being completely accurate. To obtain this, the quality score for each transition call (analogous to a base call in other sequencing technologies) is backed into the percentage probability that the call is correct. These individual probabilities are then multiplied serially to get the probability that all transition calls in the read are correct. These will represent the highest quality reads in the dataset. Total alignment rates of these high quality reads were: *S. cerevisiae* 97%, *S. paradoxus* 96%, *S. mikatae* 93%, and *S. bayanus* 95%.

Supplemental Table S2: Fold changes observed for the same gene between measurements in biological versus technical replicates

Replicate<br>Type	Measured<br>Genes	Pearson<br>Correlation	Mean<br>Absolute FC	FC at 95 th<br>Percentile	FC at 99 th<br>Percentile	Maximum<br>FC
Technical	2343	97.5	1.35	2.1	3.0	6.5
Biological	4751	90.8	1.84	3.6	6.9	25

Fold changes are the postive fold change for each gene between species. (Higher Expression/Lower Expression, normalized read counts.) To reduce the effects of Poisson counting noise as a source of variance, genes measured with fewer than 10 reads in either sample were excluded.

Supplemental Table S3: qPCR measurements

	S. cerevisiae			S. paradoxus			S. mikatae			S. bayanus		
YKR034W	0.009	0.007	0.003	0.010	0.006	0.006	0.001	0.003	0.002	0.001	0.001	0.002
YGR234W	0.151	0.211	0.144	0.001	0.000	0.000	0.001	0.005	0.001	0.000	0.000	0.001
YIL056W	0.272	0.315	0.065	0.111	0.061	0.053	0.097	0.215	0.121	0.135	0.183	0.204
YPR149W	2.921	2.885	2.009	4.319	2.824	2.271	5.395	4.957	4.170	3.034	3.556	4.013
YPR054W	0.007	0.007	0.003	0.002	0.002	0.002	0.001	0.001	0.001	0.006	0.004	0.006
YNL310C	0.008	0.009	0.007	0.007	0.008	0.005	0.008	0.009	0.006	0.007	0.008	0.008
YML115C	0.023	0.023	0.024	0.014	0.015	0.008	0.014	0.017	0.008	0.010	0.009	0.013
YKL165C	0.472	0.541	0.336	0.179	0.118	0.105	0.201	0.234	0.139	0.574	0.549	0.446
YBR011C	2.953	3.281	1.969	4.183	4.312	2.938	3.653	4.333	3.742	1.583	2.044	2.424

Supplementary Table S3: qPCR measurements for three additional biological replicates of each species.

Supplemental Table S4: Comparison of genes called differentially expressed by methods

	Chi	DESeq	Both	% of All Called Genes That Were Called By Both Methods
<i>S. cerevisiae</i> - <i>S. paradoxus</i>	344	497	294	54%
<i>S. cerevisiae</i> - <i>S. mikatae</i>	366	424	270	52%
<i>S. cerevisiae</i> - <i>S. bayanus</i>	439	484	309	50%
<i>S. paradoxus</i> - <i>S. mikatae</i>	458	645	426	63%
<i>S. paradoxus</i> - <i>S. bayanus</i>	494	666	448	63%
<i>S. mikatae</i> - <i>S. bayanus</i>	478	601	407	61%
Total	2579	3317	2154	58%

Supplemental Table S4: The count of genes called differentially expressed at $p < 0.01$ between methods.

Supplemental Table S5A: Genes Differentially Expressed in Each Branch of the Phylogeny (p<0.01)

<i>S. cerevisiae</i>	Up	YAL037W, YBR004C, YBR127C, YBR157C, YBR283C, YCL011C, YCL021W-A, YDL046W, YDL048C, YDL124W, YDL237W, YDR265W, YDR284C, YDR319C, YDR378C, YDR497C, YDR533C, YEL002C, YEL025C, YER021W, YFL029C, YGL245W, YGR026W, YGR044C, YGR117C, YGR234W, YHL019C, YHR002W, YHR063C, YHR143W, YIL023C, YIL050W, YIL088C, YIL119C, YIR030C, YIR031C, YJL035C, YJL153C, YJR011C, YJR073C, YKL013C, YKL038W, YKL210W, YKL211C, YKR030W, YLL038C, YLR325C, YML101C, YMR180C, YMR216C, YMR291W, YNL090W, YNR036C, YOL108C, YOR089C, YOR099W, YOR103C, YOR176W, YOR212W, YOR220W, YOR261C, YOR348C, YPL068C, YPR066W
	Down	YAL008W, YBL069W, YBR088C, YBR205W, YBR247C, YBR272C, YCL025C, YDL086W, YDL101C, YDL103C, YDR009W, YDR043C, YDR109C, YDR115W, YDR183W, YDR206W, YDR374C, YDR479C, YER038C, YER071C, YER101C, YFL003C, YFL038C, YGL091C, YGL121C, YGL128C, YGL241W, YGR102C, YGR199W, YGR277C, YHR075C, YHR122W, YHR127W, YHR143W-A, YHR160C, YHR202W, YHR208W, YIL033C, YJL003W, YJL029C, YJL058C, YJL157C, YJL184W, YJR013W, YJR069C, YKL103C, YKL107W, YKR038C, YKR076W, YLR042C, YML066C, YML070W, YMR055C, YMR095C, YMR099C, YMR154C, YMR200W, YMR300C, YNL191W, YNL219C, YNL316C, YOL080C, YOL104C, YOL137W, YOL139C, YOL154W, YPL103C, YPL123C, YPL214C, YPR151C
	Down	YAL009W, YAL060W, YBR052C, YBR126C, YBR127C, YBR146W, YBR254C, YBR286W, YCL005W, YCR054C, YDL008W, YDL119C, YDL181W, YDL199C, YDR054C, YDR078C, YDR322C-A, YDR429C, YER145C, YFL017W-A, YFL034W, YFL041W, YFR048W, YFR049W, YGR075C, YGR250C, YHR009C, YHR028C, YHR143W, YIL050W, YIL051C, YIL064W, YIL119C, YJR085C, YJR144W, YKL085W, YKL137W, YKL176C, YKR049C, YKR050W, YKR085C, YLR215C, YLR231C, YLR327C, YML120C, YMR196W, YMR238W, YOL151W, YOR006C, YOR347C, YOR356W, YOR374W, YPL034W, YPL248C, YPR026W, YPR086W, YPR189W

Supplemental Table S5A (continued)

<i>S. Cerevisiae</i> –<br><i>S. paradoxus</i>	Up	YBL076C, YBR008C, YBR199W, YDL160C, YDR107C, YDR158W, YDR273W, YDR321W, YDR378C, YDR441C, YDR533C, YEL009C, YEL027W, YER019C-A, YER027C, YER063W, YFL037W, YGL054C, YGL101W, YGL202W, YGL238W, YGR041W, YGR122W, YGR153W, YHR049W, YIL039W, YIL072W, YIL140W, YJL002C, YJL044C, YJL062W-A, YJL118W, YJR073C, YJR107W, YJR133W, YKL080W, YKL084W, YKL096W-A, YKL127W, YKL171W, YKL178C, YLR375W, YML112W, YOL036W, YPL037C, YPL066W, YPL127C
	Down	YBL029C-A, YBR120C, YBR147W, YBR281C, YCR063W, YCR071C, YCR083W, YDL078C, YDL181W, YDR078C, YDR408C, YDR438W, YEL024W, YEL041W, YER031C, YER048W-A, YGL136C, YGL191W, YGR006W, YGR049W, YGR096W, YGR102C, YGR165W, YGR209C, YHR059W, YHR168W, YIL070C, YIL128W, YIL160C, YJL146W, YJL218W, YJR119C, YLR100W, YML087C, YMR256C, YNR003C, YOL096C, YOL104C, YOR127W
		Gene Ontology Enrichment<br>Mitochondrion: CBP6/YBR120C, RTC2/YBR147W, IMG2/YCR071C, TRX3/YCR083W, INH1/YDL181W, THI74/YDR438W, RIP1/YEL024W, YPT31/YER031C, ISD11/YER048W-A, MRM2/YGL136C, COX13/YGL191W, SCM4/YGR049W, TPC1/YGR096W, GTF1/YGR102C, MRPS35/YGR165W, FYV4/YHR059W, MTG2/YHR168W, MAM33/YIL070C, ERG27/YLR100W, COX7/YMR256C, RPC34/YNR003C, COQ3/YOL096C
<i>S. mikatae</i>	Up	YAL008W, YAL009W, YAL060W, YAR008W, YBL025W, YBL029C-A, YBL057C, YBL106C, YBR053C, YBR085C-A, YBR103W, YBR195C, YBR273C, YBR280C, YCL033C, YCL034W, YCL035C, YCL049C, YCL057C-A, YDL181W, YDR166C, YDR223W, YDR322C-A, YDR364C, YDR377W, YER064C, YER068W, YER137C, YFL017W-A, YFL042C, YFR047C, YFR049W, YGL040C, YGL096W, YGL160W, YGL161C, YGL162W, YGL229C, YGR168C, YIL003W, YIL132C, YIR015W, YIR029W, YJL006C, YJL046W, YJL126W, YJL137C, YJL160C, YJL178C, YJL208C, YJL218W, YJR099W, YKL072W, YKL085W, YKL107W, YKL119C, YKL149C, YKL216W, YKR062W, YKR075C, YKR076W, YKR077W, YKR083C, YLR100W, YLR242C, YLR245C, YLR438C-A, YML131W, YMR027W, YMR101C, YMR113W, YMR148W, YMR174C, YMR251W-A, YMR293C, YNL164C, YNR028W, YNR037C, YOL114C, YOR227W, YPL098C, YPL170W, YPR023C, YPR094W, YPR157W
	Down	YAL022C, YAL035W, YBL091C, YBR158W, YBR180W, YBR199W, YBR250W, YCR017C, YDL198C, YDR036C, YDR184C, YDR373W, YDR523C, YEL013W, YEL027W, YER073W, YER086W, YER157W, YGL027C, YGL114W, YGL254W, YGR240C, YGR249W, YHR187W, YIL079C, YIL117C, YIR028W, YJR051W, YJR088C, YKL008C, YKR011C, YKR081C, YLR032W, YLR240W, YLR300W, YLR414C, YMR018W, YMR069W, YMR232W, YMR262W, YMR266W, YNL026W, YNL090W, YNL213C, YNL217W, YNL237W, YOL015W, YOR026W, YOR166C, YOR212W, YOR276W, YOR317W, YPL014W, YPL207W, YPR008W, YPR058W, YPR118W, YPR139C
		Gene Ontology Enrichment<br>nucleobase-containing compound transmembrane transporter activity:<br>FUN26/YAL022C, GGC1/YDL198C, DAL4/YIR028W

Supplemental Table S5A (Continued)

<i>S. bayanus</i>	Up	YBL055C, YBL060W, YBR011C, YBR018C, YBR019C, YBR022W, YBR141C, YBR182C, YBR210W, YBR251W, YBR254C, YBR281C, YDL004W, YDL017W, YDL078C, YDL119C, YDL121C, YDL144C, YDR021W, YDR036C, YDR079W, YDR115W, YDR357C, YDR438W, YDR449C, YDR501W, YER147C, YER175C, YFR037C, YGL095C, YGL124C, YGL191W, YGL254W, YGR038W, YGR102C, YGR244C, YGR263C, YGR266W, YHL014C, YHR009C, YHR062C, YHR120W, YHR127W, YHR128W, YHR147C, YHR185C, YIL008W, YIL019W, YIL093C, YIL096C, YIL125W, YIL127C, YIL156W, YJL096W, YJL116C, YJL156C, YJL185C, YKL050C, YKL091C, YKL137W, YKL183W, YKR006C, YKR050W, YKR060W, YKR084C, YLR051C, YLR364W, YML087C, YML105C, YMR018W, YMR250W, YMR294W, YNL086W, YNL237W, YNL259C, YNL315C, YNL320W, YNL328C, YOL022C, YOL093W, YOL137W, YOR111W, YOR179C, YOR354C, YPL077C, YPL086C, YPR020W, YPR047W, YPR127W, YPR140W, YPR166C, YPR182W
	Down	YAL042W, YAR019C, YBL093C, YBL102W, YBR004C, YBR036C, YBR195C, YBR201W, YBR246W, YBR249C, YBR273C, YCL010C, YCL033C, YCL043C, YCL049C, YCR061W, YCR065W, YCR076C, YDL045W-A, YDL073W, YDL110C, YDL124W, YDL231C, YDL238C, YDR072C, YDR086C, YDR151C, YDR158W, YDR273W, YDR284C, YDR320C-A, YDR400W, YDR410C, YDR444W, YDR454C, YDR477W, YDR533C, YDR538W, YDR539W, YEL001C, YEL037C, YEL064C, YER018C, YER019C-A, YER035W, YER107C, YER134C, YFL010C, YFL045C, YFR044C, YFR050C, YFR052W, YGL048C, YGL063W, YGL130W, YGL167C, YGL175C, YGL196W, YGL198W, YGL250W, YGR026W, YGR204W, YGR234W, YGR253C, YHL020C, YHR020W, YHR049W, YHR100C, YHR179W, YHR189W, YIL076W, YIL095W, YIL109C, YIL116W, YIR029W, YIR036C, YJL062W-A, YJL068C, YJL153C, YJL194W, YJR019C, YJR067C, YJR075W, YJR107W, YJR133W, YKL047W, YKL072W, YKL096W-A, YKL127W, YKL210W, YKL211C, YKR026C, YKR075C, YLR027C, YLR098C, YLR268W, YLR325C, YLR349W, YLR372W, YLR375W, YLR380W, YML016C, YMR010W, YMR113W, YMR152W, YMR166C, YMR252C, YMR276W, YMR315W, YNL003C, YNL092W, YNL094W, YNL192W, YNL290W, YNR035C, YOL060C, YOR085W, YOR110W, YOR152C, YOR213C, YPL057C, YPL066W, YPL127C, YPL157W, YPL231W, YPL243W, YPL264C, YPL270W, YPR019W, YPR094W, YPR147C, YPR157W, YPR181C, YPR183W

Supplemental Table S5B: Genes DE in Each Branch of the Phylogeny (p<0.01 and FC>10)

	Up	Down
<i>S. cerevisiae</i>	YGR044C, YGR234W	YCL025C, YMR095C
<i>S. paradoxus</i>	None	YLR327C
<i>S. cerevisiae</i> – <i>S. paradoxus</i>	None	YIL160C
<i>S. mikatae</i>	YJL160C, YMR027W	YIL117C
<i>S. bayanus</i>	None	YJR107W

Supplemental Table S5A: Genes with lineage specific differential expression at p<0.01. Gene Ontology enrichment represents GO categories with enrichment at p<0.01. The complete set of core genes was used as the background dataset for gene enrichment analysis. When multiple categories encompassed the same gene set only the most significant category was listed. Overall, 353 genes were found to have increased in expression in a lineage-specific line, while 358 were decreased in expression relative to the other species. **S5B:** Genes with lineage-specific differential expression showing fold changes of at least 10X relative to each of the other four species.

Supplemental Table S6: The number of genes remaining after each inclusion criteria for potentially gene duplication events

	<i>S. paradoxus</i>	<i>S. mikatae</i>	<i>S. bayanus</i>
**Genes with multiple hits in species relative to <i>S. cerevisiae</i>**	411	749	676
**Genes with two annotations in species**	309	566	514
**All ORFS are complete for the gene in this species (None go into unsequenced regions)**	126	146	195
**Not Duplicated in any other species (0 or 1 annotation)**	69	111	136
**More than 60% of the <i>S. cerevisiae</i> ortholog is covered by each potential paralog**	7	10	24
**Top BLAST to Cer Proteins Hit for Every Species**	5	9	17
**Expressed in <i>S. cerevisiae</i> and Species**	4	6	14
**90% of reads unique to annotation**	4	5	14

Supplemental Table S7: Measured Genes and the Reasons for Gene Exclusion by Species

	Annotated Orthologs	Measured		Reasons For Exclusion					
				Length Differs by More than 10% Versus <i>S. cerevisiae</i> Ortholog		More than 10% of the reads aligned Non-uniquely		Non-Unique Annotation	
<i>S. paradoxus</i>	4909	4359	89%	452	82%	89	16%	186	34%
<i>S. mikatae</i>	4401	3557	81%	467	55%	96	11%	343	41%
<i>S. bayanus</i>	4557	3628	80%	482	52%	183	20%	388	42%

Annotated Orthologs are the total number of genes annotated with a single ortholog in *S. cerevisiae* in the annotations of (Kellis et al. 2003). Numbers are the count of annotated ORFs. Non-unique annotations are *S. cerevisiae* genes that are annotated with more than one copy in the non- *S. cerevisiae* species. This may include both genes with paralogs and genes that are divided into two ORFs in the non- *S. cerevisiae* genome. Percentages are the percentage of genes that were excluded. The sum of these percentages is larger than 1 because some genes were excluded for multiple reasons. Reasons these exclusion criteria were chosen are described in Methods. Cross-species comparisons in non- *S. cerevisiae* species are made on the intersection of this set of measured genes.

Supplemental Table S8: The number of genes replicating within observed confidence intervals in same day versus different day comparisons

	Same Day		Different Days	
	1 σ	2 σ	1 σ	2 σ
<i>S. cerevisiae</i> - <i>S. paradoxus</i>	55%	89%	35%	73%
<i>S. cerevisiae</i> - <i>S. mikatae</i>	54%	90%	33%	71%
<i>S. cerevisiae</i> - <i>S. bayanus</i>	46%	80%	34%	72%
<i>S. paradoxus</i> - <i>S. mikatae</i>	51%	86%	41%	79%
<i>S. paradoxus</i> - <i>S. bayanus</i>	59%	92%	33%	67%
<i>S. mikatae</i> - <i>S. bayanus</i>	45%	80%	37%	74%

S. cerevisiae Rep 1 calls against *S. paradoxus* Rep1 reproduced in *S. cerevisiae* Rep 2 against *S. paradoxus* Rep2. Different day comparisons are how well Rep1 calls against Rep 2 of the other species reproduced in Rep2 versus Rep1 of the other species.

Citations

1. Kellis M, Patterson N, Endrizzi M, Birren B, Lander ES: **Sequencing and comparison of yeast species to identify genes and regulatory elements**. *Nature* 2003, **423**(6937):241-254.
2. Quinlan AR, Stewart DA, Stromberg MP, Marth GT: **Pyrobayes: an improved base caller for SNP discovery in pyrosequences**. *Nat Methods* 2008, **5**(2):179-181.
3. Furusawa C, Kaneko K: **Zipf's law in gene expression**. *Phys Rev Lett* 2003, **90**(8):088102.
4. Tirosh I, Weinberger A, Carmi M, Barkai N: **A genetic signature of interspecies variations in gene expression**. *Nat Genet* 2006, **38**(7):830-834.
5. MacIsaac KD, Wang T, Gordon DB, Gifford DK, Stormo GD, Fraenkel E: **An improved map of conserved regulatory sites for *Saccharomyces cerevisiae***. *BMC Bioinformatics* 2006, **7**:113.
6. Wang Y, Liu CL, Storey JD, Tibshirani RJ, Herschlag D, Brown PO: **Precision and functional specificity in mRNA decay**. *Proc Natl Acad Sci U S A* 2002, **99**(9):5860-5865.
7. Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ: **Basic local alignment search tool**. *J Mol Biol* 1990, **215**(3):403-410.
8. Robinson MD, Oshlack A: **A scaling normalization method for differential expression analysis of RNA-seq data**. *Genome Biol* 2010, **11**(3):R25.
9. Bevington PR: **Data reduction and error analysis for the physical sciences**. New York,: McGraw-Hill; 1969.
10. Dallas PB, Gottardo NG, Firth MJ, Beesley AH, Hoffmann K, Terry PA, Freitas JR, Boag JM, Cummings AJ, Kees UR: **Gene expression levels assessed by oligonucleotide microarray analysis and quantitative real-time RT-PCR -- how well do they correlate?** *BMC Genomics* 2005, **6**(1):59.

How the deposited data were processed for this re-analysis (not part of the article)

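RNA-Seq counts of 8 libraries were analysed, 2 cultures each of S. cerevisiae, S. paradoxus, S. mikatae and S. bayanus. As deposited, the values are counts of reads per annotated gene: the authors aligned SOLiD reads with MOSAIK to the genome of each species and counted reads with a single position and all aligned reads, with no normalization. The S. cerevisiae build is sacCer2; the reference used for gene symbols, upstream sequence and annotation is R64, matched by locus name and not by position, and 2736 of the core genes were matched. Samples were paired by replicate number, because the supplement states that replicate 1 samples were prepared on another day than replicate 2 samples; changes from replicate 1 to replicate 2 correlated between every 2 species, from 0.172 between S. mikatae and S. bayanus to 0.494 between S. paradoxus and S. bayanus, across genes. Core totals of 1840377 to 5588566 reads per library set the precision: a count of 0 allows up to 3 counts.

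Core genes had 1 annotation in every species, a length ratio of 0.9 to 1.1 to the S. cerevisiae gene and a share of unique reads of at least 0.9. The chi-square of the paper was rebuilt from its Methods with the paper's technical sigma of 0.16, a gene's own variance from 30 mean reads, U calibrated at 10 mean reads, and calls at p under 0.01. Genes with 10 counts in 2 libraries (2707 genes) were tested with edgeR 4.0.16 (quasi-likelihood, TMM, terms for species and day) and adjusted by Benjamini and Hochberg. Lineage-specific genes differ from every species outside the branch in the same direction. Lists were tested with camera from limma 3.58.1 on voom values, with alternatives of an estimated correlation and of fry. DESeq2 1.42.0, R 4.3.3, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used. Permutation tests used 100000 draws. Tested on simulated data, the chi-square called 42.4% of genes changed 2-fold, 67.4% of those changed 4-fold and 2.60% of unchanged genes, and edgeR called 7% of genes changed 2-fold, 82% of those changed 4-fold and 0.200% of unchanged genes.

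The lists, fixed before the data were examined together with 94 alternatives, are haploid-specific genes, a-specific genes, alpha-specific genes, pheromone-induced genes, meiosis and sporulation genes, glycolysis and fermentation, TCA cycle, respiratory chain and ATP synthase, mitochondrial ribosomal proteins, cytosolic ribosomal proteins, ribosome biogenesis, RNA polymerase I and III subunits, galactose utilisation, histidine biosynthesis, lysine biosynthesis, arginine biosynthesis, branched-chain amino acid biosynthesis, sulfur and methionine metabolism, purine biosynthesis, pyrimidine biosynthesis, phosphate genes, iron regulon, zinc genes, heat shock proteins and chaperones, general stress genes, trehalose and glycogen, ergosterol biosynthesis, hexose transporters, proteasome, histones, nitrogen catabolite repression, peroxisomal beta-oxidation, cell wall proteins and nucleobase and nucleotide transporters; 30 of 34 had at least 3 core genes and were tested. Named genes are the 10 highest and 10 lowest of each comparison among genes that passed the test and moved the same way on both days, every gene the paper names, and members of the lists. Genes named for the fold between replicates, among duplications and among mitochondrial genes were chosen after their values were seen. The list of nucleobase and nucleotide transporters includes the 3 genes that the paper names as lower in S. mikatae. A further 4 alternatives were added after the data were seen. The technical replicate pair was not analysed here, so the paper's technical sigma was used, and genes outside the core set, such as YDL124W, have no test by edgeR in the design used, because length or shared reads would bias their counts.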

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

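Of the tests below, those of depth and of coding length were set before their results were seen, that of TATA boxes was added after the data and before its own result were seen, and the others were chosen only after the pattern was seen. Reads were found in non-coding genes, which the paper excludes from its comparisons of species, above the 3 reads that a count of 0 allows in both libraries: 76 small nucleolar RNAs of S. cerevisiae, such as snR66 with 216523 and 243118 reads, 6 small nuclear RNAs, such as LSR1 with 103503 and 205862, and 7 other non-coding RNAs, such as SCR1 with 23090 and 107194. Annotations without an S. cerevisiae name passed the same limit in 904 cases in S. paradoxus (PAR11444 with 39769 and 46905 reads), 986 in S. mikatae (MIK4801 with 15681 and 13073) and 1242 in S. bayanus (BAY16251 with 136613 and 103073). No library stood apart from the others by Dixon's test in 5 measures of the libraries. The nearest was S. bayanus replicate 1, whose TMM factor of 1.39 had a gap of 0.523 of the range, just short of the critical value.

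General stress genes were lower in S. paradoxus (8 of 13 genes) and higher in S. bayanus (9 of 13). Camera called the list in both at the preset correlation and in neither with an estimated correlation. With every library thinned to the same total of core reads, 8 genes in S. paradoxus and 9 in S. bayanus were still called, and with the trend of coding length removed the median in S. paradoxus was -1.69, which neither a difference in that total, in both species, nor coding length, in S. paradoxus, would leave in place. In S. paradoxus 9 of 13 genes lay below the same-day mean of the others on both days, short of the limit of 11 set for that count. The list median lay at -1.60 on day 1 and -1.76 on day 2 (exact two-sided Wilcoxon signed-rank test over the genes, p = 0.00073 and 0.021). Medians this low on both days are not what a difference on 1 day alone would give. The p-values treat the genes of the list as independent, and each day has 1 S. paradoxus library. The mean of the others includes S. bayanus, where these genes were higher. Faster growth of the S. paradoxus cultures and slower growth of the S. bayanus cultures stay open, because ribosome biogenesis had medians of -0.17 and 0.75, and cytosolic ribosomal proteins went the other way, with 0.69 (4 of 10 higher, 0 lower) and -0.82 (0 higher, 4 lower).

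GAL80 was lower in S. bayanus. With all aligned reads counted, of which 100% were unique, S. bayanus had 5 and 2 reads and a log2 of -5.46 and -7.30 over the mean of the other species on days 1 and 2, which a loss of reads shared with other places would not leave. Of the 10 nearest named neighbours of the S. bayanus gene, 0 lie near GAL80 in S. cerevisiae, as they would if the S. bayanus gene listed under YML051W lies at another place than GAL80; the low count may belong to another gene. No biological explanation was tested.

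Variance rose faster with the substitution rate in short than in long genes. The slope of long genes minus that of short genes was -2.11 with all core genes, -1.05 with at least 10 reads in every library (permutation p = 1.0e-05), -2.19 with matched counts (permutation p = 1.0e-05) and -1.93 among genes without a TATA box (permutation p = 9.0e-05), which noise of low counts, unequal read counts or TATA boxes as the whole cause would not leave. The smaller difference with at least 10 reads leaves noise of low counts open as a part. No biological explanation was tested.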

How the results depend on the processing

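The overlap of intervals, the genes without TATAWAWR, the TATA box with at least 10 reads and the annotation of the mitochondrion were added only after the data were seen, and every other alternative was set before. Of 319 values of named genes in the comparisons where the text gives them, 318 passed the test, and none reversed under any alternative. These genes were mostly named because they passed the test. A list held before the text was written, which the genes of the text replaced after its result was seen, had 300 values with 274 calls; 25 of its values, for 10 genes and comparisons, reversed, 0 of them for a gene that passed the test there. Lost were 115 calls when 1 library is left out, 25 without the replicate block, 2 with DESeq2, 4 with thinned libraries, 2 without a filter on low counts, 2 with a mean of at least 30 counts and 2 with all genes listed once. Among the other 86 results, 480 values stayed the same, 5 were weaker, 4 stronger, 9 reversed and 200 moved. Beyond these and the counts below, leaving the replicate block out moved no count of calls by over 1.5 times. In simulated data edgeR called 7% of 2-fold changes, so that most changes of that size are missed with 2 cultures per species. Leaving out a library leaves 1 culture in a species, which is assumed to vary like the others. More genes are tested with all genes listed once, and fewer libraries when 1 is left out; for the rest, the cause was not tested.

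With no replicate block: edgeR S. paradoxus over S. cerevisiae 265, edgeR S. mikatae over S. cerevisiae 353, edgeR S. bayanus over S. cerevisiae 488, edgeR S. mikatae over S. paradoxus 389, edgeR S. bayanus over S. paradoxus 437, edgeR S. bayanus over S. mikatae 468, edgeR S. cerevisiae contrast 357, edgeR S. paradoxus contrast 342, edgeR S. mikatae contrast 413, edgeR pair contrast 503, edgeR lineage-specific S. cerevisiae 51, edgeR lineage-specific S. paradoxus 45, edgeR lineage-specific S. mikatae 54, edgeR lineage-specific S. bayanus 103, edgeR lineage-specific S. cerevisiae and S. paradoxus 24, edgeR lineage-specific any branch 268, lists S. mikatae contrast 0. With all genes listed once in all 4 species: edgeR S. paradoxus over S. cerevisiae 791, edgeR S. mikatae over S. cerevisiae 937, edgeR S. mikatae over S. paradoxus 990, edgeR S. bayanus over S. paradoxus 1163, edgeR S. bayanus over S. mikatae 1213, edgeR S. cerevisiae contrast 942, edgeR S. paradoxus contrast 931, edgeR S. mikatae contrast 1025, edgeR S. bayanus contrast 1281, day 2 against day 1 78, edgeR lineage-specific S. paradoxus 192, edgeR lineage-specific S. mikatae 237, edgeR lineage-specific S. bayanus 352, edgeR lineage-specific S. cerevisiae and S. paradoxus 109, edgeR lineage-specific any branch 956. With DESeq2: day 2 against day 1 243. With no filter on low counts: day 2 against day 1 21. With no species term: day 2 against day 1 0. With p under 0.05: chi-square lineage-specific S. cerevisiae 191, chi-square lineage-specific S. paradoxus 192, chi-square lineage-specific S. mikatae 205, chi-square lineage-specific S. bayanus 302, chi-square lineage-specific S. cerevisiae and S. paradoxus 130, chi-square lineage-specific any branch 850, chi-square lineage-specific more than 1 branch 163, share S. cerevisiae and S. paradoxus, percent decreased 54.6 (reversed). With edgeR: chi-square lineage-specific more than 1 branch 46. With estimated correlation: lists S. cerevisiae contrast 0, lists S. paradoxus contrast 0, lists S. mikatae contrast 0, lists S. bayanus contrast 0, lists pair contrast 0. With fry: lists S. cerevisiae contrast 0, lists S. paradoxus contrast 2, lists S. mikatae contrast 0, lists S. bayanus contrast 0, lists pair contrast 0. With read-weighted mean of sigma: same-day pairs within 2 sigma 80.2, crossed pairs within 1 sigma 32.5, crossed pairs within 2 sigma 65.7, share S. cerevisiae and S. paradoxus, percent decreased 54.4 (reversed). With overlap of the 2 sigma intervals of both methods: RNA-Seq against qPCR: S. cerevisiae and S. mikatae 81.5, RNA-Seq against qPCR: all 6 comparisons 81.5. With either RNA-Seq interval: RNA-Seq against qPCR: all 6 comparisons 74.8. With total count ratio: share S. cerevisiae, percent decreased 65.4, share S. paradoxus, percent decreased 69.7 (reversed), share S. mikatae, percent decreased 35.2, share S. bayanus, percent decreased 24.5 (reversed), share S. cerevisiae and S. paradoxus, percent decreased 82.5 (reversed), percent of genes inside the replicate limit, S. bayanus 79.9, day 2 genes percent also higher in S. bayanus 58.0. With no scaling by U: share S. mikatae, percent decreased 37.9. With at least 10 reads in every library: share S. mikatae, percent decreased 36.6, regression slope 1.76, slope by expression level (median split): difference in slope 0.20 (reversed), slope by replicate variance (median split): difference in slope -0.237 (reversed). With species pairs only: regression R2 0.700, regression slope 1.64. With every library thinned to the shallowest: regression R2 0.873. With squared median absolute deviation: regression R2 0.857, regression slope 1.70. With crossed days: regression R2 0.819, regression slope 3.10, regression permutation p of the species order 0.083. Without S. cerevisiae: regression R2 0.965. Without S. paradoxus: regression R2 0.969. With 1 added to every count: regression slope 2.17, slope by expression level (median split): difference in slope -0.262, percent of genes inside the replicate limit, S. bayanus 84.2. Without S. bayanus: regression slope 3.24. With raw counts: correlation mean of the 4 pairs of replicates 0.961, correlation mean of the 12 same-day pairs of species 0.882. With all genes of the files: correlation mean of the 4 pairs of replicates 0.956. With 0.01 for zeros: correlation mean of the 4 pairs of replicates 0.922, correlation mean of the 12 same-day pairs of species 0.820. With at least 10 reads in both: limit that holds 95% of S. cerevisiae replicate fold changes 1.76, percent of genes inside the replicate limit, S. bayanus 84.3. With replicate 2 as the reference: percent of genes inside the replicate limit, S. paradoxus 87.4, percent of genes inside the replicate limit, S. mikatae 88.4, percent of genes inside the replicate limit, S. bayanus 84.3. With no filter: 95th percentile, S. cerevisiae 4.11, 95th percentile, S. paradoxus 3.59, 95th percentile, S. mikatae 3.30. With at least 30 reads in both: 95th percentile, S. paradoxus 2.61. With at least 2-fold above the median slope: day 2 genes percent also higher in S. bayanus 80.3.

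With 1 library or 1 day left out, the lowest and highest values are: edgeR S. paradoxus over S. cerevisiae 57 (without S. paradoxus replicate 2) to 596 (without S. bayanus replicate 1), edgeR S. mikatae over S. cerevisiae 205 (without S. mikatae replicate 1) to 675 (without S. bayanus replicate 1), edgeR S. bayanus over S. cerevisiae 466 (without S. cerevisiae replicate 2) to 730 (without S. mikatae replicate 2), edgeR S. mikatae over S. paradoxus 124 (without S. paradoxus replicate 1) to 729 (without S. bayanus replicate 1), edgeR S. bayanus over S. paradoxus 176 (without S. paradoxus replicate 2) to 823 (without S. cerevisiae replicate 1), edgeR S. bayanus over S. mikatae 325 (without S. mikatae replicate 1) to 854 (without S. cerevisiae replicate 1), edgeR S. cerevisiae contrast 222 (without S. cerevisiae replicate 2) to 642 (without S. bayanus replicate 1), edgeR S. paradoxus contrast 44 (without S. paradoxus replicate 2) to 670 (without S. bayanus replicate 2), edgeR S. mikatae contrast 186 (without S. mikatae replicate 1) to 720 (without S. bayanus replicate 1), edgeR S. bayanus contrast 437 (without S. bayanus replicate 1) to 841 (without S. cerevisiae replicate 1), edgeR pair contrast 377 (without S. paradoxus replicate 2) to 677 (without S. cerevisiae replicate 2), day 2 against day 1 0 (without S. paradoxus replicate 1) to 20 (without S. bayanus replicate 1), edgeR lineage-specific S. cerevisiae 23 (without S. paradoxus replicate 2) to 108 (without S. bayanus replicate 1), edgeR lineage-specific S. paradoxus 8 (without S. paradoxus replicate 1) to 103 (without S. bayanus replicate 2), edgeR lineage-specific S. mikatae 35 (without S. paradoxus replicate 1) to 117 (without S. bayanus replicate 1), edgeR lineage-specific S. bayanus 74 (without S. paradoxus replicate 2) to 188 (without S. cerevisiae replicate 1), edgeR lineage-specific S. cerevisiae and S. paradoxus 9 (without S. paradoxus replicate 2) to 63 (without S. bayanus replicate 2), edgeR lineage-specific any branch 155 (without S. paradoxus replicate 2) to 496 (without S. cerevisiae replicate 1), chi-square lineage-specific S. cerevisiae 64 (without replicate 2) to 77 (without replicate 1), chi-square lineage-specific S. paradoxus 61 (without replicate 2) to 75 (without replicate 1), chi-square lineage-specific S. mikatae 72 (without replicate 1) to 76 (without replicate 2), chi-square lineage-specific S. bayanus 113 (without replicate 1) to 134 (without replicate 2), chi-square lineage-specific S. cerevisiae and S. paradoxus 40 (without replicate 2) to 43 (without replicate 1), chi-square lineage-specific any branch 348 (without replicate 1) to 348 (without replicate 1), chi-square lineage-specific more than 1 branch 27 (without replicate 2) to 32 (without replicate 1), lists S. cerevisiae contrast 0 (without S. mikatae replicate 1) to 3 (without S. cerevisiae replicate 1), lists S. mikatae contrast 0 (without S. cerevisiae replicate 1) to 2 (without S. bayanus replicate 1), lists pair contrast 3 (without S. cerevisiae replicate 1) to 7 (without S. cerevisiae replicate 2), chi-square S. cerevisiae and S. paradoxus, core genes 309 (without replicate 2) to 392 (without replicate 1), chi-square S. cerevisiae and S. paradoxus, all measured genes 526 (without replicate 2) to 661 (without replicate 1), share S. cerevisiae, percent decreased 43.8 (without replicate 2) to 61.0 (without replicate 1) with a reversal, share S. bayanus, percent decreased 54.9 (without replicate 1) to 67.9 (without replicate 2), share S. cerevisiae and S. paradoxus, percent decreased 48.8 (without replicate 1) to 52.5 (without replicate 2) with a reversal, regression R2 0.708 (without replicate 1) to 0.751 (without replicate 2), regression slope 1.42 (without replicate 1) to 1.87 (without replicate 2).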

Differences from the paper's values

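Of 63 values that the paper also states, 8 differ, where a value counts as differing when it is over 1.5 times the other or, for a correlation, when the gap exceeds the spread between replicates or the rounding of the printed value. Not all of the others are equal to the paper's: of the genes higher on day 2 in S. paradoxus 69.8% and 73.5% are higher in S. cerevisiae and S. bayanus, against the paper's 90 and 96%, 556 genes are lineage-specific, against the paper's 613, and 14 are changed at least 10-fold, against the paper's 10. The paper does not give the rule by which its genes higher on day 2 were chosen, so those shares may be of another set of genes. Core genes with no read in at least 1 species number 17, against 10 in the paper, in a core set of 2739 genes; no alternative was set before the data were examined. The correlation of S. cerevisiae and S. paradoxus is 0.875, against the paper's 0.85; of the alternatives set before the data were examined, raw counts (0.896), all genes of the files (0.880) and at least 10 reads in both (0.860) also differ, and 0.01 for zeros (0.847) does not. Between the S. cerevisiae replicates the correlation is 0.928, against the paper's 0.91, and raw counts (0.965) and all genes of the files (0.955) also differ, while at least 10 reads in both (0.917) and 0.01 for zeros (0.909) do not.

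In the comparison of S. cerevisiae and S. mikatae, 48.1% of qPCR fold changes lie inside both intervals, against 81% in the paper, and over all 6 comparisons 47.0%, against 91% in the paper, which is defined in another way, by intervals from the paper's variance that are set beside those of DESeq. The read-weighted mean of sigma also differs (29.6 and 39.1%), and either RNA-Seq interval gives 55.6 and 74.8%, below the paper's values but within 1.5 times of them. An overlap of the intervals of both methods, chosen after seeing the values, gives 81.5 and 81.5%, over the same 151 fold changes, none dropped. The permutation p of a difference in slope by expression level is 7.0e-05, against the paper's 0.99, and 1 added to every count (0.15) and at least 10 reads in every library (0.15) also differ. By replicate variance the p is 0.093, against the paper's 0.85, and both of these alternatives also differ (0.15 and 0.087). The classes by replicate variance come from replicate ratios that also enter the regression, so these p-values are no valid test. For the TATA box the permutation p is 0.0057, against the paper's 0.016, with no alternative set before the data were examined; with at least 10 reads in every library, chosen after seeing the data, it is 1e-05, the smallest the permutations can give.

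With ANOCOVA, the test the paper names, the p over the 16 points, which share libraries, is 0.0023 by expression level, 0.13 by replicate variance and 0.078 for the TATA box. The value by replicate variance has the limit given above. The slope of highly expressed genes is 2.10 against 3.40 for the others with all core genes, and 1.89 against 1.69 with at least 10 reads in every library, where the direction turns.

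The paper has the most core genes called between S. mikatae and S. bayanus; here these number 634, and 647 between S. paradoxus and S. bayanus. The paper states that decreases outnumber increases in S. bayanus at p < 0.01 after Bonferroni correction; here 59.7% are decreases with a Bonferroni adjusted p of 0.036 (exact binomial test). At that limit the p is lower with at least 10 reads in every library (0.0033) and without replicate 2 (0.00021), and with ratios of total counts the direction turns, with 24.5% decreases. Outside the inner branch and S. mikatae the paper finds no enriched category, by another test than camera. Here camera at the preset correlation called 7 lists in S. paradoxus, 6 in S. bayanus and 1 in S. cerevisiae, and 0 with an estimated correlation. Genes of the mitochondrion were enriched among edgeR's decreases in S. paradoxus (Fisher's exact test, adjusted p = 0.011) and increases in S. bayanus (adjusted p = 0.030), and not among those of the chi-square (0.12 and 0.50), with an annotation chosen after seeing the data. The paper finds no duplicated gene whose copies both drop substantially. Here both copies lie more than 2-fold below S. cerevisiae on both days in 2 of 10, ARL1 and HOL1, with no test. The higher ARL1 copy is just past that limit, at a log2 of -1.01 and -1.03. The sets of genes differ, because the paper also required complete reading frames and a BLAST match. It also aligned reads of paralogs with at most 1 mismatch. The paper finds nucleobase transporters enriched among the decreases of S. mikatae, where 3 of 9 are lower and limma's camera gives adjusted p = 0.72. Those 3 are the genes that the paper names. Camera asks whether the whole list shifts, which is another question than enrichment among decreases.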

Other observations

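Zinc genes had 3 of 6 genes higher and 0 lower in S. paradoxus, such as ZRT1 (3.44) and ZRT3 (1.75) (3 and 0 adjusted over the list alone; limma's camera, adjusted p = 0.16). The iron regulon had 1 of 4 genes higher and 2 lower in the pair of S. cerevisiae and S. paradoxus, such as FRE3 (1.97) and SIT1 (-1.87) (1 and 2 adjusted over the list alone; limma's camera, adjusted p = 0.75). Phosphate genes had 1 of 6 genes higher and 0 lower in S. bayanus, such as PHO84 (3.02) (1 and 0 adjusted over the list alone; limma's camera, adjusted p = 0.47). Sulfur and methionine metabolism had 1 of 13 genes higher and 0 lower in S. paradoxus, such as HOM2 (1.97) (1 and 0 adjusted over the list alone; limma's camera, adjusted p = 0.41). Purine synthesis had 3 of 5 genes higher and 1 lower in S. bayanus, such as ADE1 (2.39) and ADE3 (-2.19) (3 and 1 adjusted over the list alone; limma's camera, adjusted p = 0.53). Pyrimidine synthesis had 0 of 5 genes higher and 0 lower in the pair of S. cerevisiae and S. paradoxus (0 and 0 adjusted over the list alone; limma's camera, adjusted p = 0.68). Each is given in the branch where its adjusted p is lowest.

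Branched-chain amino acid synthesis had 0 of 4 genes higher and 0 lower in S. paradoxus (0 and 0 adjusted over the list alone; limma's camera, adjusted p = 0.42). Glycolysis and fermentation had 0 of 7 genes higher and 0 lower in the pair of S. cerevisiae and S. paradoxus (0 and 0 adjusted over the list alone; limma's camera, adjusted p = 0.22). Pheromone-induced genes had 2 of 8 genes higher and 1 lower in S. paradoxus, such as PRM2 (-2.54) and PRM5 (2.11) (2 and 1 adjusted over the list alone; limma's camera, adjusted p = 0.18). Meiosis and sporulation genes had 2 of 7 genes higher and 0 lower in S. bayanus, such as SPS4 (2.91) and REC8 (1.73) (2 and 0 adjusted over the list alone; limma's camera, adjusted p = 0.32). Subunits of RNA polymerases I and III had 2 of 12 genes higher and 0 lower in S. paradoxus, such as RPA12 (1.98) (2 and 0 adjusted over the list alone; limma's camera, adjusted p = 0.65). Alpha-specific, a-specific, hexose transporter and histone genes had fewer than 3 core genes and were not tested.

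The tests of this paragraph were chosen only after the results were seen. With the split between S. cerevisiae with S. paradoxus and S. mikatae with S. bayanus as the only term, edgeR called 65 genes, and the highest of the other splits 13; 1 of 3 splits gave as many, which are too few splits to judge by. For the days, with a term for species in every fit, it was 10 genes against at most 0, with 1 of 8 splits giving as many, again too few; without the term for species the days gave 0 genes. For genes side by side on the chromosome that change in the same direction, the lowest Bonferroni adjusted permutation p was in S. mikatae, 0.11 over edgeR's calls and 0.014 over those of the chi-square, so the sets of calls fall on different sides of 0.05. The median of a chromosome lay farthest from 0 on chromosome III, at 0.32 for S. mikatae over S. paradoxus.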
